# Hdac1 and Hdac2 regulate the quiescent state and survival of hair-follicle mesenchymal niche

**DOI:** 10.1038/s41467-023-40573-7

**Published:** 2023-08-10

**Authors:** Hadas Sibony-Benyamini, Emil Aamar, David Enshell-Seijffers

**Keywords:** Stem-cell niche, Regeneration, Post-translational modifications, Histone post-translational modifications

## Abstract

While cell division is essential for self-renewal and differentiation of stem cells and progenitors, dormancy is required to maintain the structure and function of the stem-cell niche. Here we use the hair follicle to show that during growth, the mesenchymal niche of the hair follicle, the dermal papilla (DP), is maintained quiescent by the activity of Hdac1 and Hdac2 in the DP that suppresses the expression of cell-cycle genes. Furthermore, Hdac1 and Hdac2 in the DP promote the survival of DP cells throughout the hair cycle. While during growth and regression this includes downregulation of p53 activity and the control of p53-independent programs, during quiescence, this predominantly involves p53-independent mechanisms. Remarkably, Hdac1 and Hdac2 in the DP during the growth phase also participate in orchestrating the hair cycle clock by maintaining physiological levels of Wnt signaling in the vicinity of the DP. Our findings not only provide insight into the molecular mechanism that sustains the function of the stem-cell niche in a persistently changing microenvironment, but also unveil that the same mechanism provides a molecular toolbox allowing the DP to affect and fine tune the microenvironment.

## Abstract (web summary)

Cell division and stem cell maintenance are tightly linked. Here they show that in the hair follicle an epigenetic mechanism maintains mesenchymal niche dormancy in a highly proliferative microenvironment while repurposing mitogenic signaling to orchestrate the hair cycle clock.

## Introduction

The intrinsic feature of stem cells to self-renew and concomitantly to generate progenitors that are committed to undergo differentiation requires the presence of mitogenic signals that are provided by the microenvironment, often called the niche. Remarkably, the cells that constitute the niche often remain quiescent despite their exposure to the same proliferation cues. While the molecular mechanisms by which the niche regulates stem-cell activity and progenitor behavior are under intensive study^1^, the mechanisms that allow the cellular constituents of the niche to ignore the mitogenic microenvironment and remain dormant are poorly understood. The hair follicle is a powerful model system to interrogate stem-cell niche dormancy due to its accessibility, its well-characterized stem cells and progenitors, and its well-defined anatomy^2,3^.

Hair follicles undergo cycles of growth (anagen), destruction (catagen), quiescence (telogen) and regeneration^4–6^. In each phase of the hair cycle, follicles adopt a different morphology and structure, and therefore, the transitions between these phases involve dramatic morphological alterations. This metamorphosis of the follicle during the hair cycle requires not only the exquisite coordination of multiple biological pathways but also entails the presence of epithelial stem and progenitor cell populations. Therefore, the hair follicle provides a unique microenvironment that sustains stem-cell identity while allows dividing progeny to “migrate” down the stemness hierarchy to become progressively lineage-restricted and consequently proceed through differentiation programs. The niche of the hair follicle is composed of multiple components that some are constantly rearranged as a result of the morphological changes imposed by the hair cycle. This constant rearrangement of the niche further entails additional level of regulation that maintains the functionality of the niche despite its structural redisposition during the hair cycle.

The mature hair follicle during the hair cycle is largely composed of two compartments derived from embryonically distinct origins; the follicular epidermis with its differentiated and undifferentiated epithelial cell types, collectively called keratinocytes, and the dermal papilla (DP), a compact group of mesenchymal cells at the base of the follicle that constitutes an important part of the progenitor and stem-cell niche and plays an important role in regulating different aspects of hair biology^7^. During anagen, differentiated keratinocytes within the distal part of the follicle are arranged according to their lineage identity in 8 concentric layers that form a cylinder with three domains: the outer root sheath (ORS), inner root sheath (IRS) and hair shaft (HS) that include one, four and three layers, respectively^8^. The lineage identity of the layers in the IRS and HS arises in the proximal part of the follicle, the bulb region, that includes the embedded DP and the surrounding, highly proliferative, matrix cells. Matrix cells in close contact with the DP function as progenitors; they undergo asymmetric division to renew the matrix progenitor pool abutting the DP and to generate transit-amplifying progeny that are displaced away from the DP^9^. The transit-amplifying progeny moves upwards while they undergo a limited number of divisions and subsequently differentiate along a largely specific lineage and according to the position of the ancestor around the DP^9–11^. The orchestrated and coordinated self-renewal and differentiation of the matrix progenitor cells allow hair formation, growth, and emergence.

Anagen ends when proliferation in the matrix ceases, and catagen is initiated when matrix cells around the DP apoptose^12,13^. Apoptosis spreads from the matrix upwards while the hair shaft slides towards the upper part of the follicle. Consequently, the follicle shrinks and regresses while the DP, surviving the apoptotic environment, is withdrawn with the regressing epithelial strand. Following the destruction of the bottom two thirds of the follicle, the upper ORS collapses around the bottom end of the hair to form the bulge region and the secondary germ^14,15^. Catagen ends when the DP completes its relocation to lie beneath the secondary germ and when the bottom end of the hair becomes anchored within the bulge. A quiescent phase of variable length precedes anagen induction of the next cycle by the DP^16,17^. At the onset of a new anagen phase, primed stem cells in the secondary germ adjacent to the DP proliferate to form a new pool of matrix progenitor cells and to regenerate the inner layers of the lower follicle. Subsequently, quiescent stem cells in the bulge region are activated for a short period during the regeneration of the follicle to restore the ORS and to produce the ancestors that will form the new bulge and secondary germ at the end of the cycle^18^.

While the mechanism that drives the cyclic migration of the DP between the upper and lower dermis is beginning to unravel^19^, the mechanism that maintains the DP integrity and functionality during these morphological transformations of the hair cycle is poorly understood. Previous reports indicated that while the number of DP cells fluctuates to some extent during the hair cycle, very little proliferation or apoptosis was observed in the DP despite the highly mitogenic and apoptotic microenvironments the DP resides in and passes through during the hair cycle, respectively^20,21^. We hypothesized that epigenetic mechanisms operate within the DP to retain niche quiescence and survival, and in the current study, we focused on exploring the role of histone deacetylation in regulating the DP function during the hair cycle.

Histone acetylation and deacetylation serves as a key modulator of nucleosomal structure that directly regulates transcription and therefore provides an efficient platform to couple gene expression with extracellular signaling. Two large families of enzymes control the acetylation state of the chromatin; histone acetyltransferases (HATs) and histone deacetylases (HDACs)^22–24^. The balance between the antagonistic actions of these enzymes provides one mechanism to govern gene transcription. Furthermore, the ability of these enzymes to modify and control the function of non-histone proteins broadens their mechanistic action in this regulation. In mammals, HDACs comprise a large family of 18 deacetylases that have been classified into 4 classes based on sequence similarity^22^. Class I, II, and IV represent the classic HDACs while class III consists of NAD-dependent functionally unrelated deacetylases called sirtuins. The subfamily with the most definitive role in regulating gene expression and shows the strongest histone deacetylase activity are the class I HDACs: 1, 2, 3 and 8. Hdac1 and Hdac2 are nearly identical (83% identity) and thought to originate from a gene duplication event in the common ancestor of all vertebrates^23,24^. It is therefore unsurprising that Hdac1 and Hdac2 are functionally redundant, although they do perform non-redundant roles in early development.

Concomitant ablation of *Hdac1* and *Hdac2* in the epidermis before follicle formation revealed the important role these histone-modifying enzymes play in mediating the repressive function of p63 during epidermis formation in the embryo^25^. While the role of these enzymes in the DP has not been studied in this previous work, the immunostaining analysis performed in that study clearly showed that both Hdac1 and Hdac2 are expressed in the DP^25^. Here, we show that Hdac1 and Hdac2 are both required to maintain the quiescent state and survival of DP cells. Dormancy of DP cells is conferred by the activity of Hdac1 and Hdac2 that suppresses the expression of cell-cycle genes such as CycD1, preventing DP cells to respond to the mitogenic signals abundantly present in the vicinity of the DP during anagen. Concomitant ablation of *Hdac1* and *Hdac2* specifically in the DP lifts this inhibition, unleashing the DP to proliferate only during anagen. Moreover, we find that *Hdac1* and *Hdac2* abrogation in the DP also results in p53-dependent and independent apoptosis of DP cells. While DP apoptosis during anagen is counterbalanced by proliferation and thus the DP role in regulating the production of hair shafts is maintained, the progressive loss of DP cells during telogen without replenishment leads to telogen arrest. Furthermore, the DP maintenance activity of Hdac1 and Hdac2 is coupled to the role of the DP in orchestrating the hair-cycle clock by actively sustaining the physiological levels of Wnt signaling in the vicinity of the DP. In the absence of Hdac1 and Hdac2 in the DP, Wnt signaling in both the matrix and DP is reduced and the anagen phase shortens. Together our findings unravel the multi-modal action of Hdac1 and Hdac2 in preserving the function of the DP and thus, enabling the DP to cope with the persistently changing microenvironment required to execute the hair cycle.

## Results

### Concomitant ablation of *Hdac1* and *Hdac2* specifically in the DP results in progressive hair phenotype

To determine whether Hdac1 and Hdac2 play a role in the DP in regulating the hair cycle, *Hdac1* and *Hdac2* were ablated specifically in the DP postnatally. For this, the Corin-Cre mouse line^26^ was crossed with mouse lines that harbor conditional alleles of *Hdac1* and *Hdac2*^27^. Crosses were designed to obtain controls, single *Hdac1*, single *Hdac2*, and double *Hdac1/2* mutants. To uncover the outcomes of *Hdac* ablation in the DP, controls and mutants were phenotypically analyzed as follows (Supplementary Fig. 1a–c). Mice were observed for hair phenotype at P20 when follicles are known to be at the end of the first hair cycle (Supplementary Fig. 1a). At P20, the hair coat was removed by clipping, and the growth of the new hair coat was followed to the end of the second cycle around P50 when follicles have already entered the long telogen (Supplementary Fig. 1b). At P50, the hair coat was clipped again and the emergence of the new hair coat of the third cycle was documented (Supplementary Fig. 1c). No hair phenotype was observed in both single *Hdac1* and single *Hdac2* mutants throughout all three cycles. Furthermore, mice which are homozygous for mutant *Hdac1* and heterozygous for *Hdac2* and vice versa also lack a hair phenotype. In contrast, double *Hdac1/2* mutant mice (designated dM1/2) exhibit a progressive hair phenotype (Fig. 1a–c; Supplementary Fig. 1a–c). While hair length, structure, and type-frequency remain unaltered and the hair coat appears completely normal following the first cycle (Fig. 1a; Supplementary Fig. 1a, d, e), hairs of the second cycle are shorter and thinner, resulting in abnormal appearance of the second-cycle hair coat (Fig. 1b; Supplementary Fig. 1b, e, f). Furthermore, the hair coat of the double mutant fails to grow during the third cycle (Fig. 1c; Supplementary Fig. 1c).

**Fig. 1:**
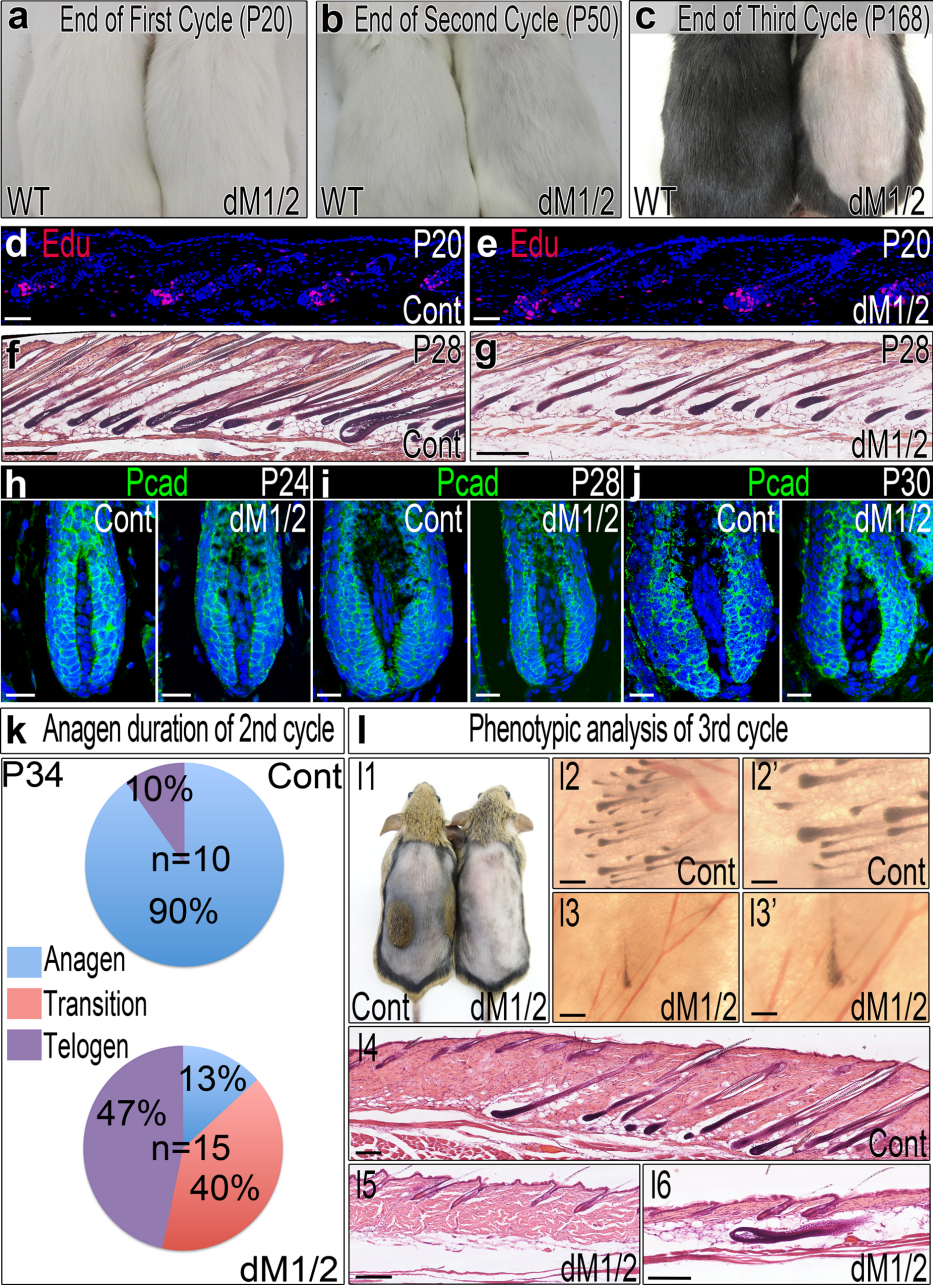
Ablation of Hdac1 and Hdac2 in the DP results in progressive hair phenotype. **a**–**c** Images of wild-type (WT) and double mutant (dM1/2) mice at the end of the first, second and third hair cycle are shown. Note that in **a** and **b**, white mice are shown to easily demonstrate the abnormal hair coat generated after the second cycle in the double mutant. In **c**, black mice are shown to readily illustrate the failure to grow new hair coat in the double mutant after the third cycle. **d**, **e** Edu incorporation at P20 2 h post injection to demonstrate proliferation within the secondary germ, a first sign of anagen induction. *n* > 8 mice per genotype. Scale bar; 50 μm. **f**, **g** HE staining of skin sections at mid-anagen of the second cycle (P28). *n* > 10 mice per genotype. Scale bar; 250 μm. **h**–**j** Immunostaining for Pcad is shown to outline the DP and to illustrate the alterations in bulb structure and shape. *n* > 5 mice per genotype per stage. Scale bar; 20 μm. **k** Pie histogram summarizes the hair-cycle phase distribution of 10 control and 15 double mutant mice at P34. Transition includes skins at catagen or skins with an anterior-posterior gradient between phases (anterior at catagen while posterior at anagen, or anterior at telogen and posterior at catagen). **l1** The hair coat of control and mutant mice was clipped at the end of the second cycle (P50), and regrowth of the hair coat of the third cycle was followed. The image was taken at P115. **l2**, **l2’** A control skin viewed from the dermis side showing a small patch of hair follicles in anagen. L2’ is higher magnification of L2. **l3**, **l3’** A double mutant skin viewed from the dermis side showing a single follicle in anagen. **l4** HE staining shows a control skin section within the growing patch and its surroundings. **l5**, **l6** HE staining of a double mutant skin showing two adjacent sections. *n* > 14 mice per genotype. Scale bar in l2–l6; 200 μm. Scale bar in l2’–l3’; 100 μm. Source data are provided as a Source Data file.

### Hdac1 and Hdac2 in the DP are dispensable during the mid-anagen of the first cycle

Note that ablation of *Hdac1* and *Hdac2* in the DP results in distinct phenotypic outcomes for each cycle. Furthermore, the severity of the phenotype progressively increases from cycle to cycle. To evaluate whether the lack of phenotypic alterations at the end of the first cycle and the increase in phenotypic severity in subsequent cycles are a result of slow and progressive deletion of the floxed alleles or whether phenotypic progressiveness reflects functional complexity of Hdac1/2 in the DP, deletion efficiency was scored by using anti-Hdac1 and anti-Hdac2 antibodies to immunostain skin sections derived from dM1/2 mutant and control mice at mid-anagen of the first cycle when Cre activity is maximal^26^ (Supplementary Fig. 2a–e). Both Hdac1 and Hdac2 were ubiquitously detected in the nuclei of all cell types of control skin including the DP, consistent with previous reports^25^. In contrast, only a few DP cells positive for Hdac1 and Hdac2 are found in the DP of mutant mice whereas staining outside the DP remains unaltered, illustrating that deletion of *Hdac1* and *Hdac2* in the DP is already efficient during the mid-anagen of the first cycle. Note that while about 20% of DP cells (which is 4–6 DP cells per follicle) still express *Hdac1/2* (Supplementary Fig. 2e), this is far below the minimal 10 DP cells required for functional DP^28^. To further investigate whether the absence of Hdac1 and Hdac2 in the DP during the first cycle may still have minor effects on hair formation and differentiation, the expression patterns and levels of trichohyalin, hair keratins and Gata3 (all involved in the differentiation of the inner layers of the hair follicle) during the anagen of the first cycle were assessed by immunostaining and found unaltered in the mutant (Supplementary Fig. 1g), in line with the lack of hair phenotype.

To further explore the biological relevance of the lack of hair phenotype at the first cycle despite efficient deletion of *Hdac1* and *Hdac2*, the acetylation state of DP chromatin was addressed by immunostaining with an antibody that recognizes the acetylated form of K9 of Histone 3 (anti-H3K9Ac) during mid to late anagen of the first and second cycles (Supplementary Fig. 3a, b). As this acetylation mark often occurs in all cell types, the antibody was serially diluted to achieve a concentration that detects low levels of chromatin acetylation in wild-type DP cells. While this analysis revealed a slight increase of chromatin acetylation in mutant DP cells, this small incline of chromatin acetylation in the DP is comparable between first and second cycles, refuting the proposal that a time gap between deletion and chromatin acetylation in the DP is the underlying mechanism for the lack of hair phenotype during the first cycle. Together, these data suggest that the function of Hdac1 and Hdac2 in the DP is limited to a specific time window during the anagen of the second cycle and that both Hdac1 and Hdac2 in the DP are dispensable during mid-anagen of the first cycle.

### Hdac1 and Hdac2 in the DP regulate bulb morphology and anagen duration during the second cycle

The slight increase of chromatin acetylation in the mutant DP during mid to late anagen of the first cycle presumably alters the DP transcriptome to some extent. While these alterations obviously do not culminate into phenotypic effects, they may paracrinally change the attributes of the stem cells and their niche in the bulge and/or secondary germ compartments during telogen when the DP is in close proximity to these compartments, and consequently, affect the second hair cycle. Immunostaining analysis of structural and stem-cell markers such as Sox9, Nfatc1, CD34, K15, K6, K14 and Pcad revealed no alterations in the expression patterns or levels of these markers (Supplementary Fig. 1h), suggesting that stem-cell properties and niche structure remain unaltered in the mutant during first-cycle telogen. Furthermore, Edu labeling to assess anagen induction of the second cycle revealed that anagen induction occurs on time (Fig. 1d, e). Subsequently, regeneration proceeds normally despite the absence of Hdac1 and Hdac2 in the DP (Supplementary Fig. 2f, g). However, the regenerated mutant follicles are thinner than controls (Fig. 1f, g). Closer inspection of the follicles exposed morphological alterations in the bulb region of mutant mice (Fig. 1h–j; Supplementary Fig. 4a). At P24, following regeneration, the morphology of the bulb region in the mutant is similar to controls (Fig. 1h). Note the rounded shape and the unordered position of DP nuclei in both control and mutant mice. At P28, DP nuclei in controls acquire an elliptical shape and become tightly organized in parallel to the distal-proximal axis of the DP (Fig. 1i; Supplementary Fig. 4a). In contrast, DP nuclei in the mutant remain relatively rounded and unordered, and persist in this loose configuration throughout the anagen phase of the second cycle (Fig. 1j). Furthermore, while the matrix in controls increases in size and tightly envelopes the DP leaving a very narrow canal that bridges the DP to the dermis, the increase in mutant matrix is very little and the DP canal remains wide open. Remarkably, the lack of increase in matrix volume of the mutant is not due to reduced proliferation rate. Both Edu labeling with very short chase (15–30 min) and phospho-Histone 3 (pH3) immunostaining failed to detect significant alterations in the rate of proliferation within the matrix (Supplementary Fig. 4b–e). In addition, monitoring the transition from anagen through catagen to telogen of the second cycle revealed that anagen duration is substantially shorter in the mutant (Fig. 1k; Supplementary Fig. 1i, j), consistent with shorter hair shafts **(**Supplementary Fig. 1f, right histogram).

### Ablation of *Hdac1* and *Hdac2* in the DP results in telogen arrest following the second cycle

To explore whether the failure to regrow hair coat during the third cycle is due to telogen arrest, telogen delay, or abnormal anagen with aborted hair production, control and mutant mice were clipped and followed for months from the mid telogen of the second cycle. Note that telogen duration of the second cycle substantially varies and lasts from weeks to months in wild-type mice. Furthermore, anagen induction of the third cycle is highly unsynchronized and occurs in patches due to the concomitant presence of inhibitory and permissive macroenvironments^29^. Following few weeks, patches of hair regrowth were observed in control mice (Fig. 1l1). In contrast, no patches of hair regrowth were observed in dM1/2 mutant mice. However, single, unclipped, new isolated hairs were detected in the skin of the double mutant (Supplementary Fig. 2h, h**’**). Close inspection of control and mutant skins from the dermis side clearly demonstrated the presence of single anagen follicles in the mutant (Fig. 1l2, l3), suggesting that the isolated unclipped hairs are the product of follicles that enter a new cycle and therefore may represent escapers with inefficient deletion. Indeed, immunostaining analysis with anti-Hdac1 and anti-Hdac2 revealed inefficient ablation of Hdac1 and Hdac2 in the DP of those escapers (Supplementary Fig. 2i). While the lack of hair growth in the mutant and the unsynchronized nature of the third cycle prevent the distinction between permissive and inhibitory skin regions and thus complicate the analysis, the presence of these escapers in the mutant indicates a domain in which the macroenvironment is no longer inhibitory and thus allows anagen induction. Therefore, the presence of telogen follicles in such anagen-promoting regions suggests that these follicles are arrested in telogen, and indeed, serial section analysis around these anagen escapers revealed that all the surrounding follicles are morphologically in telogen (Fig. 1l4–6).

### Hdac1 and Hdac2 regulate transcriptional activity in the DP predominantly during early to mid-anagen of the second cycle

To unveil the molecular mechanism underlying this progressive phenotype, gene expression profiling of DP cells, isolated from control and mutant mice during telogen of the first (P20) and second (P60) cycles as well as during early (P24) and mid (P28) anagen of the second cycle, was performed by RNA-sequencing (RNA-seq) analysis. 

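DP cells were sorted from the skin of individual mice (Supplementary Fig. 11), and 3 control and 3 dM1/2 mice were profiled at each of the 4 ages, which gave 24 libraries. In dM1/2 mice, Hdac1 and Hdac2 are both ablated in the DP. The control genotypes listed in the Methods all carry Corin-Cre with a floxed allele of Hdac1, of Hdac2 or of both, and some are homozygous for floxed Hdac1 or for floxed Hdac2. The sample labels do not say which of these genotypes each control library has. The authors depleted ribosomal RNA, made directional libraries, sequenced them from a single end, aligned the reads to the mouse genome (mm10) with Tophat and counted them per gene with HTSeq. They normalized the 24 libraries together with DESeq2, and the deposited value of each gene is its read count divided by the size factor of the library, called normalized reads here. Reads counted on genes ranged from 8171944 to 49331751 per library. The median control library held 11799465 reads at P20, 43400148 at P24, 45866922 at P28 and 9096308 at P60. The median dM1/2 library held 11847207, 45106406, 41559897 and 9670389 reads at the same ages. Genes with a mean of at least 10 normalized reads over the 6 libraries of an age were compared on log2(normalized reads + 1) with limma (two-sided, with Benjamini-Hochberg adjustment), and a gene was called changed at an adjusted p-value under 0.05. A gene without a read in a library allows up to 3 reads there, a limit that covers counting error only. In every P20 and P60 library, Xist had between 8113.4 and 26332.8 normalized reads and Ddx3y had 0. In every P24 and P28 library, Xist had at most 3.9 and Ddx3y between 968.9 and 1738.2, so that the telogen libraries came from females and the anagen libraries from males.

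Hdac1 (ENSMUSG00000028800) lies on chromosome 4 of GRCm38 from 129516104 to 129542713. Its mean at P24 was 670.5 ± 3.69 normalized reads (SD, n = 3) in controls and 171 ± 48.7 (SD, n = 3) in dM1/2, a log2 fold change of -2.01 (standard error 0.22, adjusted p = 0.00167, limma). At P20, Hdac1 had 464 ± 76.9 normalized reads in controls and 285 ± 77.9 in dM1/2 (SD, n = 3 each), a log2 fold change of -0.72 that did not pass the threshold (adjusted p = 0.122, limma). It passed with a replicate block, which pairs the P20 libraries by number (adjusted p = 0.0445, limma), and without P20 control 1 (adjusted p = 0.0413, limma). The labels do not state this pairing, which was taken from the values of these libraries. At P60, 414 ± 80.1 normalized reads in controls compared with 345 ± 26.7 in dM1/2 (SD, n = 3 each), and the log2 fold change was -0.25 (adjusted p = 0.986, limma). At P28, the groups overlapped, with 282 ± 220.4 normalized reads in controls and 155 ± 32.7 in dM1/2 (SD, n = 3 each) and a log2 fold change of -0.58 (adjusted p = 0.454, limma). The P28 controls had 213.6, 529 and 104.7 normalized reads of Hdac1, and the lowest of these, in the library labelled P28 control 3, was below all 3 dM1/2 libraries (190.2, 148.7 and 125.7). Without P28 control 2, the log2 fold change of Hdac1 at P28 was 0.03, and without P28 control 3 it was -1.13 and passed the threshold (adjusted p = 0.0426, limma).

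Hdac2 (ENSMUSG00000019777) lies on chromosome 10 from 36974544 to 37001889, and its normalized reads did not differ past the threshold at any of the 4 ages with limma. They were 1014 ± 77.8 in controls and 1221 ± 62.3 in dM1/2 at P24 (SD, n = 3 each), a log2 fold change of 0.27 (adjusted p = 0.117, limma). This rise passed the threshold with DESeq2 over all 24 libraries and a prior on the fold changes, a test chosen after seeing the data (adjusted p = 0.0271), and in the authors' deposited table, where the authors' adjusted p-value is 0.0275 (DESeq2). The log2 fold change was -0.01 at P20, 0.16 at P28 and 0.08 at P60, with adjusted p-values of 0.957, 0.334 and 0.991 (limma). The sign changed at P20 without control 2 (log2 fold change 0.05), dM1/2 2 or dM1/2 3 (0.01 each) and at P60 without control 3 (-0.02), and it also changed at P20 with TMM scaling. Reads per gene also count any transcript that is still made from a deleted allele.

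**Figure D1:**
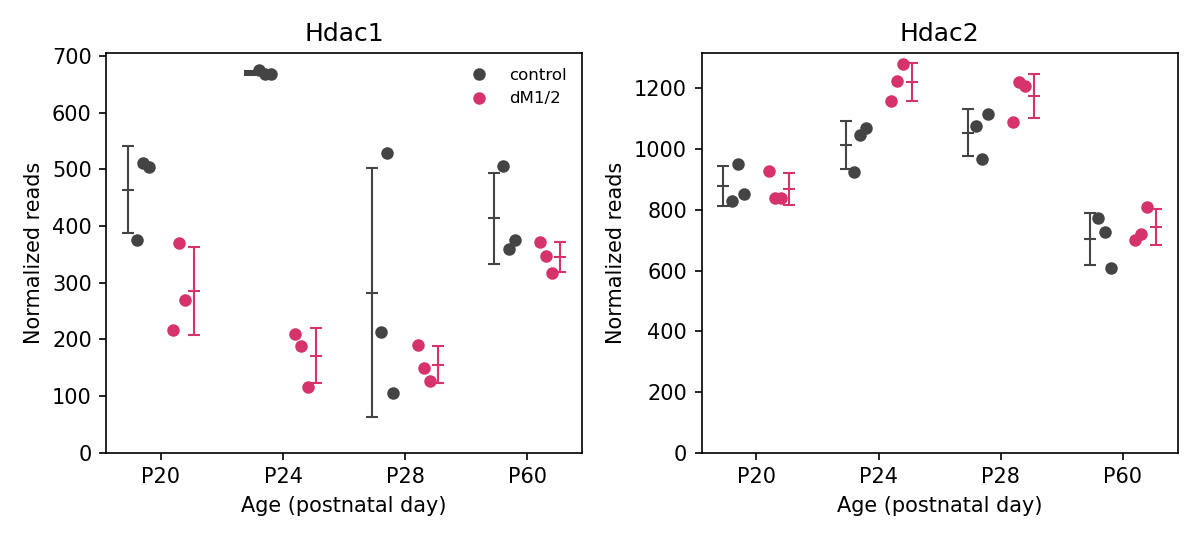
Normalized reads of Hdac1 and Hdac2 in each of the 24 libraries by age, with the mean and SD of the 3 control and the 3 dM1/2 libraries. Hdac1 is lower in every dM1/2 library than in every control at P20 and P24, while the groups overlap at P28 and P60.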

For this, DP cells were endogenously labeled with YFP and FACS-sorted as we have previously reported^30,31^. 

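The 500 most variable genes of the 24 libraries were analysed after the variance-stabilizing transformation of DESeq2 (blind to the groups), and the first 2 components held 64.5% and 15.1% of their variance. Distances between group means on these components were compared with the mean distance between replicates within a group, which was 8.01 units over the 8 groups. Control and dM1/2 means lay 5.78 units apart at P20 and 5.15 at P60, which is 0.722 and 0.643 times the distance between replicates. At P24, they lay 33.5 units apart, 4.18 times that distance, and at P28 they lay 54.6 units apart, 6.81 times that distance. The control replicates of P28 were 21.7 units from each other on average, while the dM1/2 replicates of P28 were 2.73 units apart. At P60, the replicates were 2.51 units apart in controls and 4.77 in dM1/2, both less than the distance between the groups. Set against the replicates of the 2 groups compared instead of all 8, a measure chosen after seeing the data, the ratios were 0.764 at P20, 3.89 at P24, 4.46 at P28 and 1.42 at P60. Among the transformations, log2-CPM of the recovered reads gave 0.798 at P20, 5.05 at P24, 8.12 at P28 and 0.993 at P60. The use of all genes instead of 500 gave 1.06 at P20, 4.57 at P24, 6.89 at P28 and 0.39 at P60, so that with all genes the P20 groups lay slightly further apart than replicates.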

Principle component analysis illustrated that while the DP transcriptome during both the first (P20) and second (P60) telogen undergoes very little alterations, the DP transcriptome during both early (P24) and mid (P28) anagen is dramatically changed in the mutant (Fig. 2a), suggesting that Hdac1 and Hdac2 play an important role in the DP predominantly during anagen of the second cycle. Furthermore, the DP transcriptome of control mice at early anagen (P24) differs substantially from that of control mice at mid-anagen (P28), suggesting that following regeneration the DP in wild-type mice normally undergoes further transcriptional modifications that are required for DP function. In contrast, the DP transcriptome of mutant mice undergoes little change from early (P24) to mid (P28) anagen (Fig. 2a). This transcriptomics analysis correlates with the alterations in bulb morphology that normally occur immediately post regeneration (Fig. 1h–j). 

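Of 13966 genes tested between P24 and P28 in controls (n = 3 libraries per age), 204 changed at an adjusted p-value under 0.05 with limma, 101 to a higher and 103 to a lower level. At an unadjusted p-value under 0.05 there were 2593 genes, where 698 are expected by chance. The median absolute log2 fold change over all genes was 0.26. The count of 204 fell in every fit that left out 1 library. It was 0 without P24 control 1, with 2422 genes at an unadjusted p-value under 0.05. The highest was 67, without the library labelled P28 control 3, with 3210 such genes. These fits have less power, so that lower power and a dependence on single libraries cannot be told apart. On the recovered reads, edgeR called 114 genes and DESeq2 1432. On the principal components, the mean of the P24 controls lay 20.9 units from that of the P28 controls, 2.6 times the mean distance between replicates over all 8 groups and 1.28 times that of the 2 groups compared.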

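In dM1/2, 375 of 14032 genes changed from P24 to P28 (limma, n = 3 libraries per age), 237 to a higher and 138 to a lower level, and 2357 had an unadjusted p-value under 0.05. The count was higher than in controls, while the median absolute log2 fold change over all genes was smaller, at 0.19. Without P28 dM1/2 2, the count in dM1/2 was 57. With edgeR and TMM it was 368 and with a replicate block 450, both above the counts for controls from the same tests (114 and 27). Libraries of P24 and P28 share only a number, so that the block has no meaning in the design here. With DESeq2 on the recovered reads the count in dM1/2 was 1108, below the count for controls from the same test. The means of the P24 and P28 dM1/2 libraries lay 7.52 units apart on the principal components, 0.939 times the mean distance between replicates over all 8 groups and 1.64 times that of the 2 groups compared, so that the order of dM1/2 and controls depended on which replicates were used. The difference between the change in controls and the change in dM1/2 was tested itself, and it passed the threshold in 100 of 14139 genes (limma), of which 64 differed in the direction of higher levels in dM1/2. At an unadjusted p-value under 0.05 there were 1680 such genes, where 707 are expected by chance. With 1 library left out, the count of 100 ranged from 8 (without P28 dM1/2 2) to 167 (without P28 control 2). Of 100 regroupings of the libraries with the ages shuffled within each genotype, the true one included, 5 gave as many genes as the true ages.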

At P24, the bulb morphology and size of control and mutant mice are similar. However, while the matrix of control mice increases in size from P24 to P28, the matrix size of mutant mice at P28 resembles the one at P24, implying that transcriptional alterations in DP cells after regeneration is required to achieve proper matrix size. 

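At P20, 60 of 13845 genes differed between dM1/2 and control with limma (n = 3 libraries per group), 49 higher and 11 lower in dM1/2. At P24, 3735 of 14028 genes differed, 2073 higher and 1662 lower, and at P28, 5018 of 14126 differed, 2820 higher and 2198 lower. At P60, 0 of 14042 genes passed the threshold, and 525 had an unadjusted p-value under 0.05, where 702 are expected by chance. A replicate block pairs the libraries by number, a pairing taken from their values and not from the labels. The count at P20 was 439 with this block (240 higher and 199 lower in dM1/2). It was 673 with DESeq2 on the recovered reads (293 higher and 380 lower). With edgeR and TMM, 92 were higher and 21 lower, so that the excess of higher genes at P20 depended on the test. At P60, DESeq2 on the recovered reads called 25 genes, a single limma fit over all 24 libraries called 19, and DESeq2 over all 24 libraries with a prior, chosen after seeing the data, called 43. An adjusted p-value under 0.01 left 1565 genes at P24 and 2638 at P28. Leaving out a single P20 library gave between 0 genes (without dM1/2 3) and 1530 (without control 1). The former fit had 1869 genes at an unadjusted p-value under 0.05, and the latter called 719 genes higher and 811 lower. At P24, the count was 2057 without control 2, and at P28 it was 3043 without dM1/2 2. On the recovered reads, edgeR called 113, 3695, 4957 and 0 genes at P20, P24, P28 and P60. The median absolute log2 fold change over all tested genes was 0.24 at P20, 0.37 at P24, 0.48 at P28 and 0.18 at P60.

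Of the genes tested at both anagen ages, 1664 were higher in dM1/2 at both P24 and P28, where 412.1 are expected by chance, and 1100 were lower at both, where 255.1 are expected. A further 8 genes changed in opposite directions. Of the 49 genes higher at P20, 40 were also higher at P24 or P28, and of the 11 genes lower at P20, 2 were also lower there. Whether the effect of the ablation differed between anagen and telogen was tested as a contrast over all 24 libraries, and it differed in 4298 of 14243 genes (limma), 2294 toward higher and 2004 toward lower levels in anagen dM1/2. Sex differed along with hair-cycle stage in this contrast.

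The largest rise at P24 was that of Ibsp (ENSMUSG00000029306), from 1.52 ± 1.35 normalized reads in controls to 655 ± 272 in dM1/2 (SD, n = 3 each), a log2 fold change of 8.05 (standard error 0.50, adjusted p = 0.000378, limma). Rps2-ps6, a pseudogene, rose by 7.20 on the log2 scale, but by 1.52 with DESeq2 over all 24 libraries and a prior on the fold changes, which did not call it (adjusted p = 0.108), and Dclk3 rose by 5.87. The largest falls at P24 were those of Kcnk10 (log2 fold change -4.68), Plekhd1 (-4.43) and Htr3a, which was at least 23.5-fold lower. At P28, Cdh8 (ENSMUSG00000036510) rose from 0.719 ± 0.762 to 452 ± 71.9 normalized reads (SD, n = 3 each), a log2 fold change of 8.13 (standard error 0.41, adjusted p = 0.000161, limma). Prlhr had no read in the P28 controls and was at least 144.2-fold higher in dM1/2, and Lama1 rose by 7.41 on the log2 scale. Kng1, Lrfn2 and Cnr1 fell most at P28, with log2 fold changes of -5.13, -4.98 and -4.93. At P20, Nnat, Ly75 and Trnp1 rose by 2.75, 2.34 and 2.02 on the log2 scale, and Pcsk6, Pcdhgb8 and Fam180a had log2 fold changes of -2.94, -1.27 and -1.15. Most of these calls at P20 were lost in fits with 1 library left out, which also have less power. Of the 6 fits that each left out 1 library, 4 kept the call of Pcsk6 (lost without dM1/2 1 or dM1/2 3), 2 that of Nnat (without control 1 or dM1/2 1) and 1 that of Ly75, Trnp1, Pcdhgb8 and Fam180a each (without control 1). In a single fit over all 24 libraries the calls of Ly75 (adjusted p = 0.103, limma), Pcsk6 (0.0733) and Fam180a (0.54) were lost, as were that of Nnat with edgeR and TMM (adjusted p = 0.0745) and those of Ly75, Trnp1 and Pcdhgb8 without a filter on low values (0.0571, 0.0509 and 0.0509, limma). The genes named for the 3 ages were the largest changes among those past the threshold in which every dM1/2 library differed from every control in the same direction.

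**Figure D2:**
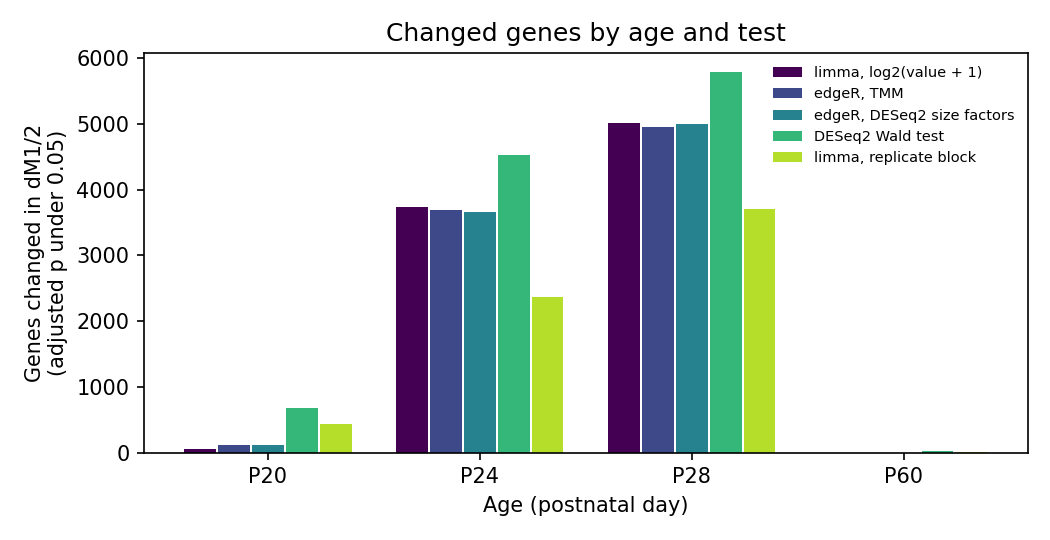
Number of genes that differ between dM1/2 and control (adjusted p-value under 0.05) at P20, P24, P28 and P60 under each of 5 tests of the same libraries. Under each test the counts at P24 and P28 are above those at P20 and P60, and at P20 they range from 60 to 673.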

Venn analysis further corroborated the dramatic alterations in mutant DP transcriptome during anagen and the very moderate alterations during telogen (Fig. 2b, c). Furthermore, KEGG analysis of the RNA-seq data unraveled numerous biological pathways that are significantly altered in the mutant only during anagen (Fig. 2d). Remarkably, both p53 and the cell-cycle pathways are altered in mutant DP, and hierarchical clustering analysis of the genes altered in these pathways revealed that elevated expression of many of these genes is predominantly observed in the mutant during anagen (Fig. 2e). This analysis suggests that in the absence of Hdac1 and Hdac2, DP cells undergo both proliferation and apoptosis, processes that are rarely observed in normal DPs.

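The genes drawn in Fig. 2e were read as a list of 77 cell-cycle genes, without Hdac1 and Hdac2, and a list of 44 p53 pathway genes, with 18 genes in both. The study chose these genes on the same libraries, so that the tests of the lists are not independent evidence. At P24, the median log2 fold change of the cell-cycle genes was 0.89, with 50 higher and 3 lower in dM1/2 among the 76 tested (52 and 3 when adjusted over the list alone), and at P28 it was 1.34, with 57 higher and 7 lower (65 and 8 when adjusted over the list alone). Set against all other genes with camera (preset correlation 0.01, adjusted over 8 tests), the cell-cycle list was higher in dM1/2 with an adjusted p of 2.5e-12 at P24 and 3.2e-14 at P28. The median of the p53 genes was 0.77 at P24 and 1.17 at P28, with adjusted p-values from camera of 3.5e-08 and 3.8e-09. In telogen, neither list passed the threshold. The medians at P20 were -0.06 for the cell-cycle genes and -0.14 for the p53 genes, both with an adjusted p of 0.842 from camera, and at P60 they were 0.0033 (adjusted p = 0.842, camera) and 0.02 (adjusted p = 0.411, camera). The 4 anagen calls also held with fry, at adjusted p-values between 0.000195 and 0.00382. With a correlation estimated from the data, camera gave adjusted p-values between 0.0835 and 0.209, and none of the 4 held.

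Among the cell-cycle genes at P28, Cdc25c rose by 4.66, Cdk1 by 4.33 and Bub1 by 3.82 on the log2 scale, while Stag2 (log2 fold change -0.78), Crebbp (-0.87) and Tgfb2 (-0.99) fell most. In the p53 list at P28, Cdk1, Gtse1 (log2 fold change 4.00) and Ccnb1 (3.77) rose most. Hierarchical clustering of the 24 libraries on either list (Euclidean distance, complete linkage, z-scores per gene) gave a cluster of the 6 anagen dM1/2 libraries and a cluster of the other 18 libraries. With correlation distance and average linkage instead, 3 libraries were placed differently with the cell-cycle genes and 5 with the p53 genes. From the elevated expression of the genes of both pathways in anagen, the paper proposes that DP cells without Hdac1 and Hdac2 undergo both proliferation and apoptosis.

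**Figure D3:**
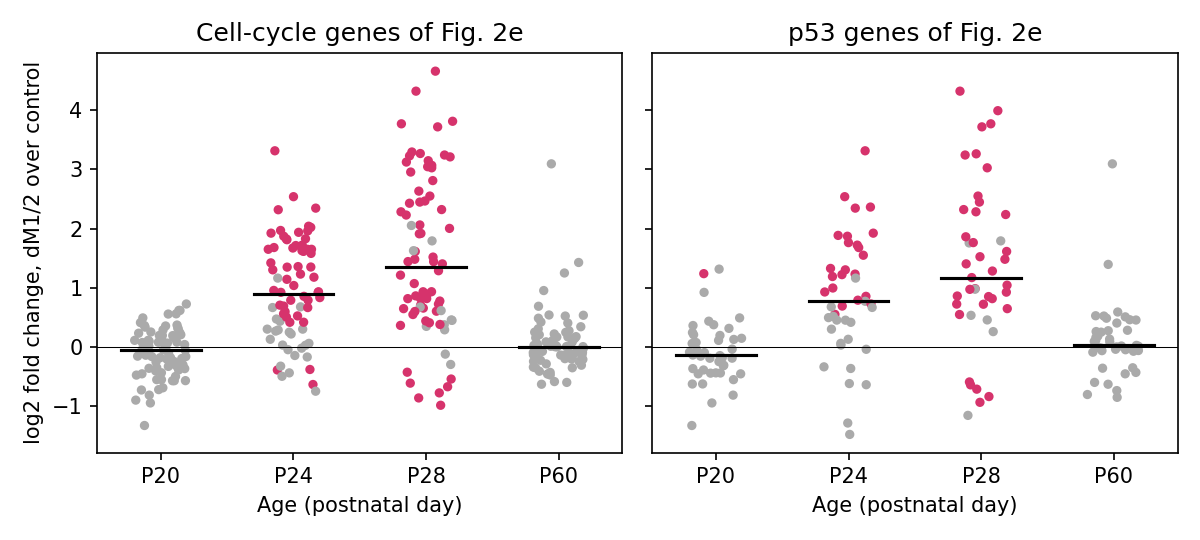
Log2 fold change (dM1/2 over control) of each cell-cycle gene and each p53 gene of Fig. 2e at the 4 ages, with the median as a line and the genes with an adjusted p-value under 0.05 in pink. The medians lie near 0 at P20 and P60 and above 0.7 at P24 and P28.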

**Fig. 2:**
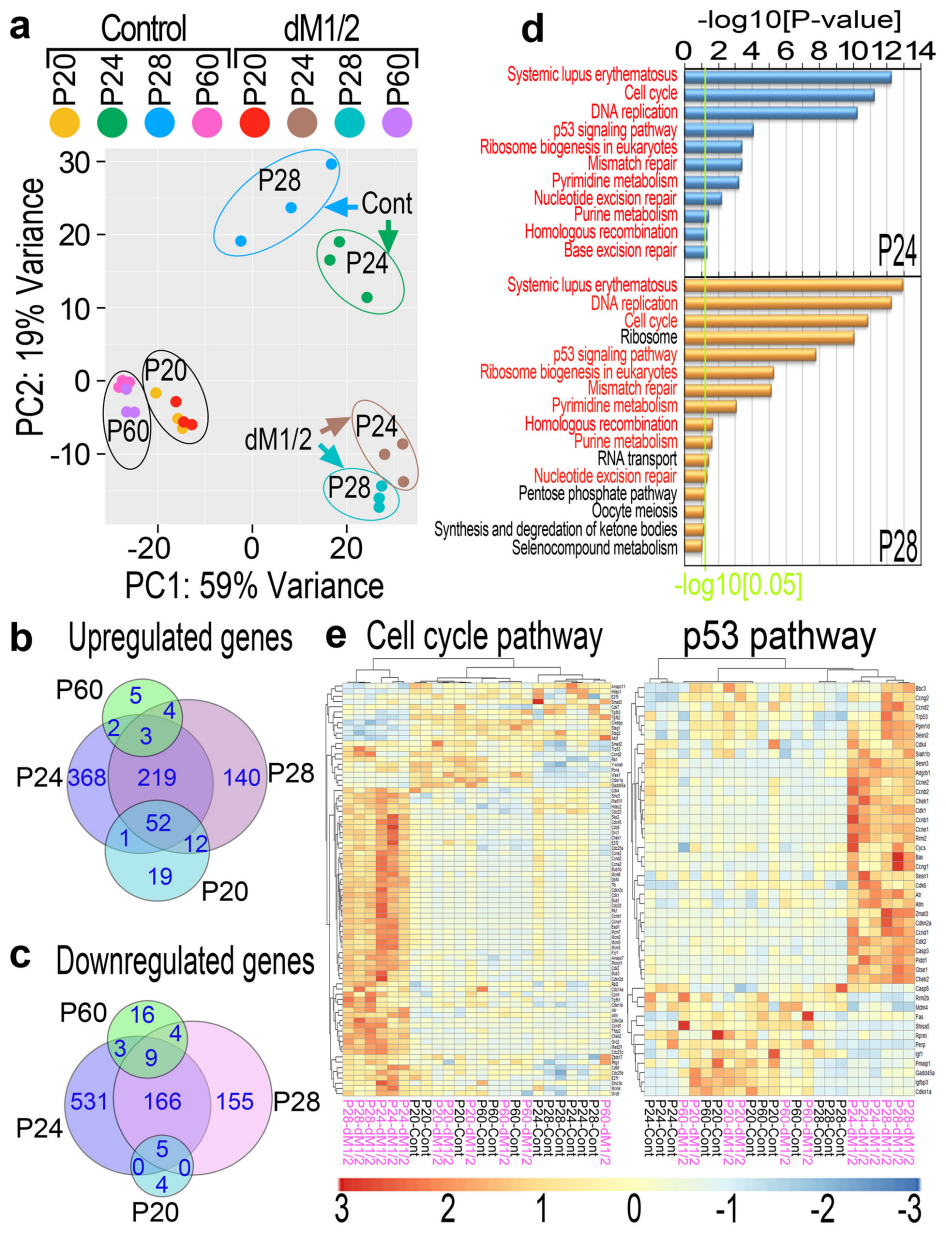
Gene expression profiling of DP cells revealed elevation of cell cycle and p53 pathways in dM1/2 mutant DP specifically during anagen. **a** A principle component analysis. **b**, **c** Venn diagram of upregulated (**b**) and downregulated (**c**) genes in the dM1/2 mutant vs. control. Note the genes altered during the telogen of the first cycle (P20) are distinct than those altered during the telogen of the second cycle (P60). **d** KEGG analysis of significantly altered pathways. Only pathways that are upregulated specifically during anagen are shown. Pathways in red are altered in both early (P24) and mid (P28) anagen. The green line marks *P*-value of 0.05. **e** Hierarchal clustering analysis of genes in the cell cycle (left) and p53 (right) pathways whose expression is altered in the dM1/2 mutant. Note in both pathways, mutant mice in anagen (P24 and P28) cluster together. Mutant and control mice are indicated in pink and black, respectively.

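With limma, no gene was called at P60, where the smallest adjusted p-value was 0.0845 (limma, n = 3 libraries per group), so that no overlap with the genes changed at P20 could be counted. The authors' deposited table of the same comparisons calls 92 genes at P20, 83 higher and 9 lower in dM1/2, and 45 genes at P60, 13 higher and 32 lower, at an adjusted p-value under 0.05. In that table, 3 genes are called at both ages, of which 1 is higher at both and 0 are lower at both. Of the authors' 92 genes at P20, 34 were also called with limma here, all in the same direction. Among the 6 genes named with the largest changes at P20, the adjusted p-value (limma) was 0.0163 for Pcsk6 and between 0.0426 and 0.0464 for the other 5. Of the 6, Fam180a is not called in the authors' table, where the authors' adjusted p-value is 0.542 (DESeq2).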

### Hdac1 and Hdac2 protect DP cells from apoptosis during anagen by suppressing p53 activity

The biological significance of altered p53 pathway was first investigated. Note that the expression of most of the genes in p53 pathway remain unaltered in controls throughout the hair cycle (Fig. 3a). 

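Whether a gene varied over P20, P24, P28 and P60 in controls was tested over the 12 control libraries with limma's F test, a test chosen after the values at single ages had been seen. Of the 42 p53 pathway genes tested, 26 varied past the threshold (61.9%), compared with 49% of all 14066 genes tested. The level differed by more than 2-fold between the highest and the lowest age in 19 of them, and the level was highest at P20 in 22 of the 42 genes. The median range over the 4 ages was 1.21 on the log2 scale, compared with 0.80 for all genes. Without the genes shared with the cell-cycle list, 13 of 25 genes varied (52%), near the share of all genes, and their median range was 0.70, below that of all genes. From P24 to P28 in controls, the median log2 fold change of the full p53 list, shared genes included, was -0.18 (adjusted p = 0.0716, camera). Sex and read depth differed between the telogen and the anagen libraries.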

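In dM1/2, 23 of the 43 p53 pathway genes tested at P24 were higher than in controls and 0 were lower (29 and 3 when adjusted over the list alone), and 36 had a positive log2 fold change. At P28, 31 were higher and 5 lower (35 and 5 when adjusted over the list alone). At P20, 1 of 42 genes was higher and 0 were lower (2 and 2 when adjusted over the list alone), and at P60, 0 of 41 passed the threshold, with 3 at an unadjusted p-value under 0.05. Per library, the median deviation of the list from its mean over the control libraries was 0.60, 0.50 and 0.88 in the dM1/2 libraries of P24, while the P24 controls lay between -0.06 and 0.15. The dM1/2 libraries of P28 lay at 0.81, 0.94 and 1.03, above the P28 controls, which lay between -0.28 and -0.05. At P20, the dM1/2 libraries lay at 0.11, 0.15 and 0.44, within the range of the controls from 0.05 to 0.49. At P60, the dM1/2 libraries lay at -0.04, -0.08 and 0.04 and the controls at -0.06, -0.22 and -0.10, so that dM1/2 1 and dM1/2 3 lay above every control. The adjusted p of the list at P60 (camera) ranged from 0.053 without control 3 to 0.842 without dM1/2 3. Trp53 itself had 792 ± 44.4 normalized reads in controls and 1397 ± 135 in dM1/2 at P28 (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.12, adjusted p = 0.00286, limma), and did not pass the threshold at the other ages. Of the p53 genes that fell at P28, Shisa5 (log2 fold change -0.84) kept its call in 2 of the 6 fits that each left out 1 library (without control 2 or the library labelled P28 control 3), Mdm4 (-0.72) kept it in 3 (without either of these or dM1/2 1), and Igf1 had a log2 fold change of -0.94.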

Elevated expression of these genes is observed only in the mutant and only during anagen. It is important to note that while the RNA-seq analysis probes alterations only at the transcript level, p53 is predominantly under tight regulation post translationally^32^. Since acetylation of p53 is often required to activate p53, and since Hdac1 and Hdac2 were previously shown to regulate p53 acetylation, the acetylation state of p53 in the DP during mid-anagen (P28) was tested by immunostaining with a series of antibodies that specifically recognize different acetylated lysine residues of activated p53 (Supplementary Fig. 5a, b). While acetylated p53 is undetected in control mice, the K386 and K373 acetylated forms of p53 are abundant specifically in mutant DP cells (Fig. 3b; Supplementary Fig. 5c), demonstrating that not only p53 pathway is transcriptionally elevated but also functionally over activated. Furthermore, the acetylation status of p53 during the first cycle was interrogated to corroborate the dispensability of Hdac1/2 during the mid-anagen of the first cycle. Consistently, no acetylated forms of p53 were detected during the first cycle (P12) regardless of the genotype (Supplementary Fig. 5d).

**Fig. 3:**
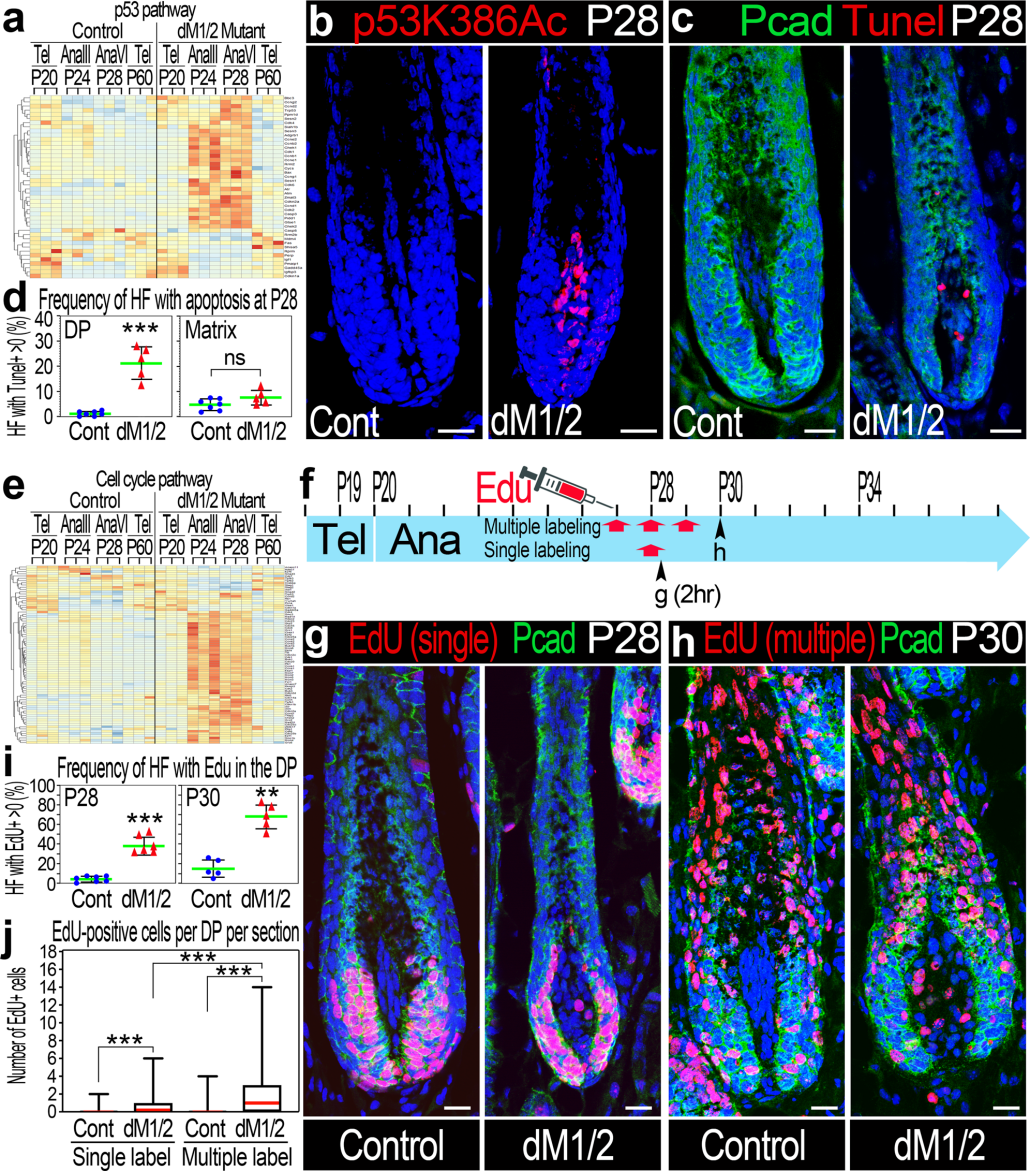
Proliferation and apoptosis concomitantly occur in the DP during anagen in the absence of Hdac1 and Hdac2. **a** Heatmap analysis of altered p53 pathway-associated genes that were chronologically clustered according to the hair cycle. Note that expression of the genes in the pathway is altered in the mutant predominantly during anagen. **b** Immunostaining with an antibody that recognizes specifically the acetylated K386 form of p53 (p53Ac). *n* = 6 mice per genotype. **c** Tunel staining revealed apoptotic cells in the DP of dM1/2 mutant. Co-immunostaining of Pcad was performed to outline the DP. *n* = 5 mice per genotype. **d** Quantification of the number of follicles per mouse (in percentage) with apoptotic cells in the DP (left) and matrix (right). Data are mean ± SD. *n* (Control) = 7 mice, *n* (dM1/2) = 5 mice, and 85-100 follicles per mouse were scored. ***P = 8.28E-06, unpaired two-tailed Student’s *t*-test. **e** Chronological heatmap analysis of altered cell-cycle pathway-associated genes to illustrate the altered expression of these genes in the dM1/2 mutant during anagen. **f** Schematic representation of the EdU labeling experiments. On top, a time scale of postnatal day (P) is shown. Red arrows indicate time of Edu injection. Black arrowheads indicate time of skin harvest and the corresponding image is indicated beneath the arrowhead. **g** EdU incorporation 2 h post injection of a single labeling experiment. Pcad immunostaining was also included to distinguish between DP and matrix cells. DP cells are negative for Pcad. *n* = 5 mice per genotype. **h** EdU incorporation 24 h from the last injection of a multiple labeling experiment. *n* = 5 mice per genotype. **i** Quantification of the number of follicles per mouse (in percentage) with EdU-positive cells in the DP. On the left, the results of the single labeling experiment are presented. *n* (control) = 7 mice, *n* (dM1/2) = 6 mice. On the right, the data of the multiple labeling experiment are summarized. *n* (control) = 5 mice, *n* (dM1/2) = 5 mice. At least 100 follicles per mouse were scored. Data are mean ± SD. ***P = 1.63E-06, **P = 4.9E-05, unpaired two-tailed Student’s *t*-test. **j** Quantification of the number of EdU-positive cells in the DP per follicle. Data are presented by box-and-whisker plots (red midline, median; box, 25th and 75th percentiles; whiskers, minimum and maximum). *n* = 5 mice per genotype and >100 follicles per mouse were scored. ***P < 0.001, unpaired two-tailed Student’s *t*-test. Scale bar in all panels; 20 μm. HF; hair follicle. Source data are provided as a Source Data file.

Normally, activated-p53 arrests the cell cycle or promotes apoptosis. To address the outcome of activated-p53 elevation in the DP during the second cycle, Tunel staining was performed at P28 to detect apoptotic cells (Fig. 3c, d). Expectedly, follicles with Tunel+ cells were rarely identified in the matrix of both control and mutant mice (Fig. 3d, right panel). In contrast, while apoptotic cells in the DP are extremely rare events in control mice, follicles with Tunel+ cells in the DP are often detected in mutant mice (Fig. 3d, left panel). This suggests that overactivation of p53 in the DP promotes apoptosis, and Hdac1 and Hdac2 play an important role in protecting DP cells from apoptosis by down modulating p53 activity. To further corroborate the dispensability of Hdac1 and Hdac2 during the first cycle, Tunel staining was also performed at P12. Consistently, Tunel+ cells in the DP could not be detected regardless of the genotype (Supplementary Fig. 6a–c).

### Hdac1 and Hdac2 during anagen maintain the quiescent state of DP cells

The biological significance of alterations in the cell-cycle pathway was next explored. 

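Over the 12 control libraries, 53 of the 75 cell-cycle genes varied between the 4 ages (70.7%), compared with 49% of all 14066 genes tested. This was limma's F test, chosen after the values at single ages had been seen. The level changed by more than 2-fold between ages in 35 of the 53 genes, and it was highest at P24 in 40 of the 75. Sex and read depth differed between the telogen and the anagen libraries. From P24 to P28, the median log2 fold change of the cell-cycle genes in controls was -0.43 (adjusted p = 2.9e-08 from camera, 0.0235 from fry and 0.168 from camera with an estimated correlation). In dM1/2, 67 of the 76 genes tested varied over the ages. Per library, the median deviation of the list from its mean over the controls was 0.78, 0.78 and 1.02 in the dM1/2 libraries of P24 and 0.86, 0.94 and 0.91 in those of P28. The control libraries lay between 0.14 and 0.32 at P24, between -0.37 and -0.10 at P28, between -0.06 and 0.50 at P20 and between -0.16 and -0.08 at P60. The dM1/2 libraries of P20 lay between 0.07 and 0.41 and those of P60 between -0.15 and -0.03. The contrast of the effect in anagen with that in telogen had a median of 1.04 on the log2 scale over the cell-cycle genes, with 54 of 76 genes higher and 5 lower past the threshold. Its adjusted p was 7.1e-14 with camera, 4.0e-07 with fry and 0.0142 with an estimated correlation.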

Chronological heatmap analysis of the genes in the pathway (Fig. 3e) illustrated that while similar and low expression levels of these genes persist in control mice throughout the hair cycle, elevated levels of most of these genes in the DP were found in mutant mice only during anagen, suggesting that DP cells proliferate during anagen in the absence of Hdac1 and Hdac2. To test this, Edu labeling experiments during the second cycle were performed (Fig. 3f). A single dose of Edu was ip injected at P28, and 2 h later, the skin was tested for Edu incorporation (Fig. 3f, g). Expectedly, while matrix cells were abundantly labeled, follicles with Edu-labeled DP cells were barely found in control mice (Fig. 3g, i; left panel). However, follicles with Edu-labeled DP cells were readily detected in mutant mice. Remarkably, a fraction of about 40% of the mutant follicles was found Edu-labeled in the DP (Fig. 3i; left panel). Edu experiments were also performed during the first cycle (Supplementary Fig. 7a). Here too, a single dose of Edu was ip administered at P12, and Edu incorporation was tested 2 h post injection. Using Corin as a specific marker for DP, Edu-labeled DP cells were barely detected regardless of the genotype, consistent with the lack of phenotype during the first cycle (Supplementary Fig. 7b–f).

Of note, despite the dramatic incline in the frequency of mutant follicles with Edu-labeled DP cells during the second cycle, only a few DP cells per follicle were found labeled (Fig. 3g, j; single labeling). To further explore the extent of proliferation in the DP of mutant mice, multiple labeling with Edu was performed (Fig. 3f, h). Edu was ip injected once a day for three days starting at P27, and 24 h after the last injection (P30), Edu incorporation was tested in skin sections (Fig. 3f, h, i; right panel, and j; multiple labeling). While the number of DP-labeled cells per follicle increases, substantial number of DP cells remain unlabeled (Fig. 3h, j). This suggests that either a subpopulation of DP cells proliferate while the rest remain quiescent, or alternatively, the entire population of DP cells is in a proliferative state, but the pace of the cell cycle is extremely slow. To distinguish between these two hypotheses, the cell-cycle gene signature, found to be altered in DP mutant, was revisited. Based on the RNA-seq analysis, the expression of *Ccnd1* (CycD1) during anagen is dramatically elevated in the DP of mutant mice (Fig. 4a). 

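Ccnd1 (ENSMUSG00000070348) lies on chromosome 7 of GRCm38 from 144929931 to 144939925, and 1100 of its 4709 exonic bases are shared with a gene annotated on the other strand. At P24, it had 373 ± 196 normalized reads in controls and 3585 ± 1747 in dM1/2 (SD, n = 3 each), a log2 fold change of 3.32 (standard error 0.48, adjusted p = 0.00354, limma). At P28, it had 423 ± 201 normalized reads in controls and 5216 ± 655 in dM1/2 (SD, n = 3 each), a log2 fold change of 3.72 (standard error 0.33, adjusted p = 0.000525, limma). Every dM1/2 library was above every control at both ages (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). At P20, the mean was lower in dM1/2, with 1058 ± 159 normalized reads in controls and 715 ± 45.9 in dM1/2 (SD, n = 3 each), but the log2 fold change of -0.56 did not pass the threshold (adjusted p = 0.0938, limma). It passed without P20 control 1 (log2 fold change -0.67, adjusted p = 0.019, limma) and with DESeq2 on the recovered reads (-0.56, adjusted p = 0.0343, DESeq2). At P60, 561 ± 192 normalized reads in controls and 585 ± 301 in dM1/2 (SD, n = 3 each) gave a log2 fold change of 0.01 (adjusted p = 0.9994, limma), whose sign depended on the library left out, from -0.38 without dM1/2 3 to 0.24. The contrast of the effect in anagen with that in telogen was 3.79 on the log2 scale (adjusted p = 8.2e-06, limma).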

CycD1 is required and plays an important role in the G1 phase of the cell cycle^33^. In situ hybridization and immunostaining for CycD1 revealed that CycD1 in control mice is abundantly expressed in the matrix and not detected in the DP (Fig. 4b, c). In contrast, CycD1 in mutant mice is expressed in both the matrix and DP. Note that close to 90% of DP cells per follicle were nuclear positive for CycD1 in the mutant (Fig. 4d), clearly demonstrating that the proliferative state of the DP is not restricted to a small subpopulation. Together, the Edu labeling experiments and the CycD1 analysis suggest that Hdac1 and Hdac2 play an important role in maintaining the quiescence state of the DP during anagen of the second cycle, and further corroborate the dispensability of Hdac1 and Hdac2 during the first cycle.

**Fig. 4:**
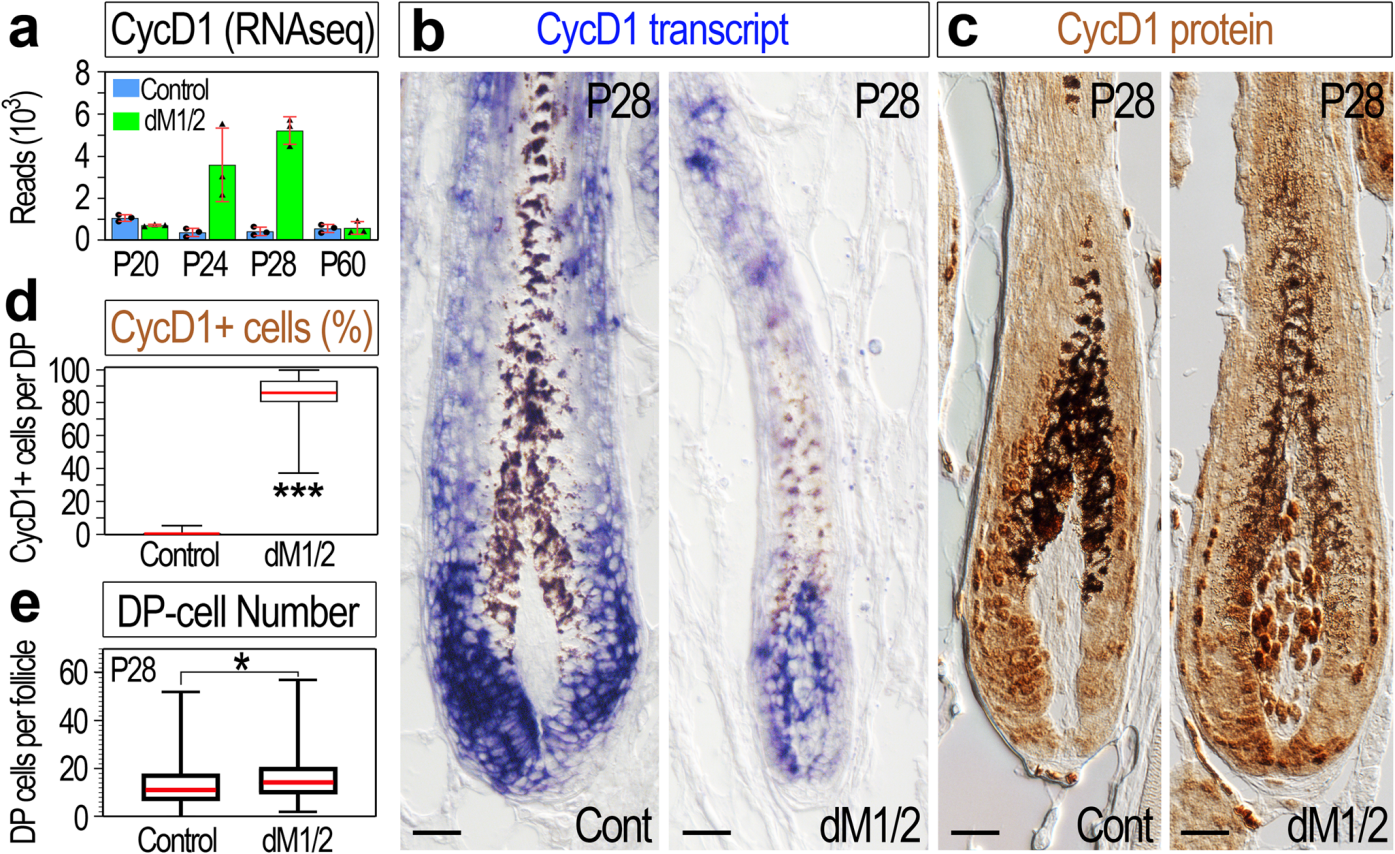
DP-specific ablation of Hdac1 and Hdac2 results in upregulation and nuclear localization of CycD1 in the DP and an increase in DP cell number during anagen. **a** Normalized number of mRNA reads for CycD1 scored by the RNA-seq analysis. Data are mean ± SD. **b** In situ hybridization for CycD1 reveals upregulation of CycD1 transcript (blue) in the DP of dM1/2 mutant. *n* = 3 mice per genotype. Scale bar; 25 μm. **c** Immunohistochemistry of CycD1 unveils nuclear localization of CycD1 specifically in the DP of dM1/2 mutant. Note that a relatively very large mutant follicle is purposely depicted to illustrate the extent of the CycD1-positve cells in the DP. Scale bar; 25 μm. **d** The number of CycD1-positive cells per DP per follicle was scored and presented in percentage. Data are presented by box-and-whisker plots (red midline, median; box, 25th and 75th percentiles; whiskers, minimum and maximum). *n* = 3 mice per genotype and at least 80 follicles per mouse were analyzed. ***P < 0.0001, two-sided Mann–Whitney test. **e** Quantification of the number of DP cells per follicle during anagen. Data are presented by box-and-whisker plots (red midline, median; box, 25th and 75th percentiles; whiskers, minimum and maximum). *n* = 5 mice per genotype and at least 100 follicles per mouse were scored. *P = 0.03, unpaired two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

### Proliferation in mutant DP is extrinsically induced during anagen while apoptosis in mutant DP is exacerbated during catagen

To address the effect of concomitant proliferation and apoptosis on DP cell number during anagen, DP cell count was performed (Fig. 4e). This analysis illustrates that the number of DP cells increases in mutant mice, suggesting that proliferation is more predominant during anagen. To explore whether the proliferation predominance during anagen is a consequence of the mitogenic environment the DP resides in or alternatively is an intrinsic property of mutant DP cells, Edu labeling and Tunel staining were performed during catagen when the DP is exposed to an apoptotic microenvironment. No Edu labeling was found during catagen in both control and mutant mice, neither in the regressing epithelial strand nor in the DP, suggesting that proliferation in mutant DP is not intrinsic but induced by the microenvironment. Tunel staining however expectedly detected apoptotic cells within the epithelial compartment of the regressing follicles in both control and mutant mice (Fig. 5a, b). Remarkably and in contrast to previous reports^20,21^, apoptosis within the DP of control mice is frequently observed during the catagen phase; about 30% of the follicles exhibit Tunel-positive cells in the DP (Fig. 5c; Supplementary Fig. 8a). Interestingly, the fraction of follicles with Tunel-positive cells in the DP of mutant mice increases dramatically; about 60% of the follicles exhibit apoptosis in the DP (Fig. 5c). Furthermore, the number of DP apoptotic cells per mutant follicle also increases (Supplementary Fig. 8a). This supports the conclusion that during catagen when the surrounding microenvironment is pro-apoptotic, Hdac1 and Hdac2 play a role in reducing the sensitivity of DP cells to the pro-apoptotic cues.

**Fig. 5:**
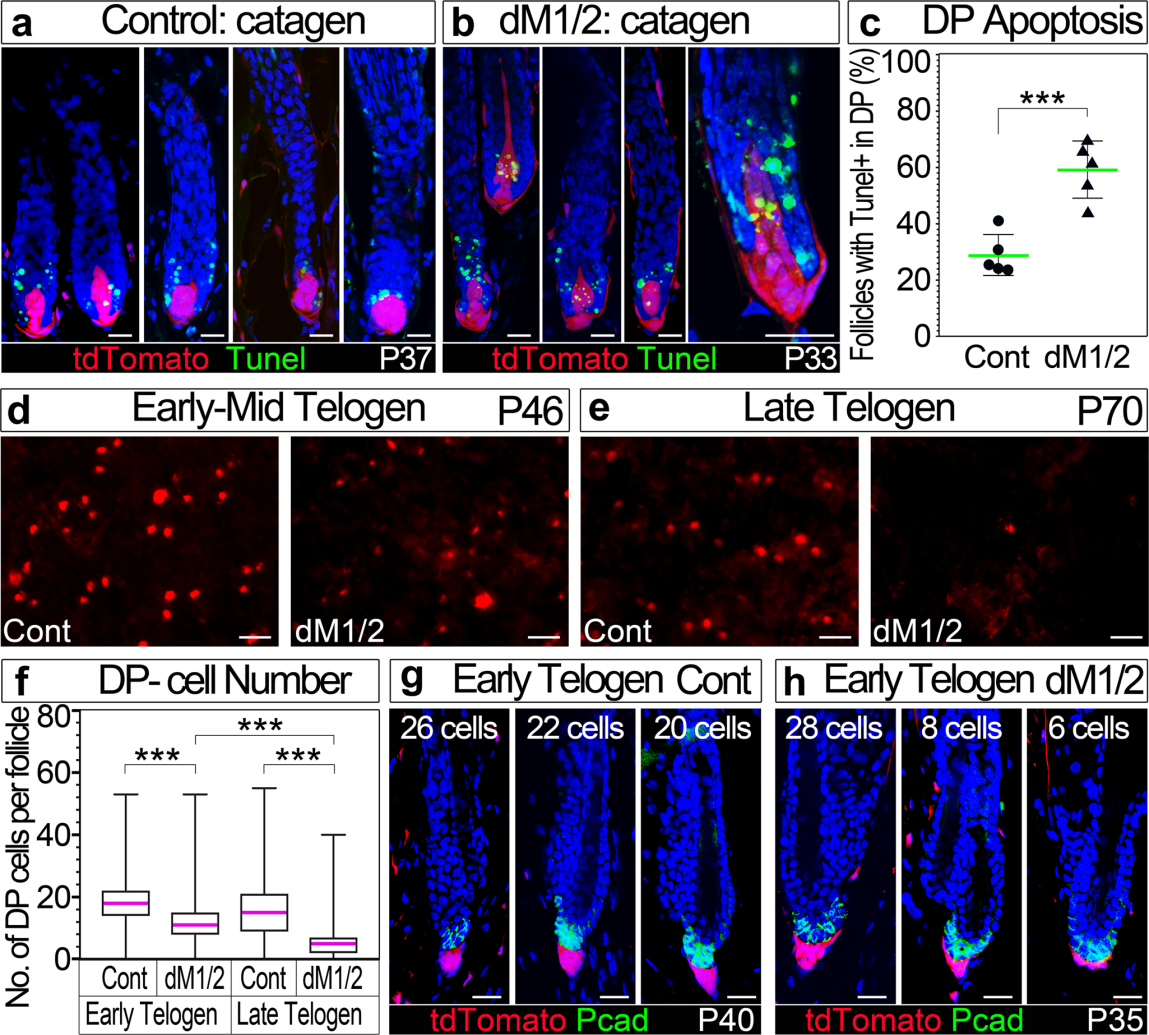
Apoptosis in the DP during catagen is exacerbated in the dM1/2 mutant. **a**, **b** Tunel staining of control (**a**) and dM1/2 mutant (**b**) mice during catagen is shown. The DP is endogenously labeled with tdTomato. Follicles at different stages of catagen are shown for each genotype. In b, the follicle in the right panel was imaged at higher magnification. Scale bar; 20 μm. **c** Quantification of the number of follicles (in percentage) with Tunel-positive cells in the DP. Data are presented by scatter plots with values of individual mice (mean ± SD). *n* = 5 mice per genotype and 50–100 follicles per mouse were scored. ***P = 0.0006, unpaired two-tailed Student’s *t*-test. **d**, **e** Fluorescent imaging of whole skin from the dermis side visualizes the tdTomato-labeled DPs. Note that during early to mid telogen (**d**), the size of the DP in the dM1/2 mutant is smaller, while during late telogen (**e**), most of the DPs in the dM1/2 mutant are too small to be visualized. Scale bar; 100 μm. **f** Quantification of the number of DP cells per follicle during telogen. Note that at early telogen the number of DP cells is reduced from an average of 18 cells per control follicle to 12 cells per dM1/2 mutant follicle. At late telogen, the average number of DP cells per dM1/2 mutant follicle is further reduced to 5. Data are presented by box-and-whisker plots (red midline, median; box, 25th and 75th percentiles; whiskers, minimum and maximum). *n* = 3 mice per genotype and about 100 follicles per mouse were scored. ***P < 0.001, unpaired two-tailed Student’s *t*-test. **g**, **h** Fluorescent images of control (**g**) and dM1/2 mutant (**h**) follicles at early telogen of the second cycle. Pcad immunostaining was performed to label the secondary germ and the ROSA26-tdTomato reporter allele was included to endogenously label the DP. For each genotype, follicles with different number of DP cells (indicated at the upper side of the panel) are shown. *n* = 3 mice per genotype. Scale bar; 20 μm. Source data are provided as a Source Data file.

### Hdac1 and Hdac2 maintain the survival of DP cells during the long telogen to allow anagen induction

The lack of proliferation combined with increased apoptosis in mutant DP during catagen predicts reduction in the number of DP cells during regression. Indeed, when the DP is endogenously labeled with tdTomato in both control and mutant mice to allow the detection of a large population of follicles by fluorescent imaging of the DP from the dermis side, follicles with smaller DP were observed during early telogen in mutant mice (Fig. 5d). Remarkably, this reduction in DP size is further exacerbated during this long telogen, and at P70 most of the follicles could not be detected from the dermis side (Fig. 5e). DP cell count in skin sections at both early and late telogen not only corroborated the decline of DP cell number during catagen but also confirmed the persistent loss of DP cells during the long telogen (Fig. 5f–h). This supports that Hdac1 and Hdac2 play an important role in maintaining DP survival during telogen. Of note, the average number of DP cells per mutant follicle at P70 is 5 cells (Fig. 5f), far below the minimal threshold of 10 DP cells required to induce anagen^34^. This suggests that the telogen arrest observed in the mutant at the end of the second cycle is a consequence of the dramatic reduction in DP cell number.

The number of cells in the secondary germ is also important for anagen induction^18^. Using Pcad as a marker for the secondary germ, the number of cells within the secondary germ of mutant mice was compared to controls. No significant difference was observed between control and mutant mice (Supplementary Fig. 8b). Furthermore, immunostaining for structural and stem-cell markers revealed no alterations in stem-cell properties or bulge structure, further corroborating the proposition that reduction in DP cell number in the mutant is the predominant mechanism underlying the telogen arrest.

### P53-dependent and independent apoptosis of DP mutant cells

While p53 is known to play a role in promoting apoptosis, programed cell death is also induced by other mechanisms. To explore the role of p53 overactivation in apoptosis of DP mutant cells, a triple mutant of *p53*, *Hdac1* and *Hdac2* was generated (designated tM1/2/p53). Initially, a knockout p53 mouse line was used to generate the triple mutant in order to exclude the dilution effects that multiple floxed alleles may have on cre activity and consequently reduce the deletion efficiency. Crosses were designed to obtain 4 distinct genotypes; controls, single *p53*, double *Hdac1/2* and triple *Hdac1/2/p53* mutants. Tunel staining during mid-anagen of the second cycle revealed that while apoptosis in the DP of the triple mutant is reduced compared to the dM1/2 double mutant (Fig. 6a), some DP cells still apoptose. This suggests that elevation and overactivation of p53 in the double mutant contributes to the apoptosis within the DP, but p53-independent alterations are also involved in promoting apoptosis. Note that p53 knockout mice are indistinguishable from controls, further corroborating that overactivation of p53 during anagen contributes to apoptosis in the double mutant. Similar experiments were also performed with a floxed allele of *p53* to generate a triple mutant in which *p53* was ablated specifically in the DP (Supplementary Fig. 9a). Similar reduction of apoptosis in the triple mutant was observed (Supplementary Fig. 9a), suggesting that the reduction in apoptosis is DP specific and not a consequence of alterations in the epithelial compartment that may occur as a result of germ line ablation of *p53*.

**Fig. 6:**
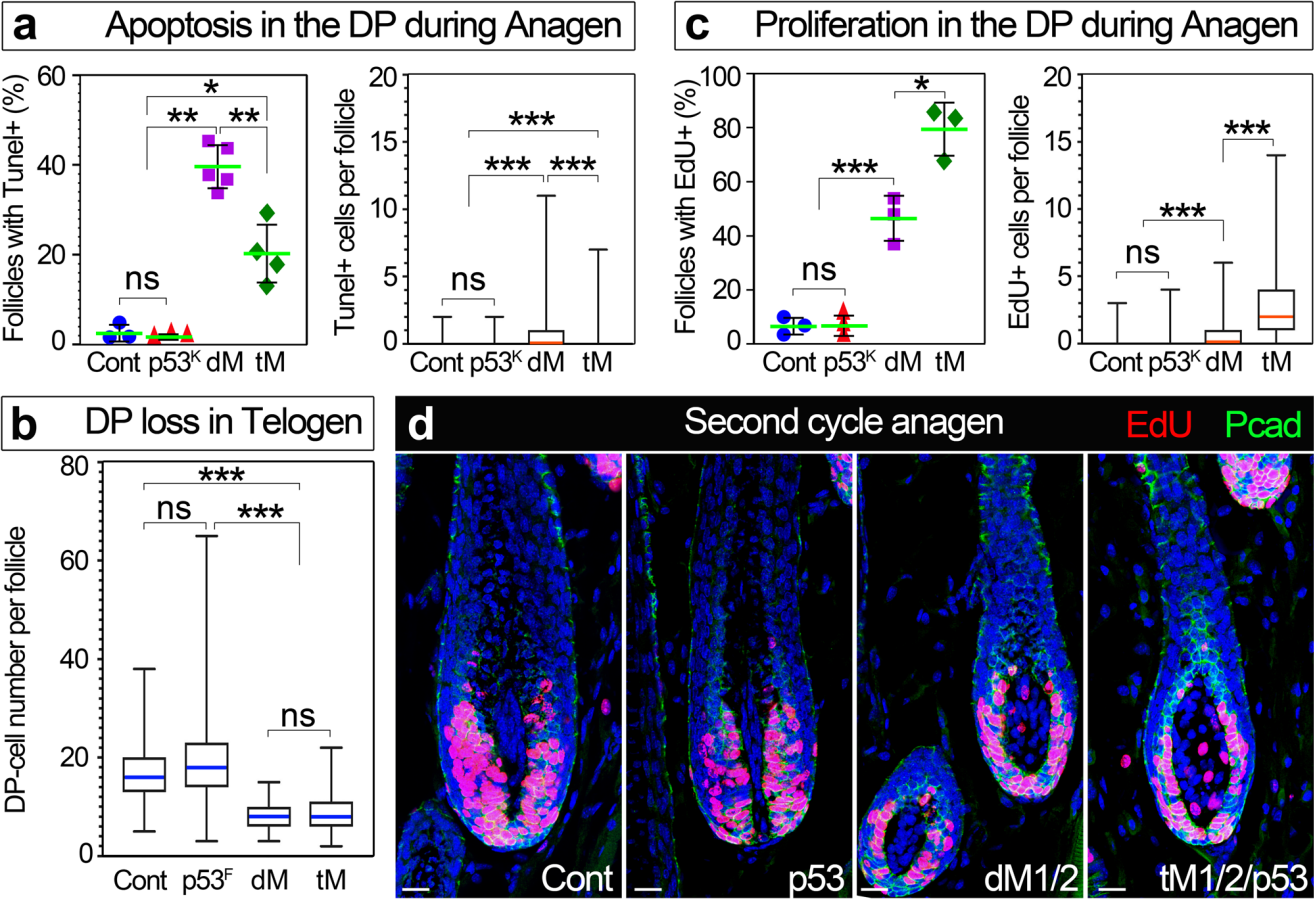
p53 activity in the DP restrains proliferation and promotes apoptosis in a Hdac1/2-dependent mode. **a** Quantification of apoptotic cells in the DP during anagen. On the left, the number of follicles per mouse (in percentage) with Tunel-positive cells in the DP is presented. Data are mean ± SD. ns; not significant, *P = 0.049, **P = 0.004, unpaired two-tailed Student’s *t*-test. On the right, the number of Tunel-positive cells in the DP per follicle is displayed. Data are presented by box-and-whisker plots (red midline, median; box, 25th and 75th percentiles; whiskers, minimum and maximum). ***P < 0.001, unpaired two-tailed Student’s *t*-test. Cont; control (*n* = 3 mice), p53^K^; homozygote for the knockout allele of p53 (*n* = 3 mice), dM; double mutant for Hdac1 and Hdac2 (*n* = 5 mice), tM; triple mutant for Hdac1, Hdac2 and p53 knockout (*n* = 4 mice). 62-106 follicles per mouse were scored. **b** Quantification of the number of DP cells per follicle during telogen (P50). Data are presented by box-and-whisker plots (blue midline, median; box, 25th and 75th percentiles; whiskers, minimum and maximum). ns; not significant, ***P < 0.001, unpaired two-tailed Student’s *t*-test. Cont; control (*n* = 3 mice), p53^F^; homozygote for the conditional (floxed) allele of p53 (*n* = 3 mice), dM; double mutant for Hdac1 and Hdac2 (*n* = 3 mice), tM; triple mutant for Hdac1, Hdac2 and p53 conditional knockout (*n* = 5 mice). About 100 follicles per mouse were scored. **c** Quantification of proliferating cells in the DP during anagen by EdU incorporation. On the left, the number of follicles per mouse (in percentage) with EdU-positive cells in the DP is shown as a mean ± SD. ns; not significant, *P = 0.011, ***P = 0.001, unpaired two-tailed Student’s *t*-test. On the right, the number of EdU-positive cells in the DP per follicle is displayed as a box-and-whisker plot (red midline, median; box, 25th and 75th percentiles; whiskers, minimum and maximum). ***P < 0.0001, unpaired two-tailed Student’s *t*-test. *n* = 3 mice per genotype and 63–103 follicles per mouse were scored. **d** EdU incorporation during the anagen phase of the second cycle 2 h post injection. Pcad immunostaining was included to distinguish between DP and matrix cells. DP cells are negative for Pcad. Scale bar; 20 μm. Source data are provided as a Source Data file.

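The effect of the ablation on the 43 p53 pathway genes was compared between anagen (P24 and P28) and telogen (P20 and P60) in a fit over all 24 libraries. The median difference of the log2 fold changes was 0.92, and 32 genes differed toward higher and 4 toward lower levels in anagen dM1/2. The list passed the threshold with camera (adjusted p = 3.4e-09), with fry (adjusted p = 1.6e-07) and with camera at an estimated correlation (adjusted p = 0.00958). A list of 30 direct p53 targets written down independently of these libraries, of which 14 are also in the list of Fig. 2e, had medians of -0.08 at P20, 0.61 at P24, 1.01 at P28 and 0.13 at P60. At P60, this list passed the threshold (adjusted p = 0.0209 from camera, 0.0137 from fry and 0.22 with an estimated correlation), with 19 of the 30 genes at a positive log2 fold change and 0 of them past the threshold singly (4 at an unadjusted p-value under 0.05). All telogen libraries came from females and all anagen libraries from males.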

The reduction in DP cell number during the telogen of the second cycle in the dM1/2 double mutant (Fig. 5f) is inconsistent with the RNA-seq analysis, which clearly demonstrates that elevation of p53 pathway in the dM1/2 mutant occurs predominantly during anagen and not telogen (Fig. 3a), suggesting that the reduction in DP cell number during telogen is p53 independent. Indeed, reduction in DP cell number during telogen occurs in the triple mutant at the same magnitude observed in the double mutant (Fig. 6b), confirming that the role of Hdac1 and Hdac2 in retaining the number of DP cells during telogen is not mediated through the regulation of p53.

### Hdac1 and Hdac2 in the DP cell-autonomously suppress proliferation to maintain the quiescent state of the DP

The role of Hdac1 and Hdac2 in protecting cells from apoptosis through the regulation of p53 was previously reported and well documented in other settings^35–37^. In addition, Hdac1 and Hdac2 were previously shown to promote proliferation^38^. Our finding that Hdac1 and Hdac2 in the DP also play an important role in suppressing proliferation and thus maintaining niche quiescence has never been described previously. While this finding suggests a cell-autonomous role of Hdac1 and Hdac2 in suppressing the cell cycle in the DP, a compensatory response within the DP that induces proliferation as a consequence of nearby dying cells is also a possibility. The compensation hypothesis predicts that proliferation in mutant DP is proportional to apoptosis, and therefore, reduction in apoptosis observed in the triple mutant should result in proportional reduction of proliferation. However, Edu labeling during mid-anagen unveiled that proliferation within the DP not only persists but also increases in the triple mutant despite the reduction in apoptosis (Fig. 6c, d). This increase in proliferation occurs whether a knockout or a conditional allele of *p53* was used and ultimately leads to increase in DP size (Supplementary Fig. 9b, c). Together these data refute the compensation hypothesis and suggest that (1) Hdac1 and Hdac2 in the DP play an important role in regulating cell-autonomously the proliferative state of the DP; and (2) elevation and overactivation of p53 in the double mutant restrains proliferation presumably through its function in cell-cycle arrest.

### Hdac1 and Hdac2 play a role in maintaining Wnt activity in the DP during anagen

It is important to note that hair thinning, observed in both the double and triple mutants at the end of the second cycle (Fig. 1b; Supplementary Fig. 1f), is inconsistent with the known direct correlation between DP size and hair dimensions^34,39,40^. Remarkably, hairs thin in the mutants despite the increase in DP cell number during anagen. Furthermore, in the absence of Hdac1 and Hdac2 in the DP, anagen shortens (Fig. 1k). These suggest that in addition to the maintenance of DP size, Hdac1 and Hdac2 play important role in regulating signaling pathways in the DP that control hair dimensions and anagen duration. Indeed, these phenotypic outcomes resemble those observed when b-catenin was ablated specifically in the DP^26,31^. To explore whether Hdac1 and Hdac2 play a role in regulating Wnt activity in the DP, the *Axin2-lacZ* Wnt-reporter allele was introduced in both dM1/2 mutant and control mice. X-gal staining of P28 skin sections from dM1/2 mutant and control mice revealed that Wnt signaling activity is reduced in both the DP and matrix of mutant mice (Fig. 7a). Furthermore, expression of both *Fgf7* and *Fgf10* is reduced in the DP of dM1/2 mutant during mid-anagen (Fig. 7b–e), consistent with a previous report illustrating that both *Fgf7* and *Fgf10* are target genes of Wnt signaling in the DP^26^. 

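At P28, Fgf7 (ENSMUSG00000027208, chromosome 2 of GRCm38 from 126034658 to 126091185) had 11095 ± 5636 normalized reads in controls and 2189.8 ± 229 in dM1/2 (SD, n = 3 each), a log2 fold change of -2.18 (standard error 0.41, adjusted p = 0.00758, limma). Fgf10 (ENSMUSG00000021732, chromosome 13 from 118669791 to 118792115) had 14687 ± 9272 normalized reads in controls and 3553 ± 331 in dM1/2 (SD, n = 3 each), a log2 fold change of -1.80 (standard error 0.51, adjusted p = 0.0324, limma). Fgf10 shares 123 exonic bases with a gene on the other strand. For both genes, every dM1/2 library was below every P28 control. The call of Fgf10 at P28 held in 2 of the 6 fits that each left out 1 library, without control 2 (log2 fold change -2.42) or without the library labelled P28 control 3 (-1.32). At P24, the log2 fold change of Fgf7 was -1.82 (adjusted p = 0.00184, limma), and that of Fgf10 was -1.35 (adjusted p = 0.0378, limma), a call that held in 1 of 6 such fits, without P24 control 3 (log2 fold change -1.79). In telogen, neither gene passed the threshold with limma, with log2 fold changes of -0.21 at P20 and 0.02 at P60 for Fgf7 and of 0.56 at P20 and -0.65 at P60 for Fgf10. The rise of Fgf10 at P20 passed it with DESeq2 on the recovered reads (adjusted p = 0.0409), and the sign of Fgf7 at P60 changed with TMM scaling (log2 fold change -0.01) and without control 1 (-0.04), control 2 (-0.0024) or dM1/2 1 (-0.15). The contrast of the effect in anagen with that in telogen was -1.90 for Fgf7 (adjusted p = 0.000245, limma) and -1.53 for Fgf10 (adjusted p = 0.00745, limma). Axin2, another gene named as a Wnt target, had a log2 fold change of -0.61 at P28 (adjusted p = 0.0813, limma), which depended on single libraries. It passed the threshold without P28 control 2 (log2 fold change -0.79, adjusted p = 0.0267, limma) and with DESeq2 on the recovered reads (adjusted p = 0.0458), but not with the other tests or libraries left out, and it was -0.36 without the library labelled P28 control 3 (adjusted p = 0.0983, limma). A list of Wnt targets, of which 10 genes were tested, was not lower as a whole in anagen. Its medians were 0.34 at P24, with 1 gene higher and 2 lower past the threshold, and 0.22 at P28, with 3 higher and 2 lower (adjusted p of the list = 0.911 and 0.805, camera).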

We have recently demonstrated that the Wnt agonists *Rspondins* are predominantly expressed in the DP, are target genes of Wnt signaling in the DP, play an important role in augmenting Wnt activity in the matrix, and consequently, regulate the duration of anagen^31^. 

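The R-spondin genes Rspo1 to Rspo4 were all lower in dM1/2 at P28. Rspo1 (ENSMUSG00000028871, chromosome 4 of GRCm38 from 124986430 to 125009099) had 4787 ± 767 normalized reads in controls and 3073 ± 125 in dM1/2 (SD, n = 3 each), a log2 fold change of -0.63 (standard error 0.15, adjusted p = 0.0181, limma). This call held in 3 of the 6 fits that each left out 1 library, without control 2, the library labelled P28 control 3 or dM1/2 1, and was lost without control 1 (adjusted p = 0.07, limma), dM1/2 2 or dM1/2 3. The calls of Rspo2, Rspo3 and Rspo4 held in all 6. Rspo2 (ENSMUSG00000051920, chromosome 15 from 43020794 to 43170826) fell from 7019 ± 3344 to 1036 ± 329 normalized reads (SD, n = 3 each), a log2 fold change of -2.67 (standard error 0.41, adjusted p = 0.00339, limma). Rspo3 (ENSMUSG00000019880, chromosome 10 from 29452416 to 29535867) fell from 9881 ± 2892 to 2794 ± 558 normalized reads (SD, n = 3 each), a log2 fold change of -1.79 (standard error 0.27, adjusted p = 0.00306, limma). It shares 404 exonic bases with a gene on the other strand. Rspo4 (ENSMUSG00000032852, chromosome 2 from 151842927 to 151874668) fell from 23573 ± 11945 to 4670.3 ± 1265 normalized reads (SD, n = 3 each), a log2 fold change of -2.26 (standard error 0.37, adjusted p = 0.00419, limma). At P24, Rspo2 alone among these genes passed the threshold, with a log2 fold change of -1.54 (adjusted p = 0.00307, limma), while those of Rspo1, Rspo3 and Rspo4 were 0.12, -0.45 and -0.59, and that of Rspo4 was 0.14 without P24 control 2.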

Revisiting the RNA-seq data unearthed that expression of all 4 *Rspondins* in the DP of dM1/2 mutant during mid-anagen is reduced (Supplementary Fig. 10a). This was further corroborated by in situ hybridization (Supplementary Fig. 10b). Together these data suggest that Hdac1 and Hdac2 in the DP are required during anagen to maintain Wnt activity in the DP, and consequently, regulate the duration of anagen and hair shaft dimensions.

**Fig. 7:**
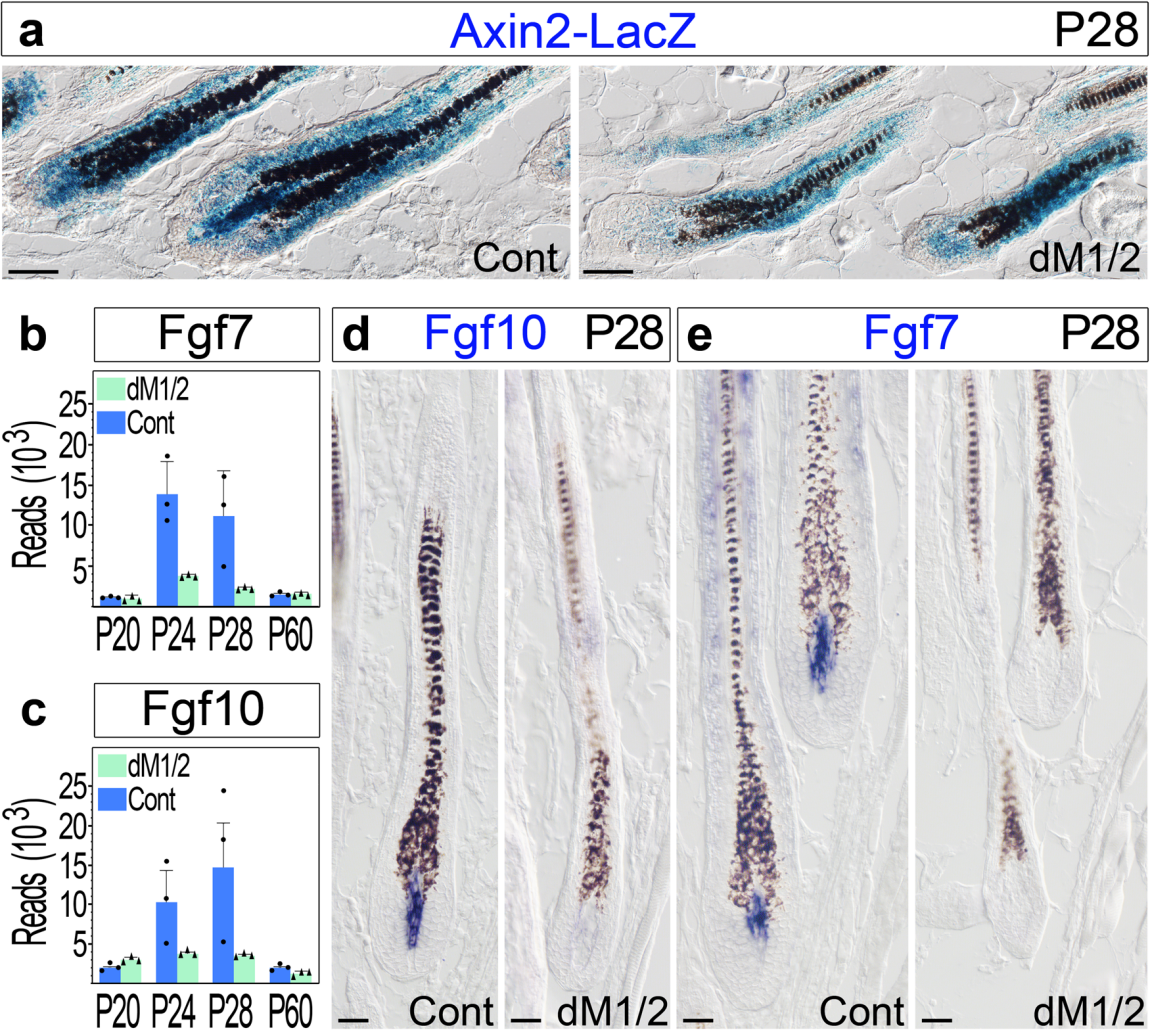
Abrogation of Hdac1 and Hdac2 in the DP results in reduced Wnt signaling activity during anagen in both the DP and matrix. **a** X-gal staining of skin sections from control and dM1/2 mutant mice at P28 shows LacZ expression. *n* = 6 mice per genotype. Scale bar; 50 μm. **b**, **c** Normalized number of mRNA reads for Fgf7 (**b**) and Fgf10 (**c**) derived from the RNA-seq analysis presented in Fig. 2. Both Fgf7 and Fgf10 are known target genes of Wnt signaling activity in the DP. Data are mean ± SD, *n* = 3 biologically independent replicates. **d**, **e** In situ hybridization for Fgf10 (**d**) and Fgf7 (**e**) corroborated the reduction in the expression of these genes in the DP of the dM1/2 mutant. *n* > 3 mice per genotype. Scale bar; 25 μm. Source data are provided as a Source Data file.

## Discussion

The “stem-cell niche” hypothesis, proposed four decades ago by Schofield^41^, describes the physiologically limited microenvironment that nurtures and regulates stem-cell activity and number, and generally refers to the stem-cell location. Since then, the effects of the instructive and inductive signals provided by the niche on stem-cell behavior were extensively studied^1^. However, the effects of the same signals on the cells that constitute the niche were barely explored, and largely assumed negligible because of the differentiation state of these cells. Furthermore, accumulating evidence clearly demonstrate that the niche is structurally complex and composed of multiple components and cell types^42,43^. While this complexity must be intricately maintained to guard stem-cell function, this maintenance sometimes requires morphological adaptations to periodically restructure the morphology and position of the niche. Such is the case with the mesenchymal niche of the hair follicle, the DP. By ablating both *Hdac1* and *Hdac2* specifically in the DP, we unveil the important role these regulators play in the maintenance of DP functionality and integrity during the hair cycle and provide new insights onto the mechanism by which the DP remains responsive to the signals that regulate progenitor and stem-cell activity but repurposes the transduction of these signals towards different readouts and functions.

While the DP plays important and diverse roles in regulating different aspects of follicle biology during the hair cycle, the mechanisms that maintain the functionality of DP cells despite the extreme alterations in the microenvironment these cells are exposed to due to the cyclic nature of the hair follicle remain poorly understood. During anagen, the proliferation rate of matrix cells is extremely high (see for example Fig. 3g). Such proliferative microenvironment requires the presence of high levels of mitogenic signals. While this overload of mitogenic cues is essential for the production and growth of the hair shaft, it poses a difficult challenge to non-dividing cells such as the DP. Furthermore, such a microenvironment results in mitogenic stress that often induces protective mechanisms to restrict proliferation^44^. One known mechanism is activation of p53 that promotes cell-cycle arrest or apoptosis^45^. While such protective mechanisms may be beneficial and required to balance and fine tune the proliferative capacity of matrix cells, it may lead non-dividing DP cells to undergo apoptosis and consequently abrogate DP functionality. Such challenges the DP faces are further complicated by our recent findings that mitogenic signals such as Fgf and Wnt ligands are required to regulate the hair-cycle clock in the DP^31^, rendering the capacity of DP cells to express the appropriate receptors to sense the mitogenic signals an essential part of DP functionality.

Here we provide new evidence to support a mechanism employed by the DP to repurpose the conventional role of mitogenic signaling in promoting proliferation towards regulating a different biological function while simultaneously maintaining DP quiescence and survival. Concomitant ablation of *Hdac1* and *Hdac2* specifically in the DP during anagen results in proliferation and apoptosis of DP cells, illustrating that quiescence and survival of DP cells are maintained by a cell-autonomous mechanism that does not intervene with the ability of DP cells to sense the microenvironment. This allows DP cells to respond to the mitogenic signals but also to uncouple the standard role of these transducing signals in proliferation from their roles in other biological processes. Quiescent cells require the induction of type D cyclins (CycD) to enter the cell cycle^33^. Remarkably, CycD1 is induced and translocated to the nucleus of DP cells lacking Hdac1 and Hdac2, suggesting that Hdac1 and Hdac2 in the DP suppress the expression of CycD1 and consequently prevent DP cells from entering the cell cycle.

Concomitant to proliferation of DP cells, apoptosis in the DP during anagen also occurs when *Hdac1* and *Hdac2* are abrogated specifically in the DP. While apoptosis in DP mutant may be induced as a response to pro-apoptotic signals produced by nearby proliferating cells to balance cell number and thus does not reflect an intrinsic role of Hdac1/2 in protecting the DP from apoptosis, the complete lack of proliferation and the exacerbated apoptosis in the mutant DP during catagen argues against this cell non-autonomous mechanism. Of note, while mitogenic signaling through activation of the Erk1/2 MAPK pathway often leads to proliferation, activation of the Erk1/2 MAPK pathway under certain circumstances may also result in apoptosis^44,46^. Activation of Erk1/2 MAPK pathway in normal primary cells by oncogenic Ras for example elicits cell-cycle arrest and apoptosis^47^. This activation results in transcriptional upregulation of Dmp1 that binds and activates the promoter of Arf^48^, which leads to cell-cycle arrest and apoptosis by p53-dependent and independent modes of action^49^. Interestingly, both p53-dependent and independent apoptosis in DP lacking Hdac1 and Hdac2 occurs during anagen, and Arf is also elevated in the DP of double Hdac1/2 mutant. Together, these data suggest that Hdac1 and Hdac2 protect DP cells from undergoing apoptosis in response to the impinging mitogenic stress by directly deacetylating p53 and reducing its activity and by indirectly inhibiting p53-independent processes that promote apoptosis.

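Arf is a product of Cdkn2a (ENSMUSG00000044303, chromosome 4 of GRCm38 from 89274471 to 89294653), and reads counted per gene do not separate Arf from Ink4a. At P28, Cdkn2a had 4.2 ± 2.08 normalized reads in controls and 28.3 ± 6.43 in dM1/2 (SD, n = 3 each), a log2 fold change of 2.55 (standard error 0.47, adjusted p = 0.00659, limma). The call held in all 6 fits that each left out 1 library. At P24, it had 5.82 ± 2.09 normalized reads in controls and 21.1 ± 7.48 in dM1/2 (SD, n = 3 each), a log2 fold change of 1.68 (adjusted p = 0.0407, limma), and this call held in 0 of 6 such fits, with adjusted p-values from 0.0528 without dM1/2 1 to 0.125 without dM1/2 2 (limma). At P20 and P60, the mean was below 10 normalized reads and the gene was not tested, with 6.45 in controls and 4.08 in dM1/2 at P20 and 4.43 and 6.5 at P60.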

In contrast to anagen, the DP is directly exposed to a pro-apoptotic microenvironment during the catagen phase but yet remains largely resistant to apoptosis in wild-type mice^20^. In the absence of Hdac1 and Hdac2 in the DP, apoptosis within the DP compartment during the catagen phase dramatically increases, leading to a substantial reduction in the number of DP cells when the telogen phase ensues. Remarkably, DP cell loss continues during the long telogen even though the microenvironment of the quiescent follicle during telogen does not normally promote apoptosis. Furthermore, this DP cell loss still occurs even when p53 is specifically ablated in the DP in addition to Hdac1/2 abrogation, suggesting that Hdac1 and Hdac2 in the DP support DP survival during the telogen phase in a p53-independent manner.

The number of DP cells is tightly regulated and maintained. Despite the fluctuation in the number of DP cells between anagen and telogen, very little proliferation or apoptosis are normally observed within the DP, suggesting that alterations in DP cell number during the hair cycle are the consequence of the cyclic mobilization of DP cells between the DP compartment and the dermal sheath^20,21^. Our findings suggest that the number of DP cells is maintained by the regulation of Hdac1 and Hdac2 in the DP. Furthermore, by expressing the diphtheria toxin in the DP to selectively ablate DP cells, the number of DP cells was previously reduced in-vivo to evaluate its effect on hair shaft formation and cycle^34^. When the number of DP cells was moderately reduced, hair length and thickness were decreased, demonstrating that the number of DP cells dictates hair size and structure. In contrast, when the DP cell number was dramatically reduced beneath 10 cells per follicle, follicles were arrested in telogen^34^. Remarkably, the predominant proliferation within the DP during the anagen phase in the absence of Hdac1 and Hdac2 results in increase of DP cell number, but hair length and thickness were reduced, emphasizing the importance of the balance between DP cell number and proper function of DP cells. However, the dramatic reduction in DP cell number during telogen when *Hdac1* and *Hdac2* were ablated in the DP results in telogen arrest, consistent with the critical threshold of DP cell number required to induce anagen.

In the absence of Hdac1 and Hdac2 in the DP, Wnt signaling activity in both the DP and matrix is reduced. We have recently shown that Wnt signaling activity in the matrix depends on Wnt activity in the DP^31^. This dependency allows both compartments to maintain the anagen phase, and the DP to regulate the duration of anagen. Mechanistically, this dependency relies on a positive feedback loop in which Wnt signaling in the DP activates the expression of *Rspondins* that augment Wnt signaling in the matrix^31^. Indeed, the expression of all 4 *Rspondins* was diminished in the DP of the dM1/2 mutant, corroborating the reduction of Wnt signaling activity in the DP and suggesting that Hdac1 and Hdac2 sustain high levels of Wnt activity in the DP and consequently orchestrate Wnt activity in the matrix. Furthermore, Wnt activity in the DP was previously shown to control the expression of *Fgf7* and *Fgf10* ^26^, which are thought to govern Fgf signaling in the matrix and control hair dimensions. Consistently, both *Fgf7* and *Fgf10* are reduced in the DP of dM1/2 mutant. While the mechanism by which Hdac1/2 regulate Wnt activity levels in the DP remains to be elucidated in future studies, the data provided in the current study illustrate that the capacity of Hdac1 and Hdac2 to monitor the positive feedback loop of Wnt signaling not only coordinates the duration of anagen but may also provide molecular means to supervise the dimensions of the hair shaft.

The dispensability of Hdac1 and Hdac2 in the DP during the first cycle is puzzling once the role of Hdac1 and Hdac2 in protecting DP cells from proliferation signals during anagen and pro-apoptotic cues during catagen is considered. Furthermore, the essential role of Hdac1 and Hdac2 in maintaining Wnt signaling activity in the DP and the important role of Wnt signaling in maintaining the anagen phase are further inconsistent with the lack of hair phenotype during the first cycle despite efficient deletion of *Hdac1* and *Hdac2*. While the expression of other Hdacs was not tested in the current study, it is likely that functional redundancy between Hdac1 and Hdac2 to other Hdacs that are predominantly expressed in the DP during the first but not subsequent cycles allow normal anagen of the first cycle. Of note, this redundancy is likely to be restricted to only a subgroup of genes that mediate the function of Hdac1 and Hdac2 in the DP, as increased chromatin acetylation in the DP lacking Hdac1 and Hdac2 is observed already during late anagen of the first cycle. Furthermore, since the cre of the Corin-cre line used in the current study is active postnatally, the current study does not exclude the possibility that Hdac1/2 in the DP may play a role in hair-follicle morphogenesis during embryogenesis.

While redundancy may contribute to the lack of phenotype during the first cycle, epigenetic memory restricted to a subgroup of genes and to only a limited period of the anagen phase is also consistent with a normal first cycle despite the absence of Hdac1 and Hdac2 in the DP. We propose that the protective roles of Hdac1 and Hdac2 are acquired during very early anagen, and once these roles are set in action, Hdac1 and Hdac2 are no longer required. For example, the expression of cell-cycle genes in the DP may be repressed during early anagen by the chromatin deacetylation activity of Hdac1 and Hdac2, and this repression is subsequently maintained by other mechanism during mid and late anagen. Such maintenance might be achieved epigenetically by histone methylation of the deacetylated lysine groups and lasts only for the anagen phase. During telogen, this epigenetic maintenance is erased, and during regeneration, Hdac1 and Hdac2 are again required to epigenetically repress the expression of cell-cycle genes. This reversible two-step mechanism of epigenetic acquisition and maintenance is consistent with the lack of hair phenotype and the timely restricted cre activity of our mouse model during the first cycle. During the early anagen of the first cycle, the cre activity of the Cor-cre allele is negligible and reaches its maximal activity only during mid-anagen (P8) of the first cycle^26^. While *Hdac1* and *Hdac2* are efficiently abrogated during mid to late anagen of the first cycle, their role has been already established and maintained, and they are no longer required at this stage to protect the DP. However, as the repressive activity of Hdac1 and Hdac2 at the chromatin level is somehow erased during telogen, the absence of Hdac1 and Hdac2 in the DP during the early anagen of the next cycle results in malfunction of DP cells and consequently hair phenotype. Future analysis is required to test this hypothesis.

## Methods

### Mice

The CMV-cre transgenic mouse line^50^ (Stock No. #006054, C57BL/6J), the p53 conditional knockout line^51^ (Stock No. #008462, C57BL/6J), the reporter mouse lines ROSA26 tdTomato^52^ (Stock No. #007909, C57BL/6J) and ROSA26 EYFP^53^ (Stock No. #006148, C57BL/6J), and the Axin2-lacZ Wnt-reporter line^54^ (Stock No. #005304, C57BL/6J) were obtained from Jackson Laboratory. Hdac1 and Hdac2 conditional knockout mice^27^ (C57BL/6J) were kindly provided by Eric Olson (The University of Texas Southwestern Medical Center). The DP-specific Corin-cre mouse line (FVB) was previously generated^26^ and kindly provided by Bruce Morgan (Harvard medical school). To establish the p53 knockout line, the p53-floxed mouse line was crossed with the CMV-cre line that ubiquitously expresses the cre recombinase in all cells. Progeny were out-crossed to exclude the CMV-cre allele. Mice were housed according to the Federation of Laboratory Animal Science Associations (FELASA) guidelines. Mice were bred and maintained in a temperature-controlled room, on a 12 h light–dark cycle, with food and water available ad libitum. All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at Bar-Ilan University.

Telogen of the first hair cycle in males lasts for only two days while in females continues longer and varies. When the telogen of the first cycle was analyzed, dorsal skins from P20 females were collected to avoid stage unambiguity. When the anagen of the second cycle was analyzed, only males were used to exploit the synchronized nature of their anagen induction and thus minimize hair-cycle variation. The telogen of the second cycle lasts for weeks, and thus both males and females were analyzed.

Crosses for the Hdac1/2 analysis were designed to obtain the following genotypes:

Controls: [Cor-cre/+; Hdac1Flox/+; Hdac2Flox/+] OR [Cor-cre/+; Hdac1Flox/+; Hdac2+/+] OR [Cor-cre/+; Hdac1+/+; Hdac2Flox/+] OR [Cor-cre /+; Hdac1Flox/+; Hdac2Flox/Flox] OR [Cor-cre/+; Hdac1Flox/Flox; Hdac2Flox/+]

Double mutants (dM1/2): [Cor-cre/+; Hdac1Flox/Flox; Hdac2Flox/Flox]

Crosses for the triple mutant (tM1/2/p53) analysis were designed to obtain the following genotypes:

Controls: [Cor-cre /+; Hdac1Flox/+; Hdac2Flox/Flox; p53Flox/+] OR [Cor-cre /+; Hdac1Flox/Flox; Hdac2Flox/+; p53Flox/+]

Double mutants (dM1/2): [Cor-cre/+; Hdac1Flox/Flox; Hdac2Flox/Flox; p53Flox/+]

Triple mutants (dM1/2/p53): [Cor-cre/+; Hdac1Flox/Flox; Hdac2Flox/Flox; p53Flox/Flox]

### Hair-type analysis

Hairs were plucked at the end of the first and second cycles (P20 and P50, respectively). For hair type analysis, hair shafts were placed on a two-sided adhesive tape slides and were counted under the Zeiss stereomicroscope (Discovery.V12). The analysis was performed on both mutant and control mice (*n* = 5 each), and at least 200 hairs were scored per mouse. To photograph hair shafts, plucked hairs were randomly mounted on slides in a thin layer of Gelvatol and were imaged in bright field with Zeiss upright AxioImagerM2 through a 20X objective. For hair length analysis, hair shafts were placed on a two-sided adhesive tape slides and imaged with Zeiss slide scannerZ1 through a 20x objective. The length was measured with Carl Zeiss’ image analysis tool for Zen Blue edition. 5 mice of each genotype were used, and ten hairs for each hair type were measured per mouse.

### Immunofluorescence, immunohistochemistry, and histology

Depending on the primary antibody, fixed or fresh frozen methodologies were used. To prepare fixed frozen samples, dorsal skins were harvested, fixed in 4% paraformaldehyde (PFA) in PBS for overnight at 4 °C, dehydrated in increasing sucrose concentrations (10%–15%–20%), embedded in Optimal Cutting Temperature (OCT) compound, frozen on liquid nitrogen, and cryosectioned (8–10 μm) with Cryostat Leica CM3050S. To prepare fresh frozen samples, dorsal skins were first stretched on a PVDF membrane to keep it flat and then frozen in OCT.

When no antigen retrieval was required, sections were fixed for 10 min in 4% PFA, washed twice for 10 min each (2 × 10 min) in PBS, permeabilized for 10 min in PBS+0.05% Tween (PBST), and blocked for 2 h in 10% heat inactivated sheep serum (HISS) in PBS. Sections were incubated overnight at 4 °C with the primary antibody, washed (3 × 10min) in PBS, and incubated for 1 h at room temperature with the secondary antibody. Sections were then washed (3 × 10min) in PBS and mounted with DAPI FluoroMount-G (Electron microscopy sciences cat#17984-24). When antigen retrieval is required, sections were first fixed for 5 min on ice-cold acetone/methanol (1:1), and then boiled in citrate buffer (pH 6) in a microwave for 5 min for antigen retrieval, cooled to room temperature, permeabilized for 10 min in methanol, washed (3 × 10min) in PBS, and blocked for 2 h in 10% HISS in PBS. Primary and secondary antibodies were used as described for the protocol without antigen retrieval. When using mouse primary antibody, an additional blocking step was performed before incubation with the secondary antibody.

Immunohistochemistry was conducted using the ImmPRESS® HRP Goat Anti-Rabbit IgG (Peroxidase) Polymer Detection Kit (Vector Laboratories cat#MP-7451) according to the manufacturer’s instructions. Sections were fixed, antigen retrieved, washed (3 × 10min) in PBS, and blocked in 2.5% normal goat serum for 2 h. Sections were incubated overnight at 4 °C with the primary antibody, washed (3 × 10 min) in PBS, incubated for 30 min at room temperature with ImmPRESS Polymer Reagent (containing the secondary antibody), washed (3 × 10 min) in PBS and incubated for 2.5 h with Peroxidase (HRP) Substrate solution (ImmPACT DAB, Vector Laboratories cat#SK-4105) to yield an insoluble brown-colored product.

To analyze morphology, fixed sections were stained with Hematoxylin and Eosin (HE) using standard methods (Thermo scientific, Richard Allan scientific cat#7231 and cat#7111, respectively).

*Primary antibodies (star indicates that antigen retrieval is required)*: Guinea pig polyclonal anti-K14 (1:500, Acris #BP-5009), Rabbit polyclonal anti-HDAC1 (1:200*, Abcam #ab19845), Rabbit monoclonal anti-HDAC2 (1:500, Abcam #ab32117), Rabbit polyclonal anti-H3K9Ac (1:1000, Abcam #ab10812), Rabbit polyclonal anti-p53K386Ac (1:200, Abcam # ab52172), Rabbit monoclonal anti-p53K370Ac (1:100, Abcam #ab183544), Rabbit monoclonal anti-p53K373Ac (1:3200*, Abcam #ab62376), Rabbit polyclonal anti-p53K381Ac (1:100, Abcam #ab61241), Rabbit monoclonal anti-p53K382Ac (1:100, Abcam #ab75754), Rabbit polyclonal anti-Corin (1:800, Enshell-Seijffers et al. 2010), Rabbit monoclonal anti-Cycin D1 (1:100*, Cell signaling #2978S), Mouse monoclonal anti-hair cortex Cytokeratin (clone AE13) (1:100*, Abcam #ab16113), Rabbit polyclonal anti-Trichohyalin (1:100*, Santa cruz # sc-98968), Mouse monoclonal anti-GATA3 (clone HG3-31) (1:200*, Santa cruz #sc-268), Rat monoclonal FITC-conjugated anti-CD34 (clone RAM34) (1:50*, eBioscience #11-0341), Rabbit polyclonal anti-SOX9 (1:250*, Millipore #AB5535), Rat monoclonal anti-P-Cadherin (Pcad) (clone 106020) (1:100*, BD #MAB761), Rabbit polyclonal anti-K6 (1:500*, Covance #PRB-169P), Mouse monoclonal anti-Nfatc1 (clone 7A6) (1:50*, Santa cruz #sc-7294, 7A6), Mouse monoclonal anti-K15 (clone LHK15) (1:100*, Thermo scientific #MS-1068), Rabbit polyclonal anti-Phospho-Histone 3 (1:250, Abcam #ab 5176).

*Secondary antibodies*: Donkey anti Guinea pig-Cy5, (1:500, Jackson immunoresearch #706-175-148), Donkey anti-Rabbit-TRITC, (1:1000, Jackson immunoresearch #711-025-152), Donkey anti-Rabbit-FITC, (1:1000, Jackson immunoresearch, #711-095-152), Donkey anti mouse-Alexa Fluor 488, (1:1000, Jackson immunoresearch, #715-545-150), Donkey anti Rat-Cy5, (1:1000, Jackson immunoresearch, #712-175-753)

### Quantification of DP cells

To quantify DP cells, three approaches were used to distinguish between the DP and the epithelial part of the hair follicle depending on the specific stage of the hair cycle, the genotype, and the specific feature scored. To distinguish between DP cells and keratinocytes throughout the hair cycle, DP cells were endogenously labeled with YFP or tdTomato whenever ROSA reporter alleles are genotypically present and the particular protocol used does not affect the integrity of the fluorescent proteins such as antigen retrieval and protease K treatment. When the use of ROSA reporters is not available, Corin or Pcad immunostaining were employed. During anagen, either immunostaining for Corin that specifically marks anagen DP cells or immunostianing for Pcad that specifically labels matrix cells were used. During catagen and telogen, Pcad immunostaining was used to specifically label the epithelial strand or the secondary germ, respectively. Since the dM1/2 mice have a shorter anagen phase, age-unmatched skin sections with stage-matched follicles were used to score DP cells during catagen (control P37, dM1/2 P33) and early telogen (control P40, dM1/2 P35).

### In situ hybridization

Non-radioactive in situ hybridization of fixed sections from dorsal skins was performed with Dig-labeled RNA probes corresponding to nucleotides (nts) 592-931 of Ccnd1 (GenBank Acc. No. NM_007631), nts 465-943 of Fgf7 (NM_008008), nts 699-1211 of Fgf10 (NM_008002), nts 717-1213 of Rspo1 (NM_13868), nts 754-1169 of Rspo2 (NM_001357956), nts 921-1348 of Rspo3 (NM_028351), and nts 300-760 of Rspo4 (NM_001040689).

To generate the probes, plasmids containing the corresponding templates were linearized and used for in vitro transcription with T7 RNA polymerase (Roche cat#10881767001) in the presence of Dig-labeled UTP (DIG RNA Labeling Mix, Roche cat#11277073910). BMpurple substrate (Roche, cat#11442074001) was used for signal detection and Immu-Mount mounting medium (Thermo Fisher Scientific cat#9990402) was used for mounting.

### 5-ethynyl-2’-deoxyuridine (EdU) labeling

To detect proliferation, mice were intraperitoneally (i.p.) injected with 100 μg /g of EdU (Invitrogen cat#C10269) and sacrificed 2 h post injection. To test the extent of proliferation in the DP, mice were i.p injected with 100 μg /g EDU once a day for 3 successive days and then sacrificed 24 h post last injection. To assess the proliferation rate of matrix cells, mice were i.p injected with various EdU concentrations (100 μg/g, 50 μg/g, 25 μg/g, 12.5 μg/g, 7 μg/g, 3 μg/g, 1.5 μg/g) and harvested 30 min or 15 min post injection. This methodology is designed to detect small differences in proliferation rate of matrix cells. EdU detection was performed using the Click-iT reaction Alexa Fluor 555 or 647 Kit (Invitrogen #A10044) according to the manufacturer’s instructions.

### TUNEL assay

Dorsal skins were harvested, fixed in 4% PFA in PBS for 16 h at 4 °C, dehydrated in increasing sucrose concentrations (10%–15%–20%), embedded in Optimal Cutting Temperature (OCT) compound, frozen on liquid nitrogen, and cryosectioned (8–10 μm) (Cryostat Leica CM3050S). Sections were washed twice with PBS, fixed with 4% PFA for 10 min and again washed twice with PBST. Subsequently, sections were incubated with ProtK (10 µg/ml) for 5 min and washed twice with PBST. For Tunel staining, the “In situ Cell Death Detection Kit-TMR red” (Roche) kit was used according to the manufacturer’s instructions. Sections were washed 3 times in PBS and mounted with DAPI FluoroMount-G (Electron microscopy sciences BN17984-24).

### X-Gal staining

For X-Gal staining, dorsal skins were harvested, stretched on a membrane to keep the skin flat, embedded in OCT compound, immediately fresh frozen on liquid nitrogen and cryosectioned (20 µm). Sections were fixed for 10 min in 0.2% glutaraldehyde (Sigma Aldrich cat#G7776), washed three times for 5 min in PBS, and incubated with 1 mg/ml X-gal (Sigma Aldrich, cat#B4252) overnight at 37 °C. Sections were washed three times for 5 min in PBS and mounted with Immu-Mount mounting medium (Thermo scientific).

### Microscopy

Imaging of in situ hybridization, HE, and X-gal staining were performed with Zeiss upright AxioImagerM2 through a 20X objective with a tiling mode. Images of EdU labeling and Tunel assay were acquired with Zeiss LSM780 inverted confocal microscope through a 20X objective and with Zeiss upright AxioImagerM2 Apotome through a 20x objective with a tiling mode. Imaging of whole mount skin and hairs was performed with Zeiss stereomicroscope (Discovery.V12). Zen Black 11 (service pack 7) and Zen Blue 2.3 software were used to acquire all images that were processed with adobe Photoshop 24.5.0.

### Cell sorting

To sort and isolate DP cells, a whole skin was floated dermis side down on 0.25% Trypsin (GIBCO) at 4 °C overnight, minced, and stirred for 1 h in 0.2% collagenase at 37 °C. The cells were then sequentially filtered with 100 µM, 70 µM, and 40 µM strainers. YFP-positive cells were twice FACS-sorted on MoFlo Astrios (Backman Coulter): enrichment 1–2 mode was applied for the first sort and purify 1 mode was employed for the subsequent re-sort to achieve a purity of about 90% (Supplementary Fig. 11). FACS analyses were performed using Summit program.

### RNA sequencing and quality processing

Total RNA was purified from FACS-sorted cells utilizing the RNeasy Plus Micro kit (QIAGEN, #74034) according to manufacturer’s instructions. Integrity of the isolated RNA was tested using the Agilent RNA Pico Kit and Bioanalyzer of the “Genome Technology center” at the Faculty of Medicine Bar-Ilan university. Ribosomal depletion was performed on 100 ng of total RNA and libraries for Illumina sequencing were generated using the Nebnext Ultra Directional RNA kit (NEB, #E7420L). Quantification of the library was performed using dsDNA HS Assay Kit and QUBIT (Molecular Probes, Life Technologies). Additional qualitative and quantitative library measurements were performed by qPCR analysis using the illumina P5 and P7 primers. For optimal load on the sequencer, a standard library with similar characteristics was used. 2 nM of the library was denatured in 0.1 M NaOH for 5 min at room temperature, and 10pM was loaded onto the Flow Cell with 1% Phix library control. Libraries were sequenced on an Illumina HiSeq 2500 instrument, using a 50 cycles single-read sequencing mode.

### Bioinformatics for RNA-sequencing data

50 base single-end reads were trimmed and quality filtered using Trimmomatic-0.35^55^, and then mapped to the mouse genome (NCBI38/mm10) using Tophat (version 2)^56^. Mapped reads for each annotated ENSEMBL gene (GRCm38.p4) were counted using HTSeq (Version 0.6.1)^57^. Read count normalization and differential gene expression analysis was performed using DESeq2^58^.

### Statistical analysis

Statistical and graphical data analyses were performed using Microsoft Excel and Prism 7 (Graphpad) software. For All experiments at least three mice of each genotype were analyzed. To determine the statistical significance between two groups when normal distribution is observed, unpaired two-tailed Student’s *t*-test was employed. For the cell number analysis of the secondary germ and for the percentage of CycD1-positive DP cell analysis, Mann–Whitney test was used. The *P*-value and the statistical tests used were indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq dataset is available in the GEO repository under accession number GSE235480. Source data are provided with this paper.

# Supplementary material for: Hdac1 and Hdac2 regulate the quiescent state and survival of hair-follicle mesenchymal niche
**Source:** Nat Commun. 2023 Aug 10;14:4820. doi: 10.1038/s41467-023-40573-7
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **Hdac1 and Hdac2 regulate the quiescent state and survival of hair-follicle mesenchymal niche**

Hadas Sibony-Benyamini<sup>1</sup>, Emil Amar<sup>1</sup>, and David Enshell-Seijffers<sup>1</sup>

Bar Ilan university, 8 Henrietta Szold, Safed, Israel

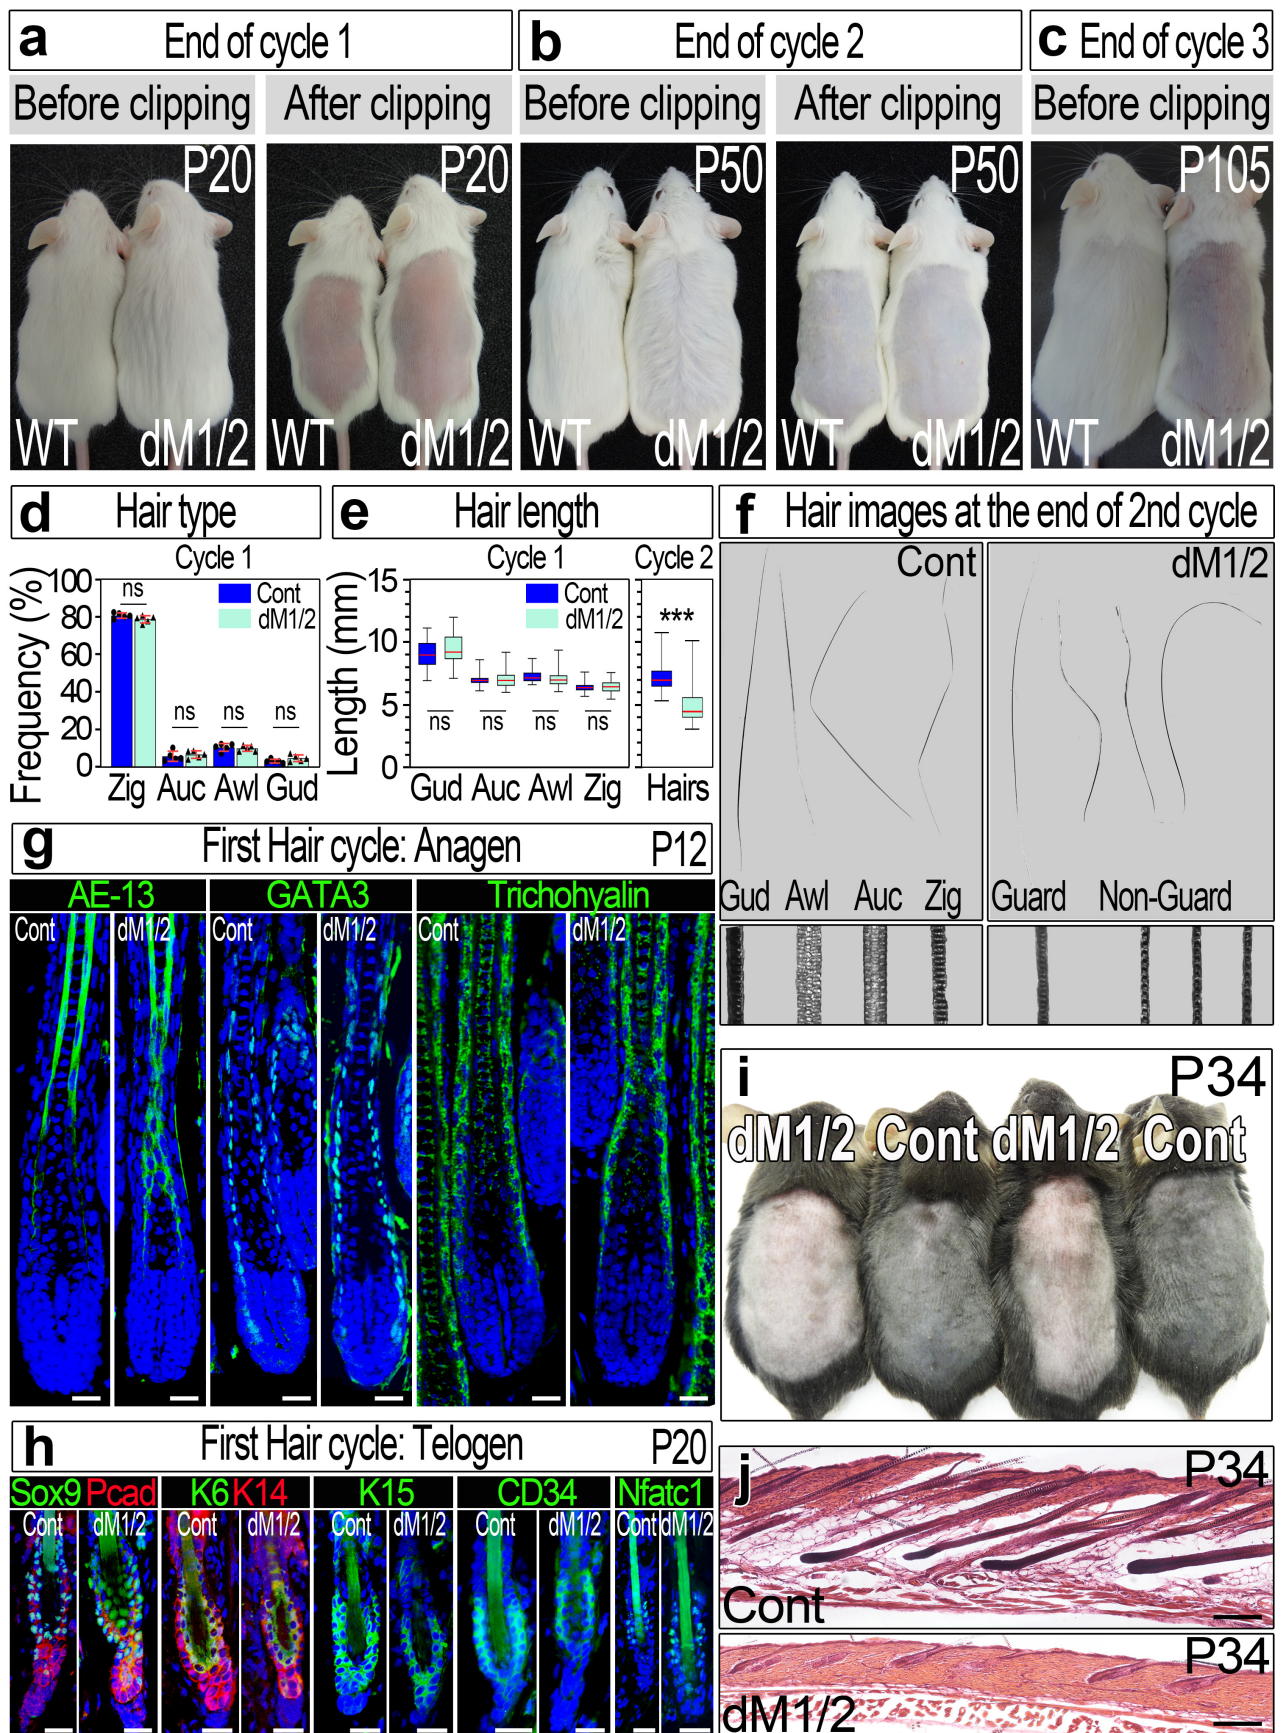

**Supplementary Figure 1. Phenotypic analysis of the first and second hair cycles.** (a-c) The same wild type (WT) and double mutant (dM1/2) pair of mice was followed through three subsequent hair cycles (first, second and third). At the end of each cycle, the hair coat was clipped, and pictures were taken before and after coat clipping. (d) Hairs were plucked from mid dorsal back skin at the end of first cycle, structurally analyzed and

scored for hair type. Mouse pelage is composed of four hair types; guard, awl, auchene and zigzag. All four hair types are clearly present and easily distinguished in the mutant. The hair type frequency is comparable between control and mutant mice. n=5 mice per genotype were analyzed and at least 200 hairs per mouse were scored. Data are mean  $\pm$  SD. ns; not significant. **(e, f)** Hair length measurements and hair images are shown. At the end of the first cycle, hair length was measured and separately analyzed according to hair type (left in e). Hair length is comparable between control and mutant mice. n=5 mice per genotype were analyzed and at least 10 hairs per mouse per hair type were measured. At the end of the second cycle, hair structure is altered (f). Note that while guards can be readily identified in the mutant, auchenes, awls, and zigzags could not be reliably distinguished in the dM1/2 mutant and therefore were collectively designated non-guards (right image in f). Consequently, hair length measurements of all hair types were collectively analyzed without subclassifying into hair type (right in e). Hair length of mutant mice is shorter than controls. n=5 mice per genotype were analyzed and at least 40 hairs per mouse were measured. Data are presented by box-and-whisker plots (red midline, median; box, 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers, minimum and maximum). ns; not significant, \*\*\* P=1.24E-06, unpaired two-tailed Student's t test. **(g)** Immunostaining for hair keratins (AE-13), GATA3 and Trichohyalin during mid anagen of the first cycle is shown. Hair keratins are expressed specifically in the hair cortex and Trichohyalin is expressed in both the hair medulla and IRS. Note that the levels and pattern of these differentiation markers remain unaltered in mutant mice. GATA3 expression is specific to the IRS, and GATA3 transcriptional activity is required for IRS formation. The expression levels and pattern of this master regulator are comparable between control and mutant mice. Together these data suggest that differentiation programs during anagen of the first cycle occur normally in the mutant. n=4 mice per genotype. Scale bar; 20 $\mu$ m. **(h)** Immunostaining for structural markers (Pcad, K14, K6), stem cell markers (CD34, K15) and transcription factors that play important role in bulge stem cell activity (Sox9, Nfatc1) during the telogen of the first cycle revealed no alterations in stem cell properties and the overall structure of the telogen hair follicle. n $\geq$ 3 mice per genotype. Scale bar; 20 $\mu$ m. **(i-j)** Ablation of Hdac1 and Hdac2 in the DP shortens the duration of the anagen phase of the second hair cycle. Pigment production and deposition in mouse skin are restricted to the hair follicle and hair shaft respectively, and occurs only during the anagen phase when melanocytes in the bulb region produce and transfer their pigment to differentiating matrix cells. Consequently, when the hair coat is clipped during anagen or telogen, the skin appears black or white/pink respectively. Therefore, skin color can be used as an indicator for the phase of the hair cycle. In i, a representative example with two control and two double mutant littermates at P34 is shown, illustrating that while the control mice are still in late anagen, the double mutants appear to be in the telogen phase. In j, HE staining of skin sections obtained from control (upper panel) and double mutant (lower panel) mice at P34 illustrates that all follicles in the control are in the anagen phase while in the double mutant all follicles have already entered the telogen phase. n=10 for control mice and n=15 for double mutant mice. Scale bar; 200 $\mu$ m. Source data are provided as a Source Data file.

---

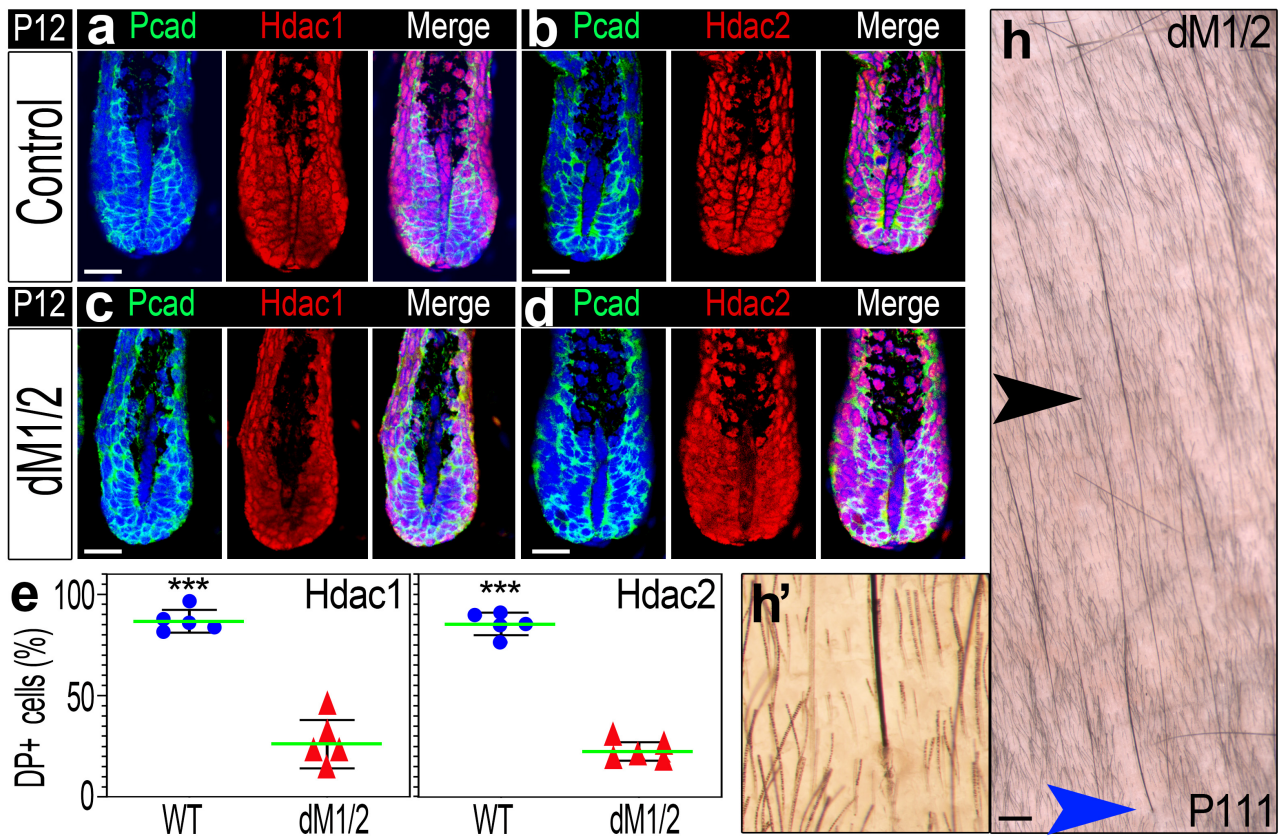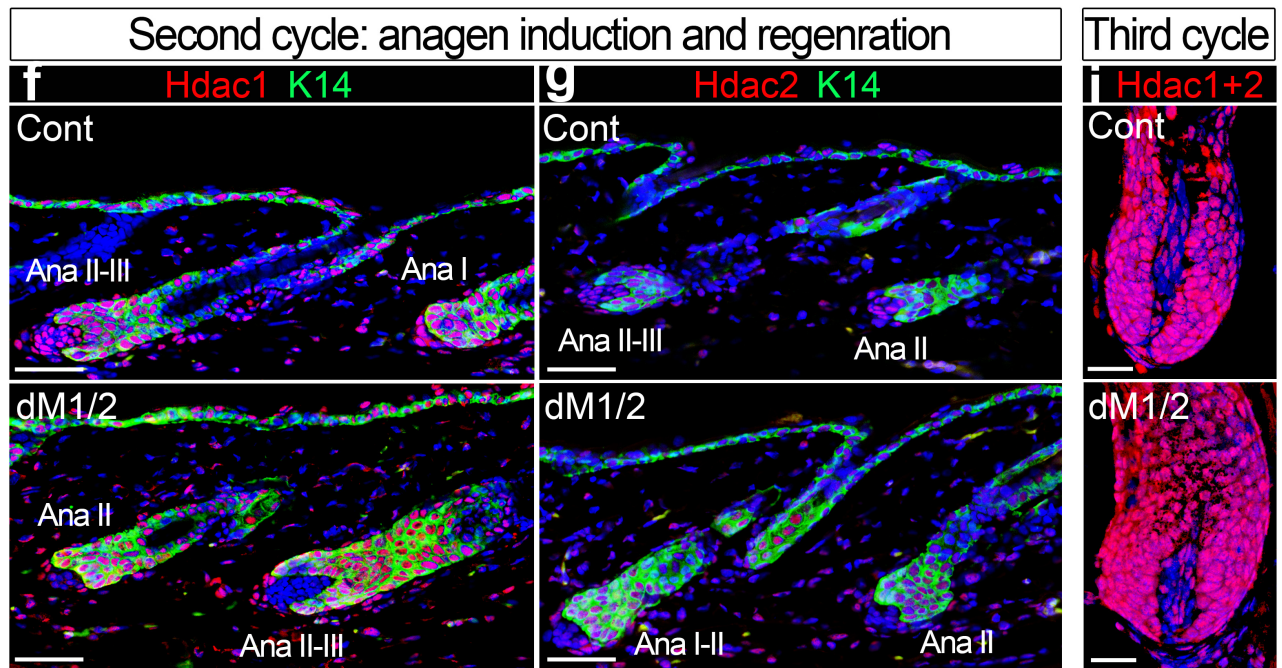

**Supplementary Figure 2. Deletion of Hdac1 and Hdac2 in the DP is largely efficient.** (a-d) Immunostaining for Hdac1 (a, c) and Hdac2 (b, d) during mid anagen (P12) of the first hair cycle reveals efficient deletion specifically in the DP of the dM1/2 mutant already at P12. Pcad is also included to outline the DP. In each case, the same follicle is shown on the left, middle and right panels. On the left, Pcad and DAPI (blue) co-immunostaining is shown. On the middle, only Hdac immunostaining is exhibited, and on the right, a merge is depicted. Scale bar; 20 $\mu$ m. (e) Quantification of Hdac1 and Hdac2 expression in DP cells at P12 is shown. Hdac-positive and Pcad-negative cells were scored as DP-positive cells (DP+). Note that the ratio between control and dM1/2 mutant mice indicates deletion efficiency of about 70-80%. Data are mean  $\pm$ SD. 5 mice were analyzed and 81-100 hair follicles per mouse were scored. \*\*\*,  $P=6.86E-06$ , unpaired two-

tailed Student's t test. **(f, g)** Regeneration during the second cycle is normal despite the absence of Hdac1 and Hdac2 in the DP. Double immunostaining for K14 (Green) and Hdac1 (red) or for K14 and Hdac2 are shown, respectively. The specific regeneration stage for each follicle is indicated. Nuclei are in blue (DAPI). 4 controls and 3 dM1/2 mutants were analyzed. Scale bar; 50µm. **(h, i)** Single isolated dM1/2 mutant follicles with inefficient Hdac1/2 deletion in the DP are capable to induce anagen of the third cycle. In h, dorsal view of a dM1/2 mutant mouse is shown to illustrate the presence of isolated and unclipped hairs that occasionally grow during the third cycle. The black and blue arrowheads indicate the tip and the base of a growing hair, respectively. Scale bar; 500µm. In h', higher magnification of the field indicated by the blue arrowhead in h is displayed to demonstrate the emergence point of the growing hair and the surrounded clipped hairs of telogen follicles. In i, co-immunostaining for Hdac1 and Hdac2 (both red) of control (upper panel) and dM1/2 mutant (lower panel) follicle during the third cycle is shown. Nuclei are in blue (DAPI). Scale bar; 20µm. For each genotype, 5 mice were analyzed. Source data are provided as a Source Data file.

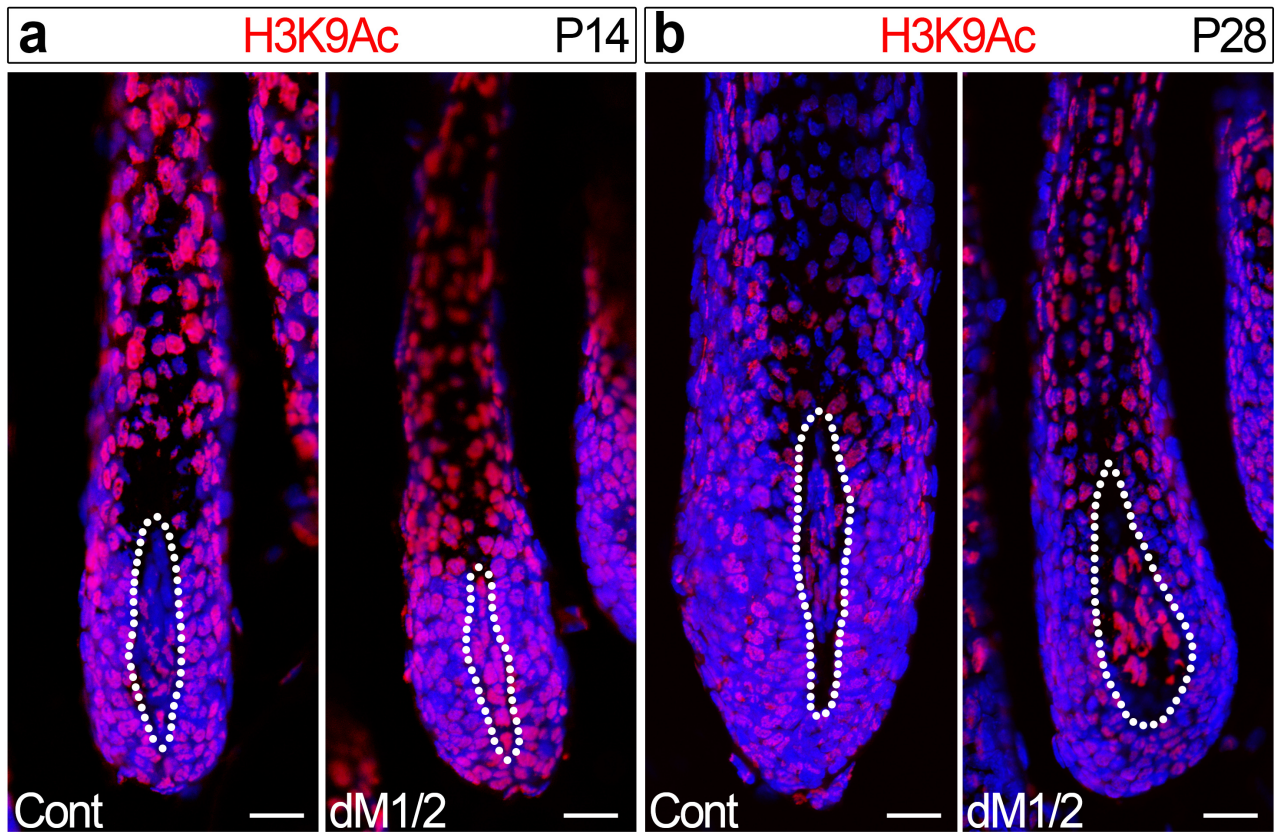

**Supplementary Figure 3. Ablation of Hdac1 and Hdac2 in the DP results in chromatin over-acetylation.** Immunostaining for H3K9Ac (Red) reveals increased H3K9Ac levels specifically in the DP of the dM1/2 mutant as compared to control. **(a)** Mid to late anagen of the first cycle (P14). **(b)** Mid anagen of the second cycle (P28). The white dotted line demarcates the DP. Nuclei are counterstained with DAPI (Blue). For each genotype, 3 mice were analyzed. Scale bar; 20µm.

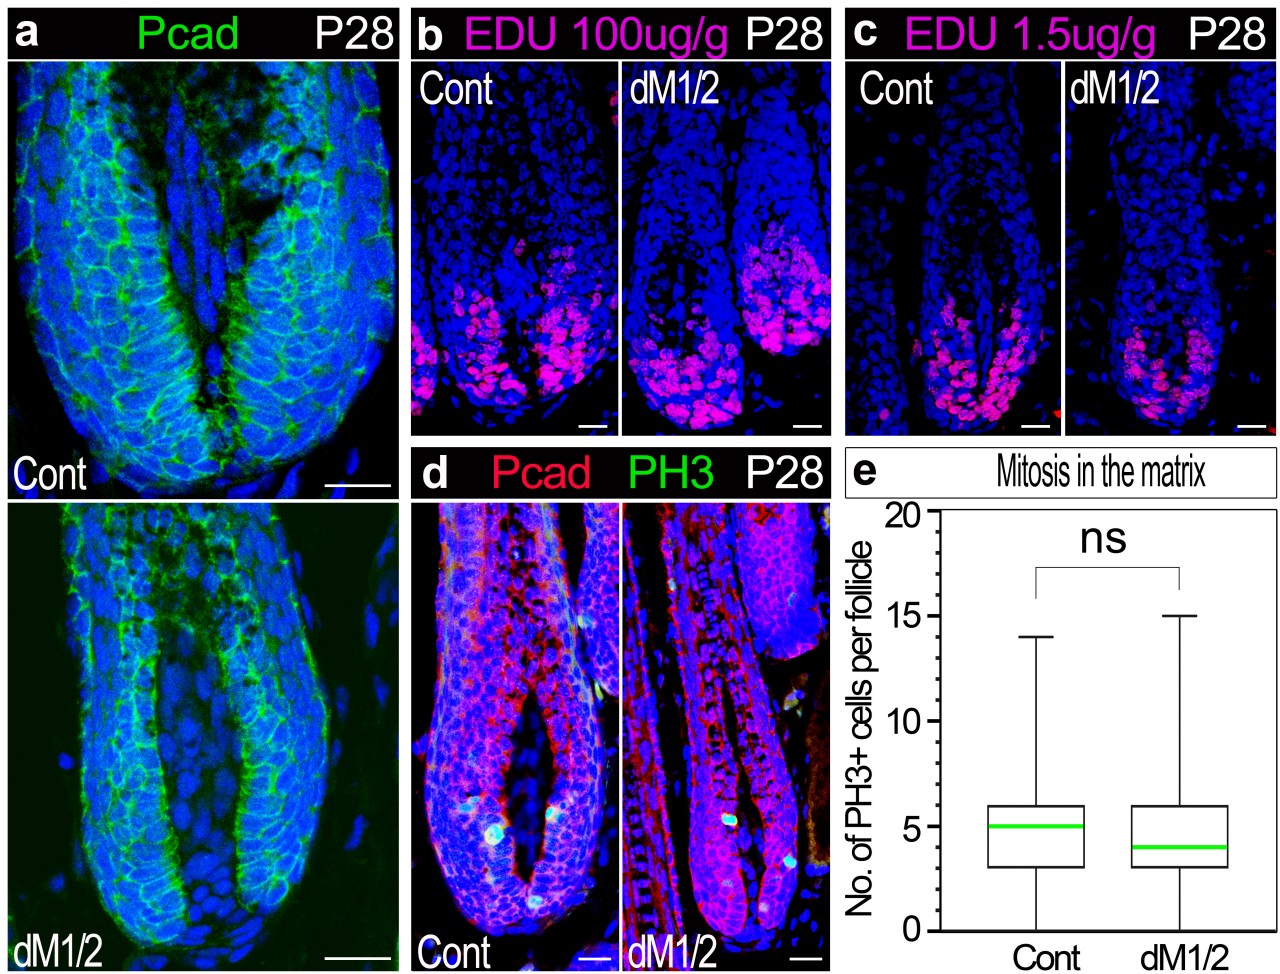

**Supplementary Figure 4. The bulb size is reduced while the proliferation rate of matrix cells remains unaltered in the absence of Hdac1 and Hdac2 in the DP. (a)** Pcad immunostaining of skin sections from control (upper panel) and *dM1/2* mutant (lower panel) mice at P28 is shown to illustrate the bulb morphology and to distinguish between the matrix and the DP. This is a higher magnification of the image displayed in Fig. 1i. **(b, c)** Control and *dM1/2* mutant mice were injected with Edu at P28 and chased for 15-30 min. In b, standard dosage of 100  $\mu$ g/gr Edu and a chase of 30 min were used. In c, very low dosage of 1.5  $\mu$ g/gr Edu and a chase of 15 min were employed. *n*=3 mice per genotype. **(d)** Double immunostaining for phospho-Histone 3 (pH3) (Green) and Pcad (Red) is used to label mitotic cells in the matrix. **(e)** Quantification of the number of mitotic cells (based on pH3-positive cells) in the matrix per follicle per section is shown. Data are presented by box-and-whisker plot (green midline, median; box, 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers, minimum and maximum). *n*=5 mice were analyzed per genotype, and 85-100 hair follicles per mouse were scored. ns; not significant, unpaired two-tailed Student's *t* test. Scale bar in all panels; 20  $\mu$ m. Source data are provided as a Source Data file.

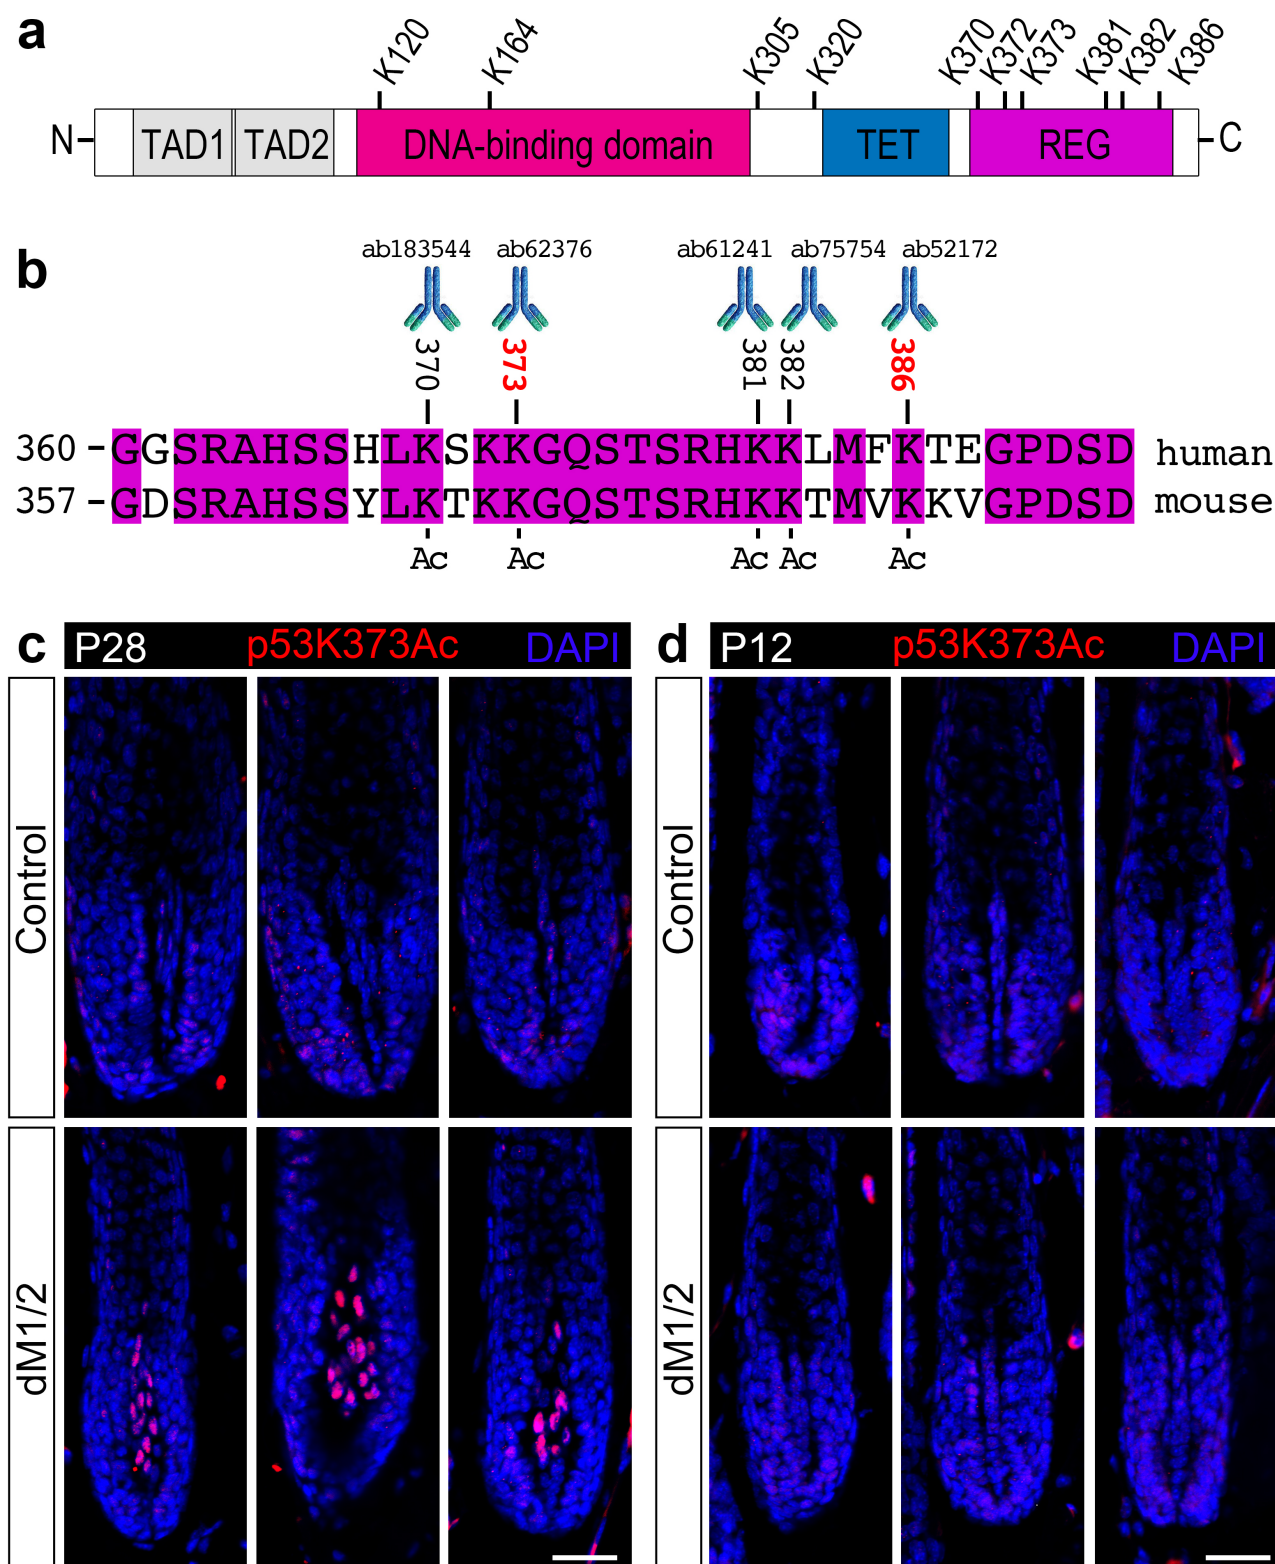

**Supplementary Figure 5. p53 in the DP is acetylated in the absence of Hdac1/2 only during the second cycle.** (a) Schematic of p53 is shown to illustrate the p53 domain organization and to highlight lysine residues known to be acetylated by acetyltransferases. TAD; transactivation domain, TET; tetramerization domain, REG; regulatory domain. Note that the acetylation of the lysine residues in the REG domain promotes the open conformation of p53 by inhibiting the ability of its REG domain to bind and occlude the DNA-binding domain. (b) Commercial antibodies that are tested in the current study and their recognized acetylated lysine residues are presented. The relevant amino acid sequences of the human and mouse REG domain are shown and aligned. Note that all commercial antibodies raised against the human sequence. Identical residues are

highlighted in magenta. Only two antibodies demonstrate reactivity in immunostaining (highlighted in red). **(c)** Immunostaining of skin sections from P28 control and dM1/2 mutant mice with anti-p53K373Ac (red) is shown to demonstrate p53 acetylation only in the DP of dM1/2 mutant during the second cycle. Three representative examples per genotype are depicted. DAPI (blue) is used to label nuclei. Scale bar; 50 $\mu$ m. **(d)** Immunostaining of skin sections from P12 control and dM1/2 mutant mice with anti-p53K373Ac (red) is shown to illustrate the lack of p53 acetylation during the first cycle regardless of the genotype. DAPI (blue) is used to label nuclei. n=3 mice per genotype. Scale bar; 50 $\mu$ m.

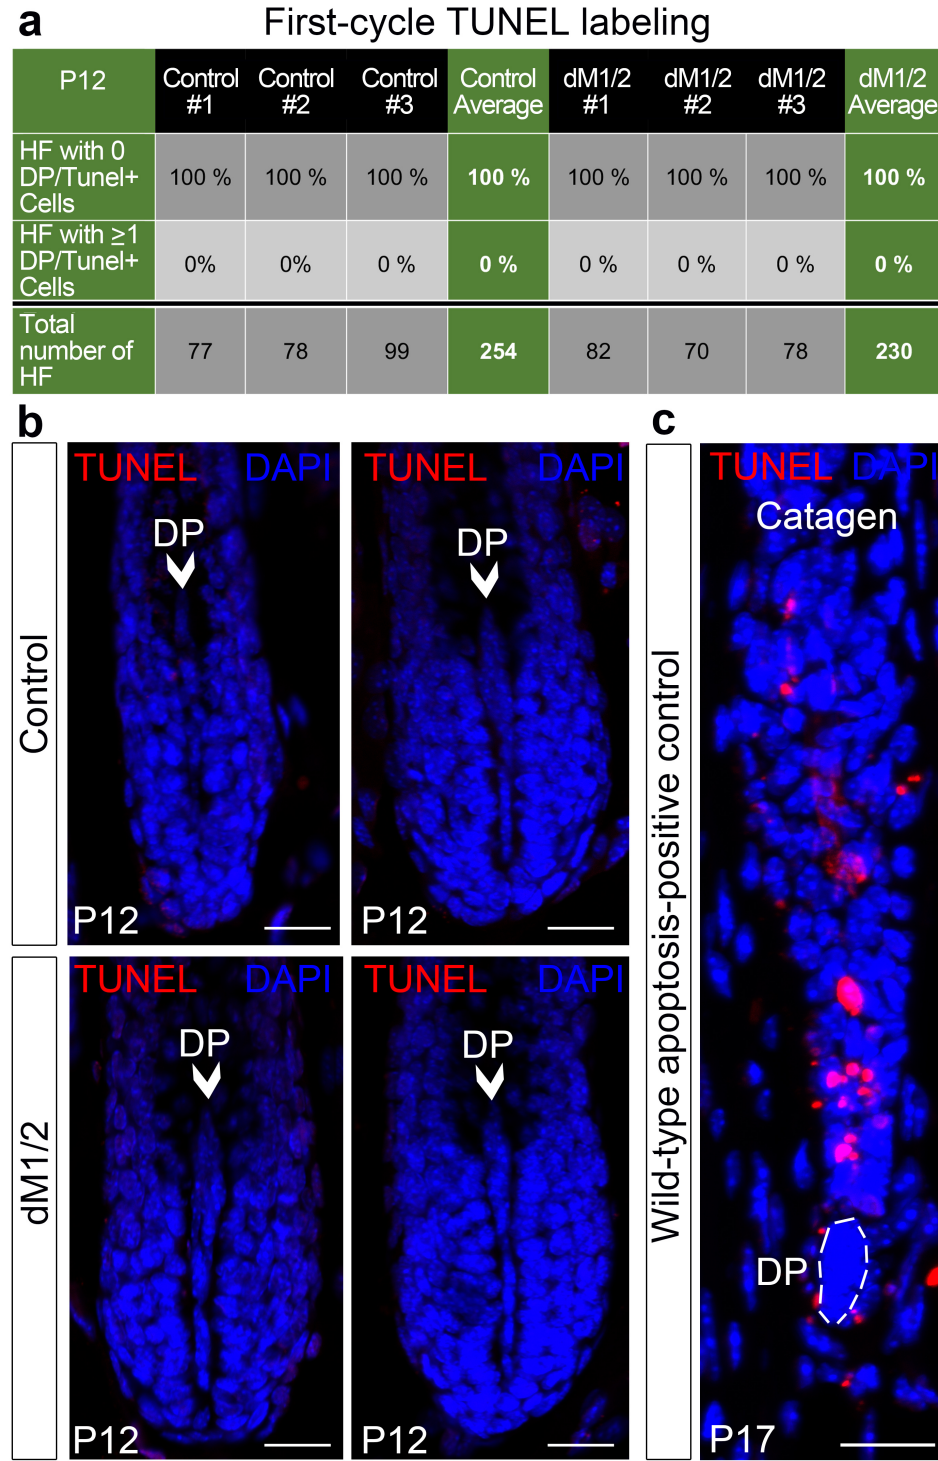

**Supplementary Figure 6. DP survival of dM1/2 mutant mice during the first cycle is normal. (a)** TUNel staining of P12 control and dM1/2 mutant mice was used to score apoptosis in the DP. Three mice per genotype were analyzed and the total number of follicles is indicated. HF; hair follicle. Ave; average. **(b)** TUNel staining (red) of two representative follicles per genotype is shown. White arrow heads indicate the most distal point of the DP. DAPI (blue) labels nuclei. Scale bar; 20 $\mu$ m. **(c)** Catagen follicles from a wild-type mouse were used to positively control the TUNel staining (red). A representative example is shown. White broken line demarcates the DP. DAPI (blue) labels nuclei. n=3 mice per genotype. Scale bar; 20 $\mu$ m.

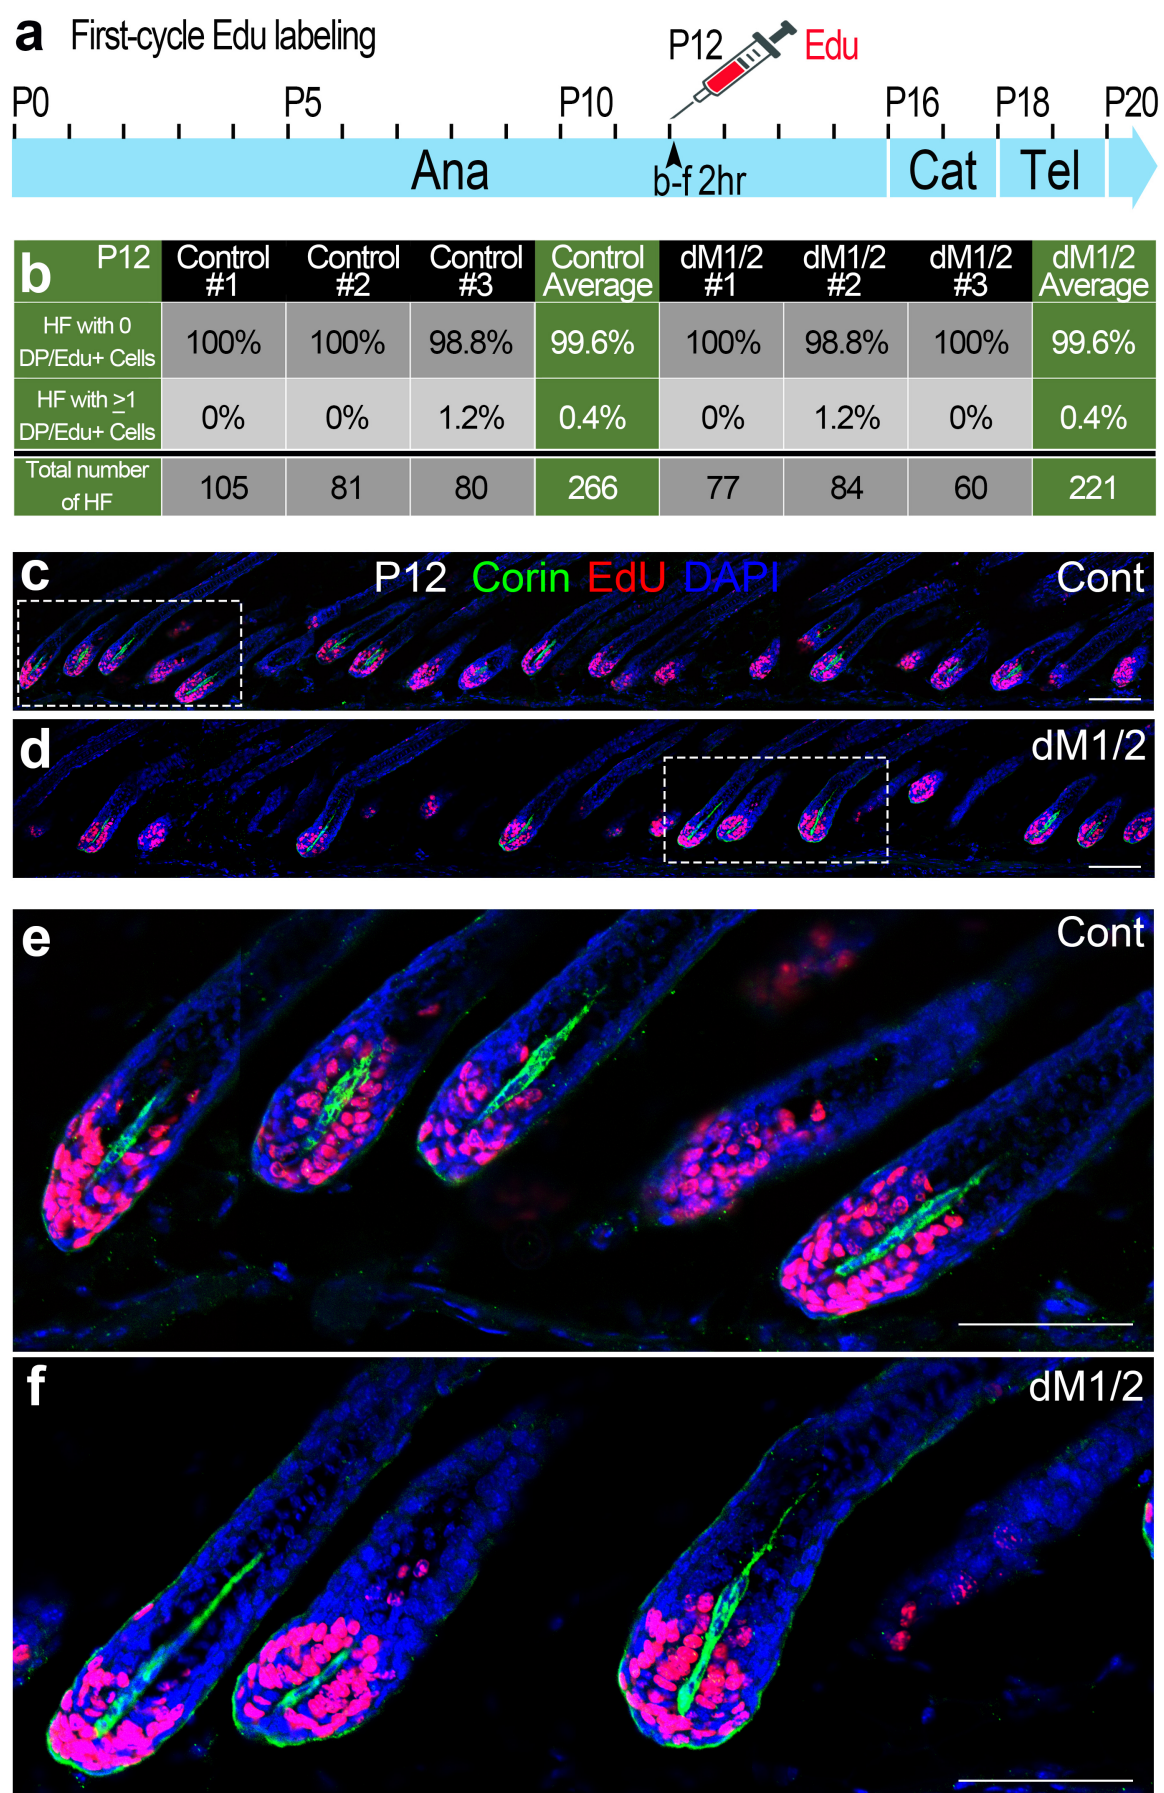

**Supplementary Figure 7. DP dormancy in dM1/2 mutant mice is maintained during the first cycle.** (a) Edu labeling experiment during the first cycle is schematically shown. Edu administration was conducted at

P12, and Edu incorporation was tested two hours later. On top, a time scale of postnatal day (P) of the first cycle is shown. The black arrowhead indicates time of skin harvest, and the corresponding image is indicated beneath the arrowhead. **(b)** Edu labeling of P12 control and dM1/2 mutant mice was used to score proliferation in the DP. Three mice per genotype were analyzed and the total number of follicles is indicated. HF; hair follicle. **(c, d)** Representative confocal images from control and dM1/2 mutant mice are depicted to illustrate the abundance of Edu labeling (red) in the matrix and the lack of Edu labeling in the DP regardless of the genotype. Immunostaining for Corin (green) was also included to specifically mark the DP. DAPI (blue) labels nuclei. n=3 mice per genotype. Scale bar; 100µm. **(e, f)** Higher magnifications of the fields demarcated in white dash rectangles in c and d. Scale bar; 100µm.

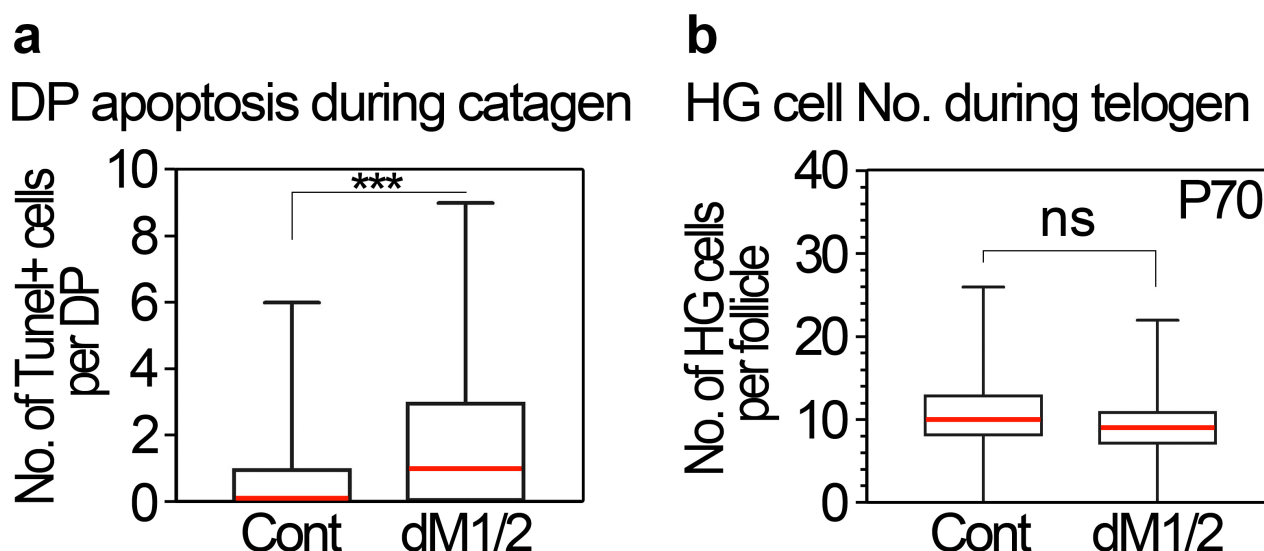

**Supplementary Figure 8. DP apoptosis during catagen does not affect the formation of secondary hair germ. (a)** The number of TUNEL+ cells per DP per follicle during catagen is shown. Data are presented by box-and-whisker plot (red midline, median; box, 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers, minimum and maximum). n=5 mice per genotype and 50-100 follicles per mouse were scored. \*\*\* P<0.0001, two-sided Mann-Whitney test. **(b)** Pcad immunostaining was used to score for the number of secondary hair germ (HG) cells per follicle. Data are presented by box-and-whisker plots (red midline, median; box, 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers, minimum and maximum). n=3 mice per genotype and ~100 follicles per mouse were scored. ns; not significant, two-sided Mann-Whitney test. Source data are provided as a Source Data file.

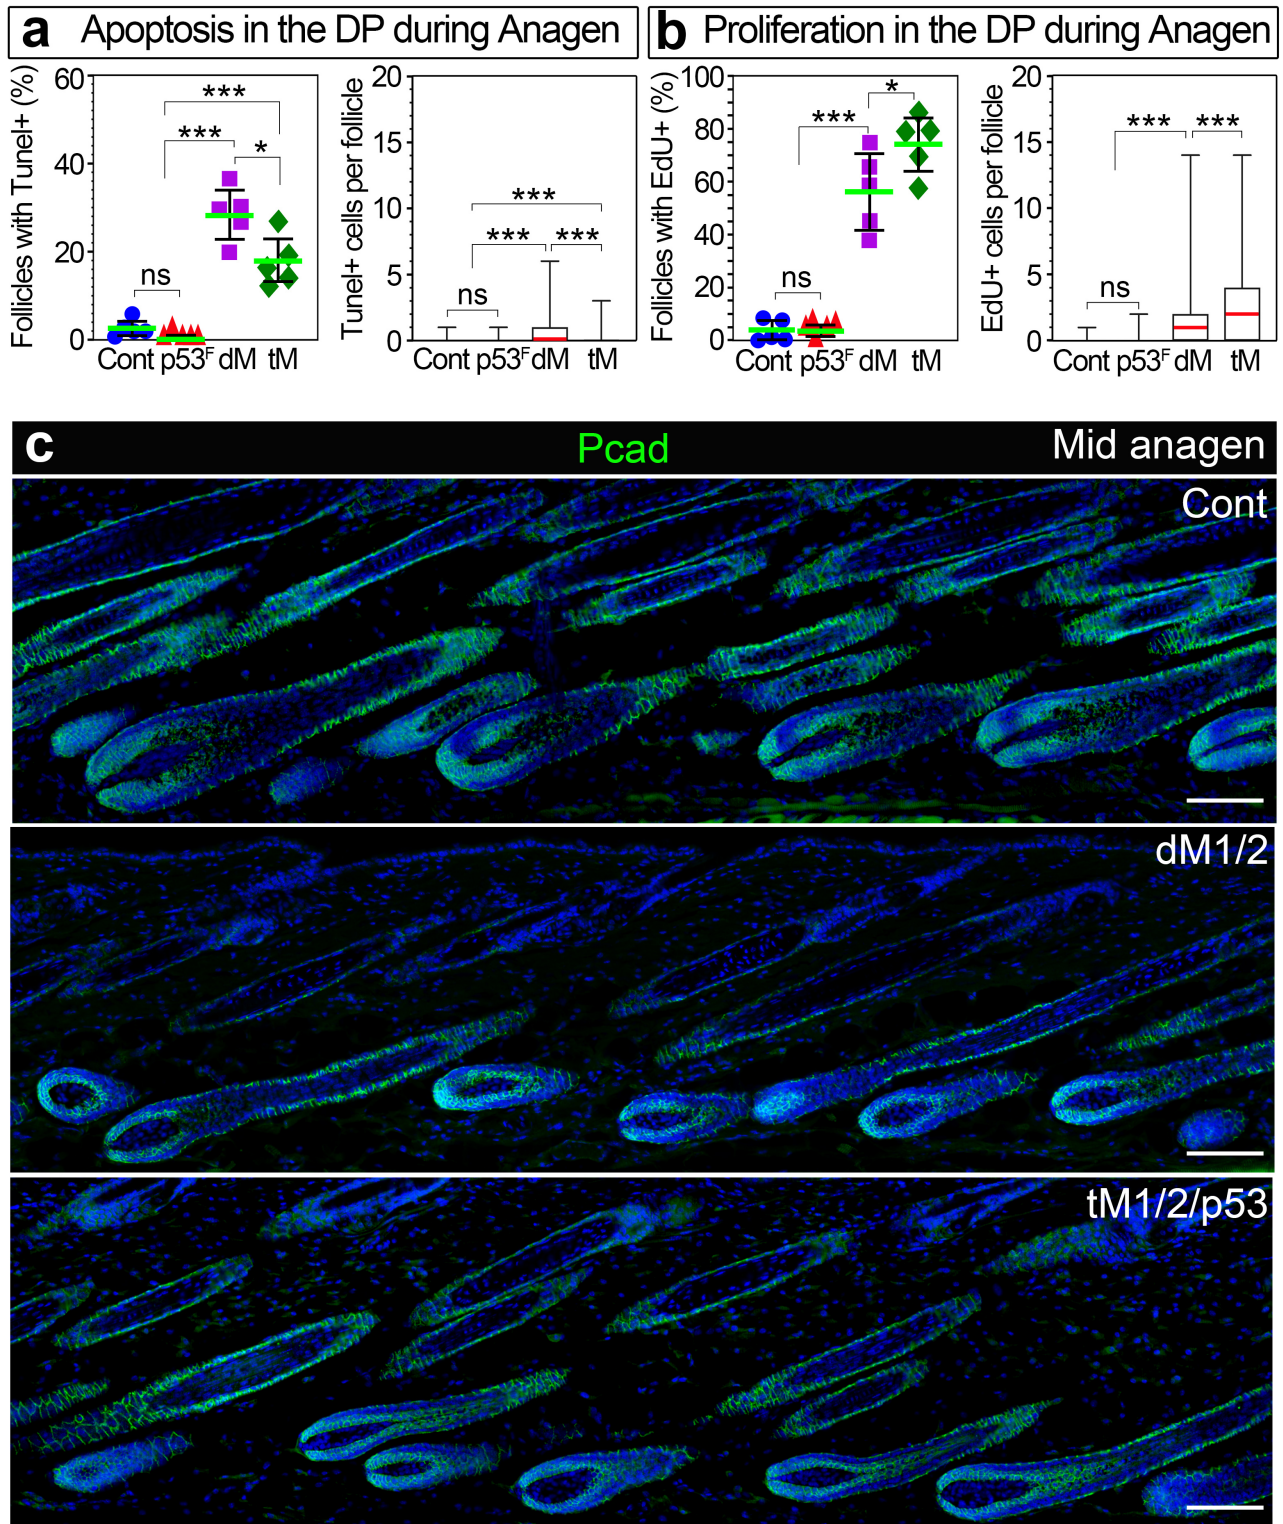

**Supplementary Figure 9. p53 activity in the DP restrains proliferation and promotes apoptosis in a Hdac1/2-dependent mode.** (a) Quantification of apoptotic cells in the DP during anagen. On the left, the number of follicles per mouse (in percentage) with TUNEL-positive cells in the DP is presented. Data are mean  $\pm$  SD. ns; not significant, \*  $P=0.01$ , \*\*\*  $P=0.0001$ , unpaired two-tailed Student's t test. On the right, the number of TUNEL-positive cells in the DP per follicle is displayed. Data are presented by box-and-whisker plots (red midline, median; box, 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers, minimum and maximum). \*\*\* $P<0.0001$ , unpaired two-tailed Student's t test. Cont; control (n=5 mice), p53<sup>F</sup>; homozygote for the floxed allele of p53 (n=5 mice), dM; double mutant for Hdac1 and Hdac2 (n=5 mice), tM; triple mutant for Hdac1, Hdac2 and p53 conditional knockout (n=5 mice). 52-104 follicles per mouse were scored. (b) Quantification of proliferating cells in the

DP during anagen by EdU incorporation. On the left, data are mean  $\pm$  SD. ns; not significant, \*  $P=0.048$ , \*\*\*  $P=0.0001$ , unpaired two-tailed Student's  $t$  test. On the right data are presented by box-and-whisker plots (red midline, median; box, 25<sup>th</sup> and 75<sup>th</sup> percentiles; whiskers, minimum and maximum). \*\*\* $P<0.0001$ , unpaired two-tailed Student's  $t$  test.  $n=5$  mice per genotype and 42-103 follicles per mouse were scored. **(c)** Immunostaining for Pcad during the anagen of the second hair cycle is shown to outline the DP and to demonstrate the extremely large DP in the triple mutant.  $n=5$  mice per genotype. Scale bar; 100 $\mu$ m. Source data are provided as a Source Data file.

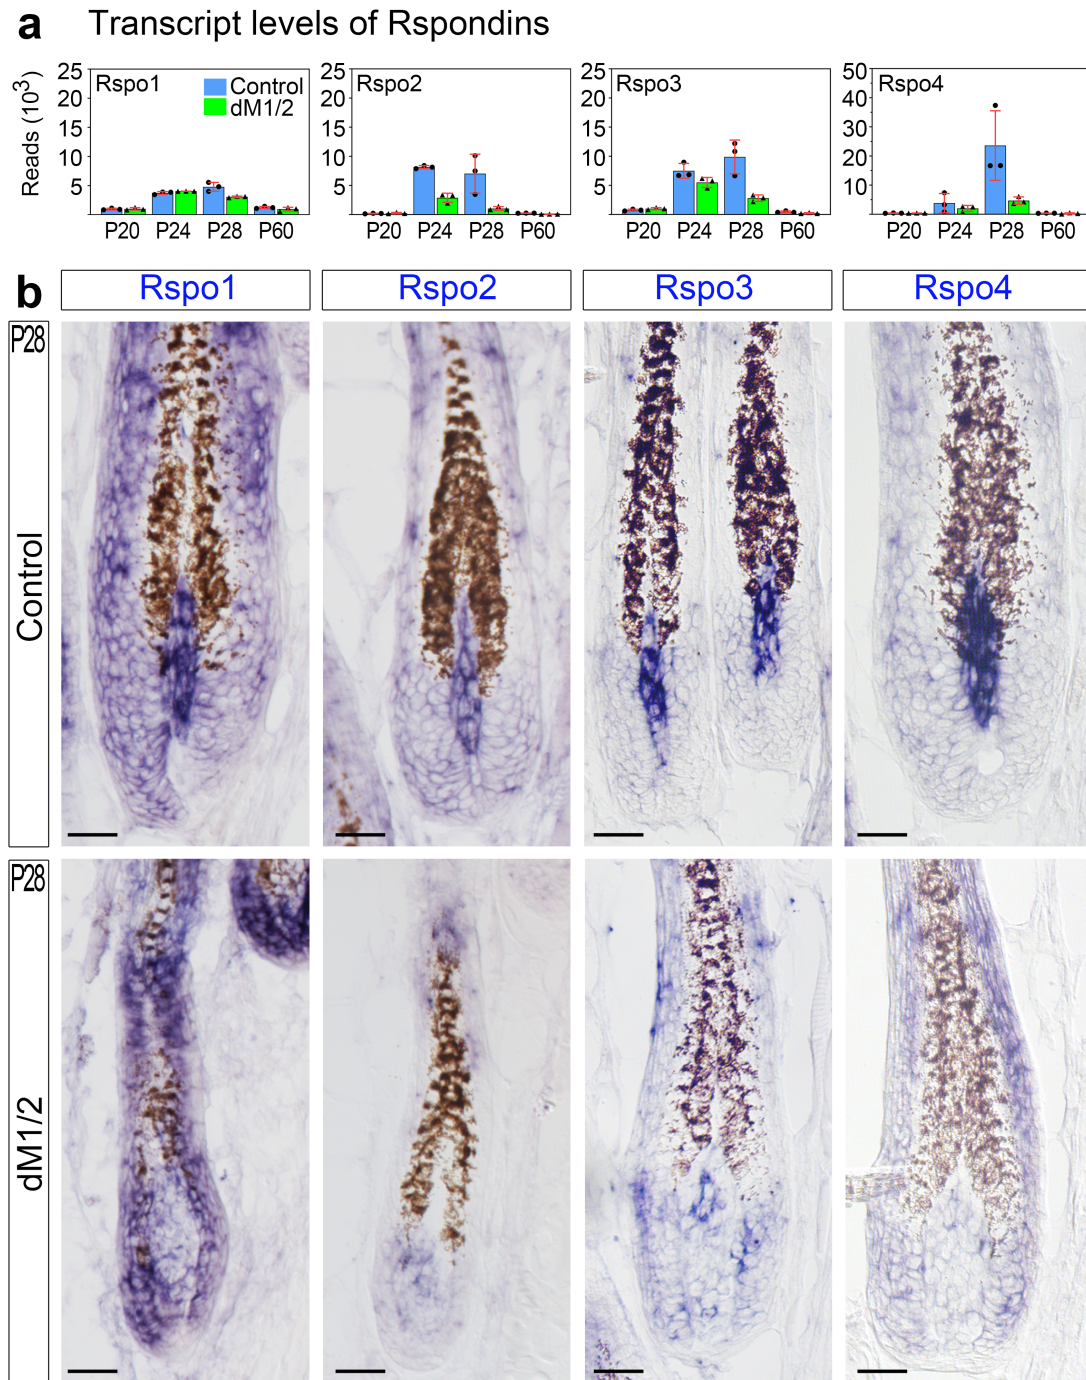

**Supplementary Figure 10. The expression of Rspodins is down regulated in the DP of the dM1/2 mutant. (a)** The number of normalized reads from the RNA-seq analysis for all 4 Rspodins is shown. Data

are mean  $\pm$  SD. **(b)** *In situ* hybridization for all 4 Rspndins (blue) is presented. n=3 mice per genotype were analyzed. Scale bar; 25 $\mu$ m. Source data are provided as a Source Data file.

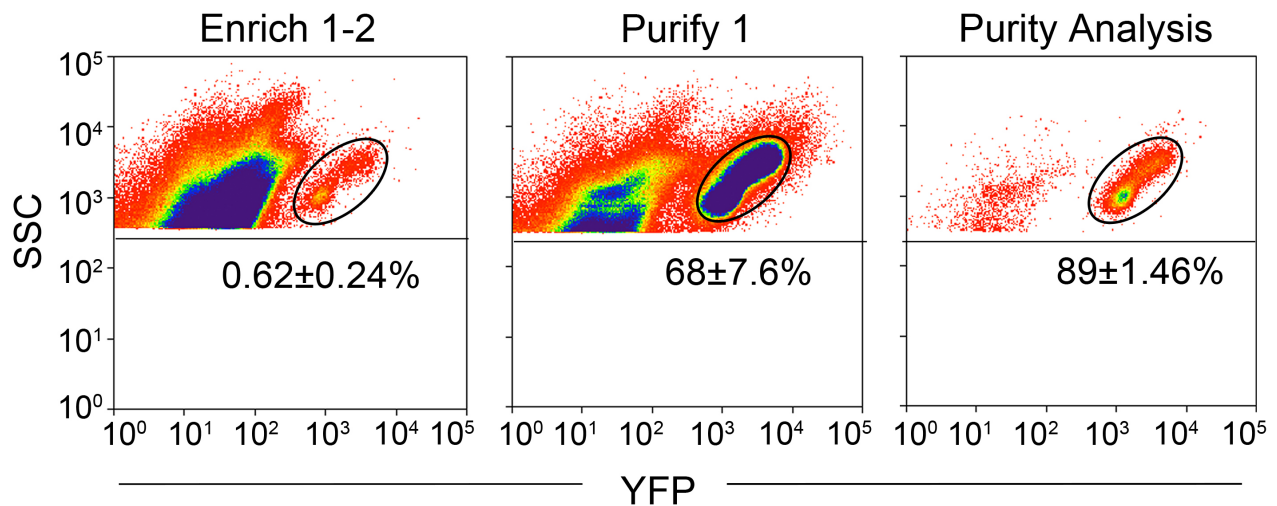

**Supplementary Figure 11. FACS sorting strategy to isolate DP cells.** Scatter plots of FACS sorting are shown. Back skins were harvested and individually dissociated into a single-cell suspension. For each mouse skin, YFP-positive cells were sorted twice. The plot on the left represents the first sort to enrich for YFP-positive cells using the Enrich 1-2 mode, the middle shows the re-sort of the YFP enriched cells using the Purify 1 mode, and the plot on the right displays the purity analysis after two sorts. n=3 mice per genotype per stage. Data are mean  $\pm$  SD.

# Supplementary material for: Hdac1 and Hdac2 regulate the quiescent state and survival of hair-follicle mesenchymal niche
**Source:** Nat Commun. 2023 Aug 10;14:4820. doi: 10.1038/s41467-023-40573-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Microscopy Images were acquired using Zen Black 11 (service pack 7) and Zen Blue 2.3 software, and finalized using adobe Photoshop 24.5.0.                                                                                                                                                |
| Data analysis   | RNASeq data Bioinformatic analysis was performed with Trimmomatic-0.35 (Bolger et al., 2014), Tophat (version 2) (Kim et al., 2013), HTSeq (Version 0.6.1) (Anders et al., 2015), DESeq2 (Love et al., 2014). For statistical analysis, Microsoft Excel and Prism 7 (Graphpad) were used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq dataset is available in the GEO repository (GSE235480). Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size For all experiments, at least 3 mice per genotype were used, which is a common biological replicates in the field, and at least a total of 300 follicles were scored.

Data exclusions No data were excluded from the analysis.

Replication Reproducibility was based on at least 3 biological replicates.

Randomization Control and mutant mice were selected based on their genotype.

Blinding Blinding was not used since control and mutant mice are readily distinguished based on their phenotypes.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Primary antibodies (star indicates that antigen retrieval is required): Guinea pig polyclonal anti-K14 (1:500, Acris #BP-5009), Rabbit polyclonal anti-HDAC1 (1:200\*, Abcam #ab19845), Rabbit monoclonal anti-HDAC2 [clone Y461] (1:500, Abcam #ab32117), Rabbit polyclonal anti-H3K9Ac (1:1000, Abcam #ab10812), Rabbit polyclonal anti-p53K386Ac (1:200, Abcam # ab52172), Rabbit monoclonal

anti-p53K370Ac [clone EPR1749] (1:100, Abcam #ab183544), Rabbit monoclonal anti-p53K373Ac [clone EP356(2)AY] (1:3200\*, Abcam #ab62376), Rabbit polyclonal anti-p53K381Ac (1:100, Abcam #ab61241), Rabbit monoclonal anti-p53K382Ac [clone EPR358(2)] (1:100, Abcam #ab75754), Rabbit polyclonal anti-Corin (1:800, Enshell-Seijffers et al. 2010), Rabbit monoclonal anti-Cycin D1 [clone 92G2] (1:100\*, Cell signaling #29785), Mouse monoclonal anti-hair cortex Cytokeratin [clone AE13] (1:100\*, Abcam #ab16113), Rabbit polyclonal anti-Trichohyalin (1:100\*, Santa cruz # sc-98968), Mouse monoclonal anti-GATA3 [clone HG3-31] (1:200\*, Santa cruz #sc-268), Rat monoclonal FITC-conjugated anti-CD34 [clone RAM34] (1:50\*, eBioscience #11-0341), Rabbit polyclonal anti-5OX9 (1:250\*, Millipore #AB5535), Rat monoclonal anti-P-Cadherin (Pcad) [clone 106020] (1:100\*, BD #MAB761), Rabbit polyclonal anti-K6 (1:500\*, Covance #PRB-169P), Mouse monoclonal anti- Nfatcl [clone 7A6] (1:50\*, Santa cruz #sc-7294, 7A6), Mouse monoclonal anti-K15 [clone LHK15] (1:100\*, Thermo scientific #M5-1068), Rabbit polyclonal anti-Phospho-Histone 3 (1:250, Abcam #ab 5176).

Secondary antibodies: Donkey anti Guinea pig-Cy5, (1:500, Jackson immunoresearch #706-175-148), Donkey anti Rabbit-TRITC, (1:1000, Jackson immunoresearch #711-025-152), Donkey anti Rabbit-FITC, (1:1000, Jackson immunoresearch, #711-095-152), Donkey anti mouse-Alexa Fluor 488, (1:1000, Jackson immunoresearch, #715-545-150), Donkey anti Rat-Cy5, (1:1000, Jackson immunoresearch, #712-175-753)

## Validation

All antibodies were validated by western blot analysis described in the manufacturers' website.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

The CMV-cre transgenic mouse line, the p53 conditional knockout line, the reporter mouse lines ROSA26 tdTomato and ROSA26 EYFP, and the Axin2-lacZ Wnt reporter line were obtained from Jackson Laboratory. Hdac1 and Hdac2 conditional knockout mice were kindly provided by Eric Olson (The University of Texas Southwestern Medical Center). The DP-specific Corin-cre mouse line was previously generated and kindly provided by Bruce Morgan (Harvard medical school). To establish the p53 knockout line, the p53-floxed mouse line was crossed with the CMV-cre line that ubiquitously expresses the cre recombinase in all cells. Progeny were outcrossed to exclude the CMV-cre allele. The age of mice used in this study was between postnatal day 12 (P12) and P105.

## Wild animals

The study did not involve wild animals.

## Reporting on sex

Telogen of the first hair cycle in males lasts for only two days while in females continues longer and varies. When the telogen of the first cycle was analyzed, dorsal skins from P20 females were collected to avoid stage unambiguity. When the anagen of the second cycle was analyzed, only males were used to exploit the synchronized nature of their anagen induction and thus minimize hair cycle variation. The telogen of the second cycle lasts for weeks, and thus both males and females were analyzed.

## Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

The Institutional Animal Care and Use Committee of Bar Ilan University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

To sort and isolate DP cells, a whole skin was floated dermis side down on 0.25% Trypsin (GIBCO) at 4°C overnight, minced, and stirred for 1hr in 0.2% collagenase at 37°C. The cells were then sequentially filtered with 100µM, 70µM and 40µM strainers.

## Instrument

MoFlo Astrios, Beckman Coulter

## Software

Summit program

## Cell population abundance

YFP-positive cells were twice FACS-sorted on MoFlo Astrios (Beckman Coulter): enrichment 1–2 mode was applied for the first sort and purify 1 mode was employed for the subsequent re-sort to achieve a purity of about 90%.

#### Gating strategy

The Y-axis represents SSC and the X-axis represents YFP positive cells. Since FACS sorting relies on endogenous expression of YFP in the DP, the YFP-positive population is determined based on single cell preparation of a skin derived from wild type mice that are unable to express YFP.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

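RNA of sorted DP cells from 3 control and 3 dM1/2 mice at each of P20, P24, P28 and P60 was sequenced, and the 24 libraries were grouped by age and genotype as the sample labels give them. The authors removed ribosomal RNA, made directional libraries, trimmed single-end reads with Trimmomatic, aligned them to mm10 with Tophat, counted them per gene with HTSeq on the Ensembl annotation of GRCm38 and analysed them with DESeq2. The deposited signal of each gene in each library is a read count divided by the size factor of the library, and the authors normalized the 24 libraries together. The authors also deposited a log2 fold change and p-values for each age, which were used only to compare calls. The paper's text does not name the DESeq2 version, the strand setting of the counting or the threshold of the Venn diagrams.

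Dividing the signal of each library by the value of a single read, taken from its smallest step, gave back whole reads for 100% of the values, over 25755 genes and 24 libraries. Of these genes, 4842 had no read in any library, 25431 were matched to the annotation by identifier, and 55 symbols were listed more than once, so that genes were handled by identifier. Replicates of a group differed in every pair by more than counting error, with chi-square values per gene from 12.2 to 1724.3, so that no library was a copy of another. Depth on genes was between 11635062 and 13369732 reads per library at P20, between 35469841 and 49331751 at P24, between 37171260 and 48331795 at P28 and between 8171944 and 9724000 at P60. A gene without a read in a library allows up to 3 reads there, and a fold against a group whose libraries all hold 3 reads or fewer was computed against this limit and is given as a lower bound.

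The design set before the data were examined assumed raw read counts with edgeR as the main test, and named limma on log2 values as the test to use if the values turned out to be normalized. Since they were, limma was the main test and the count tests on the recovered reads became alternatives. The main test was limma 3.58.1 with a trend on log2(normalized reads + 1), two-sided, on genes with a mean of at least 10 normalized reads over the libraries of the fit, with Benjamini-Hochberg adjustment and a threshold of 0.05 without a fold threshold. It was run between dM1/2 and control at each age on 6 libraries, between P24 and P28 within each genotype, for the difference of these changes over 12 libraries, and for the difference of the anagen and telogen effects over 24 libraries. Single genes also had an exact two-sided permutation test, whose smallest p with 3 libraries against 3 is 0.1. Variation over the 4 ages within a genotype was tested with limma's F test over 12 libraries, a test added after the data had been seen.

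Gene lists were tested with camera of limma (preset correlation 0.01, two-sided) on log2(normalized reads + 1), with fry and with camera at an estimated correlation beside it. The cell-cycle and p53 lists were read from Fig. 2e, and Hdac1 and Hdac2 were left out of the former. Their tests were adjusted over 8 tests at the 4 ages, and over 8 tests for the comparisons between ages. Lists of DNA replication genes, direct p53 targets, DP signature genes, Wnt targets, replication-dependent histone genes and ribosomal protein genes, with the parts of the lists of Fig. 2e that are in only one of them, were adjusted over 32 tests, and marker lists of keratinocytes, melanocytes, endothelial cells, immune cells, muscle, dermal sheath and other fibroblasts over 28 tests. The other Hdac genes and the sex-linked genes were read as values. Principal components were computed on the 500 most variable genes after DESeq2's variance-stabilizing transformation, and libraries were clustered on z-scores with Euclidean distance and complete linkage.

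Genes were named by a rule set with the design. It takes every gene that the paper names for the DP of these mice, up to 6 genes of each list of Fig. 2e (the 3 largest rises and the 3 largest falls at P28), the other Hdac genes, the sex-linked genes and, for each age, up to 3 largest rises and 3 largest falls past the threshold that are not predicted gene models and in which every dM1/2 library differs from every control in the same direction.

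The alternatives were log2(normalized reads + 10), no filter on low values, at least 10 reads in every library, an adjusted p-value under 0.01, an absolute log2 fold change of at least 1, a replicate block, edgeR 4.0.16 with TMM or with DESeq2's size factors, DESeq2 1.42.0, a single fit over all 24 libraries and each library left out in turn. Chosen after seeing the data were limma on log2-CPM with TMM (prior count 2), DESeq2 over all 24 libraries with a prior on the fold changes, 10 draws each of anagen reads thinned to 10679531 and to 8171944 reads per library, and distances on the principal components relative to the replicates of the 2 groups compared. The numbers of the libraries were checked for pairing by the correlation, over genes, of the deviations of a control and a dM1/2 library with the same number from their group means. These correlations were 0.212, 0.118 and 0.158 at P20, the only age at which all 3 were over 0.1, so that the numbers were taken to pair the P20 libraries from these values alone. At P60 they were 0.466, 0.02 and 0.263, at P24 -0.162, 0.112 and -0.315, and at P28 -0.091, 0.062 and -0.261.

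The tests were tried on simulated reads with the mean levels, library sizes and dispersions of the 6 libraries of each age and 200 changed genes. limma recovered 79.5%, 73.3%, 57.8% and 71% of them at the depth and spread of P20, P24, P28 and P60, all with the right sign, and 3.6%, 10.1%, 6.7% and 2.7% of its calls were false, which is above 5% at P24 and P28. For edgeR 3.5%, 7.3%, 7.3% and 5.8% of the calls were false, and for DESeq2 8.9%, 26.7%, 25.3% and 14.6%. The analysis used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Pathway enrichment against KEGG and the imaging experiments were not analysed here.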

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

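The tests of read depth, of the spread between replicates, of the scale of the libraries, of sex, of Hdac1 levels, of keratinocytes and of the cell mixture at P20 and P60 were chosen only after the results they concern had been seen.

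The effect of the ablation differed between anagen and telogen, by a test of the difference itself, in 4298 genes, and the median difference was 1.0445 on the log2 scale over the cell-cycle genes and 0.9185 over the p53 genes. Of 100 regroupings with the genotypes shuffled within each age, the true one included, 1 gave as many genes, 1 gave a camera p as small for the cell-cycle genes and 1 for the p53 genes. The highest count from another regrouping was 4227, in one that left both anagen ages split by genotype, and the median was 0. At single ages, the number of the 10 splits of the 6 libraries with as many genes as the true split was 1 at P20, 1 at P24, 1 at P28 and 10 at P60, a design in which no share can be under 10%. At P20, where the numbers were taken to pair the libraries from their values alone, the other splits that part all 3 pairs gave 0 genes. For the cell-cycle genes, 10, 2, 1 and 9 of the 10 splits at P20, P24, P28 and P60 gave a camera p as small, and for the p53 genes 9, 1, 1 and 4 did.

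Several technical explanations of the larger anagen counts are argued against by the values below. The fit on gene length, GC content and expression level and the test of matrix keratinocytes concern only the rise of the cell-cycle genes. Anagen libraries were deeper, but with their reads thinned to 8171944 per library, the depth of the shallowest telogen library, at least 3119 genes were still called at P24 or P28 in each of 10 draws. A scale factor moves every gene of a library alike and cannot widen the fold changes about their median. Over 9157 genes, their median absolute deviation from that median was 0.2956 at P24 and 0.3889 at P28, compared with 0.1907 at P20 and 0.1369 at P60 (log2), so that the lower anagen value was 1.55 times the higher telogen value. Other splits of the anagen libraries reached at most 0.2164. The spread between replicates was first compared with telogen pooled, which gave a ratio of telogen to anagen SDs of 1.05, and the ages were separated after that value had been seen. The ratio was 0.899 for P20, so that a larger spread does not explain the lower count there. For P60 it was 1.202, but the median absolute fold change at P60 was also only 0.487 times that at P24 on the log2 scale. After a fit of the fold changes on gene length, GC content and expression level, the cell-cycle genes kept a median of 0.8443 at P24, where 95% of random lists of the same size lay between -0.1679 and 0.1064. Matrix keratinocytes among the sorted cells would bring their abundant transcripts, but their markers had a median of only 10.49 normalized reads in anagen dM1/2, 8 of the 17 were under 10, and the median log2 fold change of the list was -0.30 at P24 and -0.02 at P28. Of these markers, Msx2 rose past the threshold at P24, to 1172.1 normalized reads in dM1/2 (adjusted p = 0.0052, limma), and Gata3 at P28, to 309.2 (adjusted p = 0.000612, limma). Both were singled out after their values were seen.

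What stays open is confounded by the design. The number of ages with both sexes was 0, so that sex and hair-cycle stage cannot be told apart. Cells that kept Hdac1 could also make the telogen effect smaller. The log2 fold change of Hdac1 in anagen minus that in telogen was -0.8096 (adjusted p = 0.109, limma), and reads of the deleted gene, set against controls that may lack Hdac1 in the DP themselves, cannot decide this. A smaller share of DP cells among the sorted cells in telogen could also make the effect smaller, and this was not tested. Median deviations of the DP signature from its mean over all libraries ran from -2.308 to -0.483 in telogen and from 0.408 to 2.132 in anagen. Those of other fibroblast markers ran from 0.505 to 1.579 in telogen and from -3.003 to 0.987 in anagen. Such levels cannot separate cell share from a change of these genes with stage. A stage-dependent role of Hdac1 and Hdac2 therefore remains a hypothesis beside all of these.

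The change from P24 to P28 differed between control and dM1/2, by a test of the difference itself, in 100 genes, and in 8 without P28 dM1/2 2. Other regroupings of the ages within each genotype reached up to 679 genes, and 5 of 100, the true one included, gave at least 100, so that grouping by chance is not excluded. For the change within controls, 1 of 10 splits gave as many genes as the true one, and for that within dM1/2 also 1 of 10. The larger count in dM1/2 may come from the spread between the P28 controls. With 1 library left out, the count in controls was at most 67 (without the library labelled P28 control 3), and fits of dM1/2 with 1 library left out gave from 57 (without P28 dM1/2 2) to 446, so that the counts of such fits overlap and the spread and a difference between the genotypes cannot be told apart. No other technical explanation was tested for this pattern.

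In genes the paper does not discuss as a group, the DP signature list of 20 genes had a median log2 fold change of -0.6366 at P60 (adjusted p = 1.3e-09 from camera, 0.101 from fry and 0.22 with an estimated correlation), where 0 genes passed the threshold singly and 9 had an unadjusted p-value under 0.05. None of its genes is in the lists of Fig. 2e. Of the 10 splits, 1 gave a camera p as small. P60 dM1/2 3 lay within the controls at -1.19, and the other dM1/2 libraries at -2.31 and -1.85 lay below the controls, which ranged from -1.42 to -0.90. Gene length, GC content and expression level are argued against as the whole cause, with a median of -0.6452 after the fit. Immune cells among the sorted cells would lower the fibroblast markers along with the DP genes, but the median of the fibroblast markers lay 0.81 above that of the DP signature, where 95% of random lists of the same sizes lay between -0.2513 and 0.2629. This difference stayed outside the range of random lists in each of 6 fits with 1 library left out, with 0.6535 as the lowest. All 10 fibroblast markers were higher in dM1/2, but without P60 dM1/2 1, the library with the highest immune markers, 5 of 10 were, with a median of 0.0101, so that a rise of these markers rests on this library. The median of the DP signature was still -0.6434 without it. Over the 6 fits it ranged from -0.8174 (without P60 dM1/2 3) to -0.3959 (without P60 dM1/2 2), so that the size of the fall depended on single libraries. To lower all other genes as much as the DP signature fell, immune cells would have to bring 35.7% of the RNA, while the highest of the 10 immune markers, Csf1r, had a mean of 368.8 normalized reads in P60 dM1/2 and all 10 held 0.0042% of the reads. A rise of immune cells is therefore argued against as the cause of the fall. A lower share of DP cells would raise the markers of all other cell types alike. Their medians spanned 1.3004 on the log2 scale, from -0.61 for the 8 dermal sheath genes (adjusted p = 2.2e-05 from camera, 0.783 from fry) to 0.69 for the 7 immune genes (adjusted p = 0.019 from camera, 0.799 from fry). This span rests on P60 dM1/2 1, since without it the medians spanned 0.6021, from -0.25 to 0.35, less than the 0.6652 that 1 in 40 random sets of lists of the same sizes exceeded. Within these libraries, a lower share of DP cells and an effect of the ablation therefore cannot be told apart. In skin sections, the paper counted fewer DP cells per follicle in dM1/2, both early and late in this telogen. Such a loss would go with a lower share among the sorted cells, which was not measured here.

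At P20, the DP signature had a median of 0.5087 (adjusted p = 3.2e-06 from camera, 0.0977 from fry and 0.322 with an estimated correlation), and 3 of the 10 splits gave a camera p as small. After the fit on length, GC content and expression level, the median was 0.5392. The list of 10 markers of other fibroblasts had a median of -0.737 (adjusted p = 0.00151 from camera, 0.191 from fry), and every dM1/2 library lay below every control for these markers and above every control for the DP signature. Fewer other fibroblasts among the sorted cells of dM1/2 is therefore a candidate explanation, found and tested on the same libraries. An effect of the ablation on DP genes stays open, as does grouping by chance.

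Ribosomal protein genes had a median of 0.49 at P24 and 0.7362 at P28 (adjusted p = 8.3e-12 from camera, 0.0578 from fry and 0.539 with an estimated correlation), with 54 of 81 genes higher at P28. After the fit on length, GC content and expression level the median at P24 was 0.5756, so that such a trend does not explain it as a whole. A scale factor moves every gene of a library alike, but the median at P28 lay 0.7324 above that of all genes, where 95% of random lists of the same size lay between -0.1783 and 0.1957, so that the scale of the libraries is argued against for this rise relative to the other genes. Reads shared between these genes and their pseudogenes were not tested. Replication-dependent histone genes had a median of 1.45 at P24 and 3.2774 at P28 (adjusted p = 1.3e-22 from camera, 0.000211 from fry and 0.21 with an estimated correlation), with 52 of 57 genes higher and 1 lower at P28. After the same fit, the median was 0.8463 at P24 and 1.9125 at P28, both outside the range of random lists. The fit thus made the rise smaller but did not remove it. Before the fit, the median at P28 lay 3.2736 above that of all genes, where random lists lay between -0.2205 and 0.221. Differences in library preparation between the groups were not tested for either list. The paper's EdU labelling at P28 showed dividing DP cells in many dM1/2 follicles and hardly any in controls. How much of the rise of the histone genes such cells explain was not tested here, and sex and stage were not separated.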

How the results depend on the processing

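Limma on log2-CPM with TMM, DESeq2 over all 24 libraries with a prior, the thinned reads and distances relative to the replicates of the groups compared were chosen after seeing the data, and the other alternatives with the design. Unless a construction is named, the cause of a change was not tested.

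An adjusted p-value under 0.01, a stricter call by construction, left 4 genes at P20, 1565 at P24, 2638 at P28, 3 in controls and 67 in dM1/2 from P24 to P28, 4 for the difference of these changes and 2555 for anagen against telogen. An absolute log2 fold change of at least 1 left 39, 1779 and 2728 at P20, P24 and P28, 235 in dM1/2 from P24 to P28 and 1782 for anagen against telogen. With log2(normalized reads + 10), 1 gene was called at P60 and 151 for the difference of the P24 to P28 changes. The replicate block gave 439 genes at P20 (54.7% of them higher in dM1/2, against 81.7% in the main test, and all 60 of the main genes among them), 2366 at P24, 6 at P60, 27 in controls from P24 to P28 and 49 for the difference. At P20 it also called Hdac1 (adjusted p = 0.04449, limma) and changed no other call of a list or a named gene there, and at the other ages the libraries share only a number. edgeR gave 113 genes at P20 with TMM and 114 with DESeq2's size factors, and 114 with TMM in controls from P24 to P28. DESeq2 gave 673 at P20 (43.5% higher in dM1/2), 25 at P60, 1432 in controls and 1108 in dM1/2 from P24 to P28 and 566 for the difference. In the test on simulated data a larger share of its calls was false than of limma's. A single fit over all 24 libraries gave 23 at P20 and 19 at P60, and DESeq2 with a prior gave 93 and 43. The order of the ages, with more genes at P24 and P28 than at P20 and P60, held under each of these settings.

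With 1 library left out, the counts ranged from 0 (without dM1/2 3) to 1530 (without control 1) at P20, from 2057 (without control 2) to 4012 at P24, from 3043 (without dM1/2 2) to 5788 at P28 and from 0 to 2 (without dM1/2 1) at P60. From P24 to P28 they ranged from 0 (without P24 control 1) to 67 in controls and from 57 (without P28 dM1/2 2) to 446 in dM1/2, and those for the difference from 8 (without P28 dM1/2 2) to 167 (without P28 control 2). The counts for anagen against telogen stayed between 3709 and 4418.

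With an estimated correlation, camera gave adjusted p-values of 0.2086 and 0.1269 for the cell-cycle and p53 genes at P24 and 0.08348 for each at P28, and no anagen call of the lists held, while fry, the block and the other settings kept them. In telogen the sign of lists past no threshold changed, for the cell-cycle genes at P60 with fry (adjusted p = 0.8526) and without a filter (0.695, camera), and at P20 for both lists without their shared genes (0.8725, camera). Direct p53 targets passed the threshold at P60 (adjusted p = 0.02119, camera). With a library left out, the adjusted p (camera) ranged from 0.2127 to 0.9827 for the cell-cycle and from 0.2127 to 0.9581 for the p53 genes at P20, and from 0.5051 to 0.9965 for the cell-cycle and from 0.05298 (without control 3) to 0.8422 for the p53 genes at P60.

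The distance ratios on the principal components with log2-CPM were 0.798 at P20, 5.047 at P24, 8.119 at P28 and 0.993 at P60. With all genes in place of 500, the ratio was 1.056 at P20, against 0.722, and 0.39 at P60, against 0.643. Against the replicates of the 2 groups compared, the ratios were 4.46 at P28, 1.416 at P60, 1.283 in controls and 1.641 in dM1/2 from P24 to P28, where the replicates of all 8 groups gave 6.808, 0.643, 2.603 and 0.939. Without one replicate number they ranged from 0.625 to 0.894 at P20, from 3.62 to 5.747 at P24 and from 6.267 to 8.823 at P28. From P24 to P28 they ranged from 2.63 to 3.308 in controls and from 0.621 (without replicate 2) to 1.233 (without replicate 1) in dM1/2. With log2-CPM the ratio in dM1/2 was 1.046, so that it lay on either side of 1. With correlation distance and average linkage, 3 libraries were placed differently on the cell-cycle genes and 5 on the p53 genes.

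Among named genes, the log2 fold change of Hdac2 at P20 became 0.0033 with edgeR and TMM and 0.0049 with limma and TMM, and ranged from -0.0628 to 0.0464 with a library left out. That of Ccnd1 at P60 became -0.0181 with limma and TMM and ranged from -0.3837 to 0.2412. That of Hdac1 at P28 ranged from -1.1344 to 0.0288 (without control 2) and that of Hdac2 at P60 from -0.0178 to 0.1558. That of Fgf7 at P60 became -0.0082 with limma and TMM and ranged from -0.1516 to 0.1252, and that of Rspo4 at P24 from -1.4784 to 0.1394. That of Trp53 ranged from -0.014 to 0.1475 at P20, from -0.0615 to 0.1555 at P24 and from -0.1158 to 0.1548 at P60. Hdac2 was called higher at P24 with DESeq2 and a prior (adjusted p = 0.02706), and Rspo2 was called lower at P60 with DESeq2 (adjusted p = 1.6e-05), the single fit (0.04393, limma) and DESeq2 with a prior (0.005748). Calls of named genes became weaker in 64 fits with a library left out and stronger in 4, with 19 weaker at the 0.01 threshold and 12 at the fold threshold. Of the other settings, DESeq2 made 4 stronger, DESeq2 with a prior 2 stronger and 2 weaker, the single fit 1 stronger and 5 weaker, the block 1 stronger and 3 weaker, no filter 4 weaker, limma with TMM 2 weaker and edgeR 3 weaker with TMM and 1 with DESeq2's size factors. Anagen reads thinned to 10679531 per library, the median of the telogen libraries, gave from 3280 to 3346 genes at P24 and from 4428 to 4588 at P28, and thinned to 8171944, the depth of the shallowest P60 library, from 3119 to 3173 and from 4316 to 4408.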

Differences from the paper's values

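The tests behind this part were set before the data were examined, apart from limma with TMM, DESeq2 over all 24 libraries with a prior on the fold changes, distances relative to the replicates of the groups compared and the F test over the ages, which were chosen after seeing the values.

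Genes higher in dM1/2 in the paper's Fig. 2b, read by eye, number about 84 at P20, against 49 here with limma. The value fell within 1.5 times of the paper's with log2(normalized reads + 10) (69), with at least 10 reads in every library (68), with edgeR and TMM (92) and with edgeR and DESeq2's size factors (91), and with none of the other alternatives set before the data were examined. It also did with limma and TMM (73) and with DESeq2 with a prior (83), both chosen after seeing the values. At P24, Fig. 2b shows about 650 (read by eye), against 2073 here. Of the alternatives set before the data were examined, only an adjusted p-value under 0.01 came within 1.5 times, with 929. At P28, Fig. 2b shows about 430 (read by eye), against 2820 here, and none of those alternatives closed the gap. The authors' deposited table calls 83 genes higher at P20, 2618 at P24, 3667 at P28 and 13 at P60 at an adjusted p-value under 0.05, so that the authors' own calls are also above the figure at P24 and P28, and near it at P20 and P60. At P60, Fig. 2b shows about 14 (read by eye), against 0 here (525 genes in both directions at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed this gap, and DESeq2 with a prior, chosen after seeing the values, gave 12.

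Genes lower in dM1/2 in the paper's Fig. 2c, read by eye, number about 710 at P24, against 1662 here. The value came within 1.5 times with an adjusted p-value under 0.01 (636), an absolute log2 fold change of at least 1 (713), the replicate block (970) and without P24 control 2 (821), dM1/2 1 (1061), dM1/2 2 (1023) or dM1/2 3 (1055). At P28, Fig. 2c shows about 340 (read by eye), against 2198 here, and none of the alternatives closed the gap. At P60, Fig. 2c shows about 32 (read by eye), against 0 here. None of the alternatives set before the data were examined closed this gap, and DESeq2 with a prior, chosen after seeing the values, gave 31. The authors' table calls 2201 genes lower at P24, 3228 at P28 and 32 at P60. With an absolute log2 fold change of at least 1 as well, it calls 1182 higher and 868 lower at P24 and 1997 higher and 1361 lower at P28. Shared by P24 and P28, Fig. 2b shows about 270 genes higher and Fig. 2c about 180 lower (read by eye), against 1664 and 1100 here, and no alternative was computed for these overlaps.

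For Ccnd1, the Source Data of Fig. 4a give log2 fold changes at P24 and P28 as control over dM1/2, the paper's values being -2.83512 and -3.44078. On that scale the values here are -3.3165 and -3.7214.

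The authors' table calls Rspo2 lower at P60, with the authors' log2 fold change of -1.608 (the authors' adjusted p = 0.006029), and limma did not call it here (log2 fold change -1.76, adjusted p = 0.416). Of the alternatives set before the data were examined, DESeq2 (adjusted p = 1.6e-05) and a single fit over all 24 libraries (adjusted p = 0.04393, limma) called it, and so did DESeq2 with a prior (adjusted p = 0.005748), chosen after seeing the values. The table also calls Hdac2 higher at P24 (the authors' adjusted p = 0.02752), which limma did not here (adjusted p = 0.117). None of the alternatives set before the data were examined called it, and DESeq2 with a prior, chosen after seeing the values, did (adjusted p = 0.02706). Fam180a at P20 and Rps2-ps6 at P24 were called with limma here and are not called in the authors' table (the authors' adjusted p = 0.5416 and 0.1068).

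The paper states that the mutant changes little from early to mid-anagen while the control changes substantially. Here 375 genes changed in dM1/2 and 204 in controls (limma). The order was the same with edgeR and TMM (368 and 114) and the opposite with DESeq2 (1108 and 1432). Distances on the principal components were larger in controls (20.86 units, against 7.52 in dM1/2). Relative to the replicates of the groups compared, a measure chosen after seeing the values, they were larger in dM1/2 (1.641, against 1.283 in controls). The paper states that cell-cycle genes keep similar and low levels in controls throughout the hair cycle. Here 53 of 75 such genes varied over the ages in controls (limma), against 49% of all genes. Sex and read depth differed between telogen and anagen in this test. The paper states that most p53 pathway genes stay unaltered in controls, and 26 of 42 varied here (limma), or 13 of 25 without the genes shared with the cell-cycle list, against 49% of all genes. The paper's Venn diagrams show genes changed at P60, and limma called 0 here.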

Other observations

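The tests of fibroblast markers and of labels in the P28 controls, of the Y-linked genes and of replicate number at P20 were chosen only after the results they concern had been seen.

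Hdac1 differed between the P28 controls, with 213.6, 529 and 104.7 normalized reads. A hypothesis is that other dermal fibroblasts, in which Hdac1 is not ablated in any mouse, were sorted in different numbers. The fibroblast markers deviated by 0.189, 0.987 and -3.003 and Col1a1 had 2047590, 5826925 and 255769 normalized reads in the same libraries, so that all 3 libraries had the same rank for Hdac1 and for the markers, which 3 libraries cannot tell apart from chance. Other libraries did not follow this order. In the P28 dM1/2 libraries the ranks were reversed, with 190.2, 148.7 and 125.7 normalized reads of Hdac1 and deviations of -1.381, -0.632 and -0.558, and the P24 controls had between 668.2 and 674.8 normalized reads at deviations of 0.026, -0.949 and -1.502. A control genotype homozygous for floxed Hdac1 is among those the Methods list, and a low Hdac1 level would be expected in such a control. The labels do not give the genotype of single controls, so this stays open and was not tested. That a dM1/2 library was labelled as P28 control 3 is argued against by the 3734 genes called at P24 in other libraries. On a scale of these genes from 0 for the other P28 controls to 1 for the P28 dM1/2 libraries, this library lay at -0.024, while single dM1/2 libraries lay between 0.945 and 1.036.

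The Y-linked genes Ddx3y, Uty and Kdm5d were lower in dM1/2 at P28, with log2 fold changes of -0.66, -0.72 and -0.58 (adjusted p = 0.00591, 0.00412 and 0.025, limma), while that of Eif2s3y was 0.12 (adjusted p = 0.571, limma). Loss of the Y chromosome from some dM1/2 cells would lower all of them alike, but they spanned 0.8452 on the log2 scale. The call of Kdm5d was lost with a replicate block (adjusted p = 0.0699, limma), in the single fit over all 24 libraries (0.124, limma) and without control 1 (0.0769, limma), dM1/2 2 (0.0829, limma) or dM1/2 3 (0.0889, limma), and that of Uty in the single fit (0.331, limma). An effect of the ablation on the single genes stays open.

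The cell-cycle genes varied between the P20 libraries, and over these genes the deviations of control and dM1/2 libraries with the same number had correlations of 0.814, 0.479 and 0.64 (across genes, which are not independent replicates). This is consistent with a batch shared by libraries of the same number at P20, with 0.479 as the lowest of the 3 correlations, and the replicate block then gave the larger count of 439 genes. Labels do not state such a batch, and no biological explanation was tested.

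The Methods state that both sexes were analysed in the second telogen, while Xist and Ddx3y showed females in all 6 libraries of P60.

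Of the other lists, DNA replication genes had medians of -0.04, 1.04, 1.50 and 0.02 at P20, P24, P28 and P60. Genes in only the cell-cycle list had medians of 0.81 at P24 and 0.93 at P28, and genes in only the p53 list 0.55 and 0.97. The DP signature had medians of -0.80 at P24 (adjusted p = 0.00113 from camera, 0.000623 from fry) and -0.97 at P28 (adjusted p = 0.00245 from camera, 0.0977 from fry). The 10 Wnt targets tested had medians of 0.42, 0.34, 0.22 and -0.34 at the 4 ages, with adjusted p-values from camera of 0.00614, 0.911, 0.805 and 0.0236, and neither the first (0.155) nor the last (0.71) held with fry. Histone genes had medians of 0.00 at P20 and -0.24 at P60, and ribosomal protein genes -0.22 and -0.05. Among marker lists, medians at P20, P24, P28 and P60 were 0.35, -0.30, -0.02 and -0.11 for keratinocytes, 0.55, 0.03, 0.39 and 0.26 for melanocytes, and 0.09, -0.75, 0.01 and 0.00 for endothelial cells. They were 0.74, -0.79, 1.04 and 0.69 for immune cells, 0.32, 0.74, 2.55 and -0.10 for muscle (3 genes at P28, adjusted p = 0.178 from camera and 0.000135 from fry), -0.26, -0.59, -0.30 and -0.61 for the dermal sheath, and -0.74, -0.68, -0.30 and 0.17 for other fibroblasts.

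The other Hdac genes, Hdac3 to Hdac11, changed in both directions in anagen, so that their medians of 0.13, -0.08, -0.11 and -0.04 at the 4 ages hide changes of single genes. Hdac6 was higher in dM1/2 at P24 (log2 fold change 1.09, adjusted p = 0.016, limma) and at P28 (1.56, adjusted p = 0.00115, limma), and Hdac4 was lower at P24 (-1.12, adjusted p = 0.00685, limma) and at P28 (-1.08, adjusted p = 0.0434, limma). Hdac10 was lower at P28 (-0.58, adjusted p = 0.0428, limma). With 1 library left out, the calls of Hdac6 at P28 and Hdac4 at P24 held in all 6 fits, those of Hdac6 at P24 and Hdac4 at P28 in 3 and that of Hdac10 in 2. The call of Hdac4 at P28 was also lost with edgeR and TMM (adjusted p = 0.0563) and with limma and TMM (0.0529), and that of Hdac10 with edgeR and TMM (0.0595), with limma and TMM (0.0577), without a filter on low values (0.0606, limma) and with a replicate block (0.0951, limma). None of the other 6 genes passed the threshold at any age, and none of the 9 did in telogen. No explanation was tested.

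In telogen, Rspo2 had a log2 fold change of -1.76 at P60 (adjusted p = 0.416, limma). It was called lower with DESeq2 on the recovered reads (adjusted p = 1.6e-05), in the single fit over all 24 libraries (adjusted p = 0.0439, limma) and in the authors' table (the authors' log2 fold change -1.608, adjusted p = 0.006). At P60, Rspo3 had a log2 fold change of -1.08 (adjusted p = 0.986, limma) and Corin of -1.14 (adjusted p = 0.986, limma). In anagen, that of Corin was -1.98 at P24 and -3.33 at P28 (adjusted p = 0.00139 and 0.000836, limma). The contrast of the anagen and telogen effects was -1.45 for Rspo2 (adjusted p = 0.00364, limma), -0.79 for Rspo3 (adjusted p = 0.0384, limma), -1.18 for Rspo4 (adjusted p = 0.171, limma), -0.05 for Rspo1 (adjusted p = 0.883, limma), -2.44 for Corin (adjusted p = 0.000112, limma) and 0.40 for Trp53 (adjusted p = 0.0327, limma).

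The authors' deposited table calls 4819 genes at P24 and 6895 at P28 at an adjusted p-value under 0.05. Of these, 3477 and 4915 were also called with limma, all in the same direction.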
